# Altered macronutrient composition and genetics influence the complex transcriptional network associated with adiposity in the Collaborative Cross

**DOI:** 10.1186/s12263-022-00714-x

**Published:** 2022-08-10

**Authors:** Phoebe Yam, Melissa VerHague, Jody Albright, Erik Gertz, Fernando Pardo-Manuel de Villena, Brian J. Bennett

**Keywords:** Collaborative Cross, Diet, Nutrigenomics, Genetics, Obesity, WGCNA, Hepatic gene expression

## Abstract

**Background:**

Obesity is a serious disease with a complex etiology characterized by overaccumulation of adiposity resulting in detrimental health outcomes. Given the liver’s critical role in the biological processes that attenuate adiposity accumulation, elucidating the influence of genetics and dietary patterns on hepatic gene expression is fundamental for improving methods of obesity prevention and treatment. To determine how genetics and diet impact obesity development, mice from 22 strains of the genetically diverse recombinant inbred Collaborative Cross (CC) mouse panel were challenged to either a high-protein or high-fat high-sucrose diet, followed by extensive phenotyping and analysis of hepatic gene expression.

**Results:**

Over 1000 genes differentially expressed by perturbed dietary macronutrient composition were enriched for biological processes related to metabolic pathways. Additionally, over 9000 genes were differentially expressed by strain and enriched for biological process involved in cell adhesion and signaling. Weighted gene co-expression network analysis identified multiple gene clusters (modules) associated with body fat % whose average expression levels were influenced by both dietary macronutrient composition and genetics. Each module was enriched for distinct types of biological functions.

**Conclusions:**

Genetic background affected hepatic gene expression in the CC overall, but diet macronutrient differences also altered expression of a specific subset of genes. Changes in macronutrient composition altered gene expression related to metabolic processes, while genetic background heavily influenced a broad range of cellular functions and processes irrespective of adiposity. Understanding the individual role of macronutrient composition, genetics, and their interaction is critical to developing therapeutic strategies and policy recommendations for precision nutrition.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12263-022-00714-x.

## Background

Obesity is characterized by the disproportionate and excessive accumulation of adipose tissue relative to an individual’s height, resulting in decreased health and increased risk of developing a myriad of chronic diseases such as atherosclerosis, cardiovascular disease, metabolic syndrome, type 2 diabetes, and certain types of cancer [97]. The simplest definition of obesity is excessive adiposity resulting from the chronic imbalance between energy intake and expenditure. The underlying mechanisms involved in maintaining energy balance are complex and regulated by numerous factors such as genetic background [3, 52, 82], metabolism [19, 84, 90], gut microbiome [36, 57, 91], and environmental factors such as diet in the context of overfeeding [11–13, 76, 81]. Additionally, the specific interaction of dietary macronutrients and the endocrine system, in particular insulin response and signaling, has a critical role in the etiology of obesity [53]. Differences in dietary macronutrient composition can influence substrate utilization; specifically, rapidly digestible carbohydrates may interact with insulin and other hormones to increase fat accumulation relative to other macronutrients.

In addition to the complex interactions between adipose tissue, the central nervous system, nutrients, and hormones that regulate energy balance [3, 25], the liver also influences the susceptibility to obesity, given its major role in the metabolism and processing of macronutrients including glycogenolysis, production of triglycerides, lipogenesis, and the synthesis of amino acids, cholesterol, and lipoproteins [75, 93]. Obesity in turn can induce the pathological response of insulin resistance in the liver, which results in an impaired ability of insulin to decrease glucose output from the liver while continuing to stimulate lipogenesis; this disruption of appropriate carbohydrate and lipid metabolism is thought to contribute to some of the health complications associated with obesity like metabolic syndrome and cardiovascular disease. Adipokines such as adiponectin, adipocyte dysfunction, metabolism, and circulating metabolite levels affect hepatic gene expression [21, 56], which regulates the mechanisms involved in lipid processing, determination of metabolic rate, and other physiological processes associated with energy imbalance [46, 93]. Furthermore, an individual’s inherent genetic architecture and specific environmental exposures such as diet also shape hepatic gene expression [31, 41, 80]. Given that the liver regulates so many biological processes related to obesity development, elucidating the effects of genetic architecture and diet on hepatic gene expression is necessary to understand the mechanisms underlying susceptibility to obesity and development of effective prevention and treatment regimes.

Modern molecular biology techniques have revolutionized our ability to detect changes in gene expression [50, 74], which allows one to infer potential candidate genes and pathways underlying metabolic dysfunction [16, 33]. Identification of genes and pathways that determine susceptibility to obesity facilitates the understanding of the underlying mechanisms behind the development of obesity, which is instrumental to determining effective methods of prevention and treatment. Simultaneous to the advances in high-throughput assessment of gene expression, a novel population of mice has been developed. Derived from elaborate intercrosses of eight founder mouse strains [7, 35, 89], the CC is a large recombinant inbred mouse population with tremendous genetic diversity and genetic contribution from five classically inbred strains, A/J, C57BL/6J (B6), 129S1/SvImJ (129), NOD/ShiLtJ (NOD), and NZO/HILtJ (NZO), and three wild-derived strains, CAST/EiJ (CAST), PWK/PhJ (PWK), and WSB/EiJ (WSB) [9, 64, 79, 85]. The genetic and phenotypic diversity of the CC is of similar scale to the human population [86] and provides an opportunity to address the complex interactions between genetics and dietary macronutrient composition that affect hepatic gene expression. The ability to utilize multiple replicates of individual CC strains allows for more precise delineation between confounding environmental influences and dietary effects within the context of a known genetic architecture.

Previously, we examined the effects of diet and genetic background on adiposity and other obesity-related traits [101]. In the current study, we focus on the effects of macronutrient composition and strain (genetic background) on hepatic gene expression and relate these to phenotypic traits and biological functions. To find potential candidate genes or functional pathways underlying metabolic dysfunction regulated by diet in a genetically diverse population, we administered a challenge of either high-protein (HP) or high-fat high-sucrose (HS) diet to 22 strains of mice from the Collaborative Cross (CC) mouse panel for 8 weeks and performed microarray gene expression analysis of 11,542 genes using high-quality RNA from liver tissue, in addition to extensive phenotyping. To ascertain the expression of genes (mRNA) associated with adiposity, determine which genes were differentially expressed by dietary macronutrients and genetic strain, and identify groups of related genes affected by genetic background and/or diet in the liver, we examined hepatic gene expression levels and related them to phenotypes using one analyses pipeline centered around linear models for microarray (limma) and a separate analyses pipeline focused on weighted gene co-expression network analysis (WGCNA) (see Supplementary Fig. 1, Additional file 1), which facilitated exploration of gene expression from two perspectives: for individual genes using the limma approach and for groups of genes using the network approach.

## Results

### Diet-induced adiposity was correlated with the expression level of thousands of genes in the liver

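Liver RNA of 123 female mice of 22 Collaborative Cross (CC) strains, a panel of recombinant inbred mice, was measured on Affymetrix Mouse Gene ST microarrays with 1 array per mouse. Of these mice, 63 were fed the high-protein (HP) diet and 60 the high-fat high-sucrose (HS) diet, with 4 to 6 mice per strain and 2 or 3 per strain and diet. In 9 of the strain and diet groups there were 2 mice. Each replicate was a separate mouse, fasted for 4 h at the end of the 8 diet weeks, which followed 2 weeks of acclimation. The authors processed the arrays together by robust multi-array average (RMA), which corrects the background, sets all arrays to one distribution and summarizes the probes of a transcript cluster, and they left out arrays that all 3 of their outlier methods marked. The deposited values are log2 intensities of 41345 transcript clusters, from −0.33 to 13.33. Array medians were 3.06 ± 0.036 (SD, n = 63) on the HP diet and 3.06 ± 0.040 (SD, n = 60) on the HS diet. Arrays have no read depth, so their number limits the precision. The week in which a mouse was studied and the array plate are not given in the sources used here, so no fit has a batch term.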

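In 122 of the 123 mice the expression profile was closest to the other mice of the mouse's own strain. The exception was a CC059/TauUnc mouse fed the HS diet (Liver_CC_Female_Mice_ID_257), which correlated across genes at r = 0.140 with its own strain and at r = 0.743 with CC035/Unc. *Xist*, the RNA that silences one X chromosome in female cells, was 2.72 in a CC071/TauUnc mouse fed the HP diet (Liver_CC_Female_Mice_ID_166) and 9.16 to 10.62 in the other mice. Both mice were kept. Gene symbols came from the platform annotation, which can be old. Of the transcript clusters, 23521 have 1 symbol, 1814 have several and 16010 have none. Another 8 were named from the study's tables, among them *Serpine2*, *Snord34*, *Aars*, *Car5a*, *Gls2* and *Hbs1l*. A cluster was kept where its median over mice, or its value in more than 12.5% of mice, was above 4.08, the mean of all cluster medians, and the brightest cluster stood for its gene. This left 10946 genes. Differences by diet (HP minus HS, diet as the only term) and between the 22 strains (an F test, strain as the only term) were tested with limma, with Benjamini-Hochberg adjusted p. The tests, the gene lists and the alternatives were fixed before the data were examined, except where stated otherwise.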

Microarray gene expression analysis of 11,542 genes was performed using high-quality RNA from livers of 123 CC mice collected after an 8-week challenge of either a high-protein (HP) or high-fat high-sucrose (HS) diet. Correlations of post-diet adiposity with normalized gene expression levels using calculations of multiple biweight midcorrelations (bicor) and their corresponding Student correlation *p*-values were performed to determine which genes’ expression levels were associated with body fat % and relevant traits. Post-diet body fat % was significantly correlated with the expression of 2552 genes out of 11,542 genes expressed in the liver with validated annotation (Supplementary Table 1, Additional file 2), with the top 15 most significant positive and 15 most significant negative correlations shown in Fig. 1 (Supplementary Table 2, Additional file 2). Specifically, post-diet body fat % showed significant moderate negative correlation with the gene expression of TBC1 domain family (*Tbc1d30*; bicor = −0.603, *p* = 1.56 × 10^−13^), insulin-like growth factor binding protein 2 (*Igfbp2*; bicor = −0.560, *p* = 1.62 × 10^−11^), apolipoprotein M (*ApoM*; bicor = −0.530, *p* = 2.82 × 10^−10^), inter-alpha globulin inhibitor H5 (*Itih5*; bicor = −0.527, *p* = 3.76 × 10^−10^), and flavin containing monooxygenase 3 (*Fmo3*; bicor = −0.484, *p* = 1.44 × 10^−8^), as well as moderate positive correlation between post-diet adiposity and gene expression of aldehyde dehydrogenase (*Aldh1a1*; bicor = 0.539, *p* = 1.29 × 10^−10^), thyroid hormone receptor interactor 4 (*Trip4*; bicor = 0.494, *p* = 6.41 × 10^−9^), plastin 3 (*Pls3*; bicor = 0.470, *p* = 4.17 × 10^−8^), lysophospholipase-like 1 (*Lyplal1*; bicor = 0.468, *p* = 4.81 × 10^−8^), and adiponectin receptor 2 (*Adipor2*; bicor = 0.426, *p* = 9.21 × 10^−7^). Of these highly correlated genes, metabolic health score was also significantly correlated with *Aldh1a1* (bicor = −0.282, *p* = 1.63 × 10^−3^), *Trip4* (bicor = −0.246, *p* = 6.24 × 10^−3^), and *Igfbp2* (bicor = 0.270, *p* = 2.61 × 10^−3^); total weight was also significantly mildly correlated with the expression levels of these top 30 genes (Fig. 1).

**Fig. 1:**
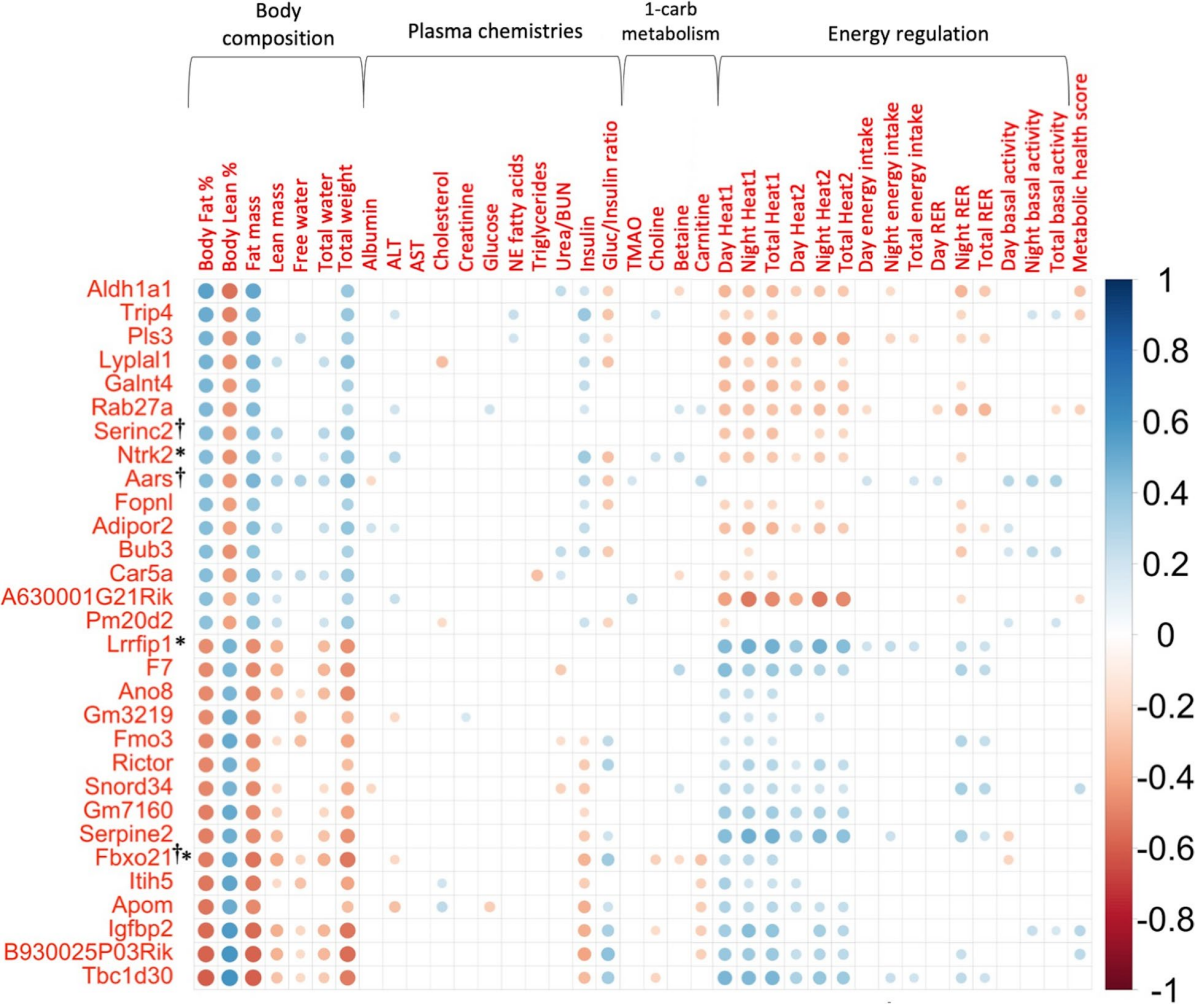
Top 30 genes with expression levels most significantly correlated with body fat %. Multiple biweight midcorrelations (bicor) and their corresponding Student correlation *p*-values were calculated between phenotypic data and microarray liver gene expression data to properly take into account the actual number of observations when determining which genes’ expression levels were correlated with post-diet phenotypes of interest. The top 15 genes whose expression is most significantly positively correlated with body fat % (bicor ≥ 0.410, p ≤ 2.53 × 10^−6^) and top 15 genes whose expression is most significantly negatively correlated with body fat % (bicor ≤ −0.466, *p* ≤ 5.42 × 10^−8^) are shown. With the exception of insulin and glucose/insulin ratio, most of the top 30 genes’ expression most significantly correlated with body fat % were not significantly correlated with circulating analytes but were significantly correlated with metabolic (energy regulation) traits. Genes are ordered on the *y*-axis in descending order of bicor with the strongest positive correlation at the top and the strongest negative correlation at the bottom. Scale indicates bicor value with color darkness as indicator of correlation strength. †Indicates genes that are also differentially expressed by diet; all 30 genes were found to be differentially expressed by strain. *Indicates genes found to be associated with at least one obesity-related trait in humans according to the GWAS catalog. Annotation for all genes with expression significantly correlated with body fat % are shown in Supplementary Table 1, Additional file 2. All significant correlations in this figure are shown in Supplementary Table 2, Additional file 2

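Expression of all 30 genes differed between the 22 CC strains by limma's F test, and 3 of them also differed by diet. *Serpine2* (transcript cluster 17224771), which encodes an inhibitor of serine proteases, had the largest F of the 30 (70.3, adjusted p = 8.7e-50). Its strain means ran from 3.10 in CC035/Unc to 6.49 in CC030/GeniUnc, with an SD between mice of one strain of 0.33. *Lyplal1* (transcript cluster 17230823), which encodes a lysophospholipase-like protein, followed with F = 37.7 (adjusted p = 1.5e-37), and *Cep20*, named *Fopnl* in the paper, had the smallest F (2.19, adjusted p = 0.0072). By diet, *Fbxo21*, an F-box protein of ubiquitin ligases (transcript cluster 17441490), was 8.21 ± 0.45 (SD, n = 63) on the HP diet and 7.79 ± 0.53 (SD, n = 60) on the HS diet, and its difference was 0.42 (standard error 0.088, adjusted p = 2.3e-04) with HP higher in 20 of 22 strains. *Serinc2*, a serine incorporator, fell by 0.50 on the HP diet (standard error 0.16, adjusted p = 0.025, lower in 18 of 22 strains), and *Aars*, the alanyl-tRNA synthetase, fell by 0.14 (standard error 0.044, adjusted p = 0.019, lower in 18 of 22 strains). Of the 15 genes with a positive body fat correlation, 0 were higher and 2 lower on the HP diet (0 higher and 2 lower when adjusted over the list alone, 0 higher and 6 lower with strain as a block, and 4 lower at an unadjusted p under 0.05), and of the 15 with a negative one, 1 was higher and 0 lower (1 higher and 0 lower when adjusted over the list alone, 4 higher and 1 lower with strain as a block, and 1 lower at an unadjusted p under 0.05). By limma's camera test the first list was lower on the HP diet (adjusted p = 0.010, and adjusted p = 0.34 with an estimated correlation) and the second was not called (adjusted p = 0.13). The study chose both lists on these mice, so they are not independent evidence of a direction. The diet call of *Serinc2* ended without CC004/TauUnc (adjusted p = 0.053), and that of *Aars* with each array centred on its median (adjusted p = 0.057) or with a score of clock genes as covariate, chosen after seeing the data (adjusted p = 0.11).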

The expression levels of many genes that were significantly correlated either negatively or positively with body fat % were also reciprocally correlated with lean % and heat production (Fig. 1). Very few of the expression levels of the top 30 genes showed significant correlations with circulating analytes or metabolites except insulin and glucose/insulin ratio. Accordingly, body fat % was also significantly correlated both positively and negatively with expression levels of genes encoding proteins instrumental to insulin signaling that regulate metabolic pathways [2, 14, 17, 26, 30, 42, 43, 59, 104], including insulin-degrading enzyme (*Ide*; bicor = 0.348, *p* = 7.85 × 10^−5^), phosphoinositide-3-kinase regulatory subunit 1 (*Pik3r1*; bicor = 0.211, *p* = 0.019), insulin-induced gene 1 (*Insig1*; bicor = 0.196, *p* = 0.029), insulin receptor substrate 2 (*Irs2*; bicor = −0.309, *p* = 4.98 × 10^−4^), insulin receptor (*Insr*; bicor = −0.242, *p* = 6.94 × 10^−3^), and Janus kinase 1 (*Jak1*; bicor = −0.201, *p* = 0.026).

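*Irs2* and *Pik3r1* differed by diet and by strain, *Ide*, *Insig1* and *Jak1* by strain alone, and *Insr* by neither. *Irs2* (transcript cluster 17507374), which passes on the signal of the insulin receptor, was 6.85 ± 0.47 (SD, n = 63) on the HP diet and 6.56 ± 0.50 (SD, n = 60) on the HS diet. Its difference was 0.28 (standard error 0.087, adjusted p = 0.019), with HP higher in 20 of 22 strains. *Pik3r1* (transcript cluster 17295796), the regulatory subunit of phosphoinositide-3-kinase, fell by 0.17 on the HP diet (standard error 0.047, adjusted p = 0.0097, lower in 18 of 22 strains). The differences of *Ide*, which degrades insulin (−0.037, adjusted p = 0.51), of *Insig1*, which restrains sterol synthesis (0.16, adjusted p = 0.32), of the kinase *Jak1* (0.0067, adjusted p = 0.90) and of the insulin receptor gene *Insr* (0.093, adjusted p = 0.16) did not pass limma's test. Between strains, *Insig1* had the widest means of the 6 genes, 9.44 in CC030/GeniUnc to 10.94 in CC032/GeniUnc, against an SD within strains of 0.43 (F = 5.29, adjusted p = 1.3e-08). The F was 6.28 for *Jak1* (adjusted p = 2.8e-10), 5.57 for *Ide* (adjusted p = 4.4e-09), 3.28 for *Pik3r1* (adjusted p = 6.4e-05), 3.19 for *Irs2* (adjusted p = 9.7e-05) and 1.57 for *Insr* (adjusted p = 0.082). With array weights *Insr* was called by diet (adjusted p = 0.015) and by strain (adjusted p = 0.025), and without CC024/GeniUnc by strain (adjusted p = 0.037). With a score of clock genes as covariate, chosen after seeing the data, the diet call of *Irs2* ended (adjusted p = 0.084). Body fat was not analysed here.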

### Differential gene expression analysis identified 1344 genes responsive to differences in dietary macronutrient composition

Both genetics and environmental factors such as diet are critical determinants of obesity. Although genetics have a stronger effect on susceptibility to developing obesity than diet alone [10, 29], the role of diet as an environmental factor that influences gene expression is still important, since changes in dietary patterns can help mitigate the degree of obesity that develops by altering gene expression levels. To assess which genes’ expression levels are affected by diet, differential gene expression analysis was performed using the R package limma (linear models for microarray) on liver gene expression data. 

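*Slc22a7* (transcript cluster 17345391), an organic anion transporter, was 6.37 ± 0.82 (SD, n = 63) on the HP diet and 7.44 ± 0.87 (SD, n = 60) on the HS diet, a difference of −1.07 (standard error 0.15, adjusted p = 3.3e-08) with HS higher in 22 of 22 strains. *Elovl3*, a fatty acid elongase, fell by 1.00 on the HP diet (standard error 0.20, adjusted p = 1.6e-04, lower in 21 of 22 strains), and *Csad*, which makes the taurine precursor hypotaurine, fell by 0.87 (standard error 0.13, adjusted p = 1.1e-07, lower in 21 of 22 strains). *Vldlr*, the very-low-density lipoprotein receptor, was higher on the HP diet by 0.90 (standard error 0.18, adjusted p = 1.4e-04), and *Nnmt*, which methylates nicotinamide, by 0.87 (standard error 0.18, adjusted p = 1.5e-04), each in 22 of 22 strains. Of the 10946 genes tested with limma, 1255 (11.5%) differed by diet, 689 with higher expression on the HP diet and 566 on the HS diet. With each array centred on its median the split was 950 higher and 392 lower on the HP diet. The median size of a called difference was 0.175 (log2), and 45 genes differed by 1.5-fold or more. With strain as a block, which takes the strain means out of the spread, 2549 genes were called (1264 higher and 1285 lower on the HP diet), all 1255 among them. Among genes with 1 direction in at least 18 of 22 strains, the 12 with the largest difference higher on the HS diet were *Serpina4-ps1* (−1.93), *Slco1a1* (−1.72), *Hsd3b5* (−1.29), *Slc34a2* (−1.08), *Slc22a7*, *Gm15401* (−1.04), *Serpina12* (−1.03), *Elovl3*, *Csad*, *Gna14* (−0.85), *Cyp2c54* (−0.80) and *Pcp4l1* (−0.75). Higher on the HP diet were *Mup-ps12* (1.21), *Acmsd*, *Cyp17a1* (0.97), *Ranbp3l* (0.97), *Vldlr*, *Nnmt*, *Chrna4* (0.78), *Gstt3* (0.76), *Rcan2* (0.76), *Cyp2a5* (0.70), *Gstt2* (0.70) and *Mmd2* (0.67). The differences of *Slco1a1* and *Ranbp3l* themselves differed between strains by limma's interaction test, calls that ended for 13 and 15 of the 22 strains when 1 was left out, as well as with repeated normalization, with centred arrays and with a trended and robust variance prior. Probes of the pseudogenes *Mup-ps12* and *Serpina4-ps1* may also bind transcripts of related genes, so their identity is uncertain. The call of *Cyp2c54* ended without CC011/Unc, CC019/TauUnc or CC035/Unc (adjusted p up to 0.067), without the expression filter (adjusted p = 0.062), and with a score of clock genes as covariate, chosen after seeing the data (adjusted p = 0.079).

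**Figure D1:**
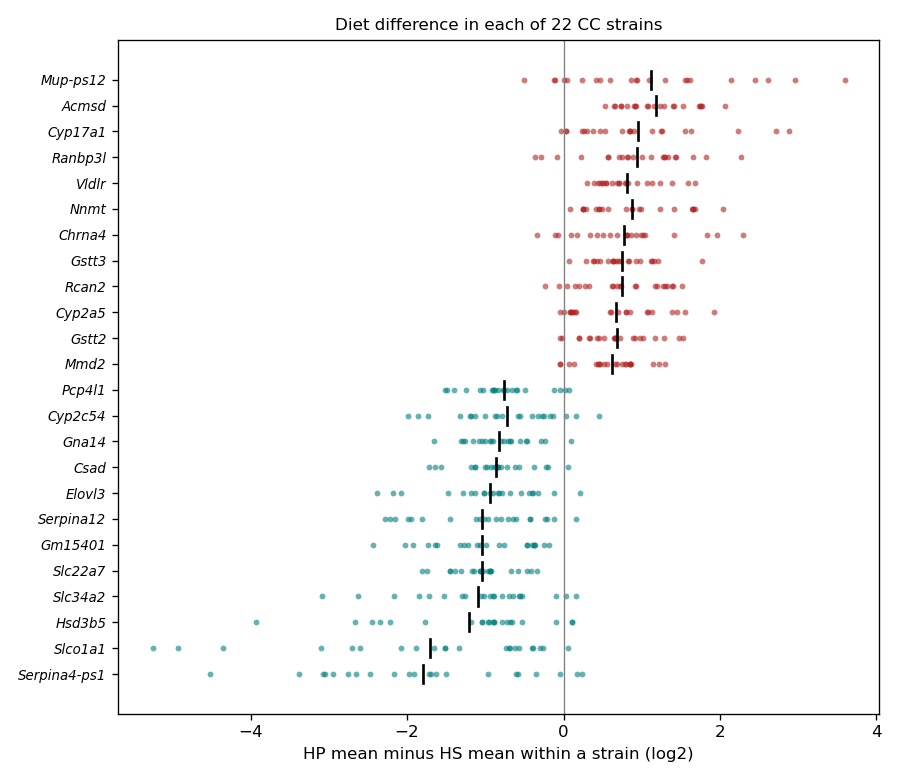
Difference in mean log2 expression between the HP and HS mice of a strain (x axis, HP minus HS) for these 24 genes (y axis). Each point is 1 of 22 strains and the black bar is their mean. *Slc22a7* lies below 0 in all 22 strains (−1.81 to −0.35) and *Vldlr* above 0 in all 22 (0.30 to 1.68).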

Comparing the HS diet to the HP diet revealed 1344 genes that were differentially expressed by diet (*p* adj < 0.05, Supplementary Table 3, Additional file 2) with the top 20 most significant hits showing patterns of expression clustering by diet (Fig. 2A), where 16 genes showed increased expression and 4 genes showing decreased expression in mice fed the HP diet relative to the HS diet, though expression patterns exhibited some degree of inter-strain variation depending on the gene and strain. The opposite patterns of expression for these genes were shown in mice fed the HS diet, i.e., genes that showed increased expression in mice fed the HP diet had decreased levels of expression in mice fed the HS diet (Fig. 2A). 

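All 20 genes of the panel passed limma's test by diet, 16 with higher expression on the HP diet and 4 on the HS diet (the same counts when adjusted over the list alone). *Gls2*, the liver glutaminase (transcript cluster 17238295), was 9.98 ± 0.23 (SD, n = 63) on the HP diet and 9.34 ± 0.33 (SD, n = 60) on the HS diet, a difference of 0.64 (standard error 0.051, adjusted p = 6.7e-20). *Acmsd*, an enzyme of tryptophan breakdown (transcript cluster 17216779), was 7.49 ± 0.73 (SD, n = 63) on the HP diet and 6.31 ± 0.50 (SD, n = 60) on the HS diet, a difference of 1.18 (standard error 0.11, adjusted p = 3.8e-15). *Dbt*, a subunit of the branched-chain keto acid dehydrogenase, differed by 0.36 (standard error 0.036, adjusted p = 1.3e-13), *Aass*, the first enzyme of lysine breakdown, by 0.39 (standard error 0.046, adjusted p = 6.3e-11), and the amino acid transporter *Slc38a4* by 0.23 (standard error 0.025, adjusted p = 1.7e-12). All 5 had the higher mean on the HP diet in 22 of 22 strains. Among the genes with lower expression on the HP diet were the pyruvate kinase *Pklr* (transcript cluster 17399266), which was 10.15 ± 0.43 (SD, n = 63) on the HP diet and 10.72 ± 0.39 (SD, n = 60) on the HS diet and fell by 0.57 (standard error 0.073, adjusted p = 1.8e-09, lower in 20 of 22 strains), the glycerol-3-phosphate dehydrogenase *Gpd1*, which fell by 0.42 (lower in 21 of 22), and the receptor *Nrp1*, which fell by 0.42 (lower in 22 of 22). Over the 20 genes the adjusted p ran from 6.7e-20 to 2.2e-08 and the size of the difference from 0.15 in *Hspa9* to 1.18 in *Acmsd*. The study chose these genes on the same mice, so their direction as a list is not independent evidence. By limma's camera test the list was higher on the HP diet (adjusted p = 5.3e-25, and 5.1e-09 with an estimated correlation).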

The expression levels of 389 differentially expressed genes (DEGs) by diet were significantly correlated with body fat % (*p* < 0.05), including *Irs2* and *Pik3r1*.

**Fig. 2:**
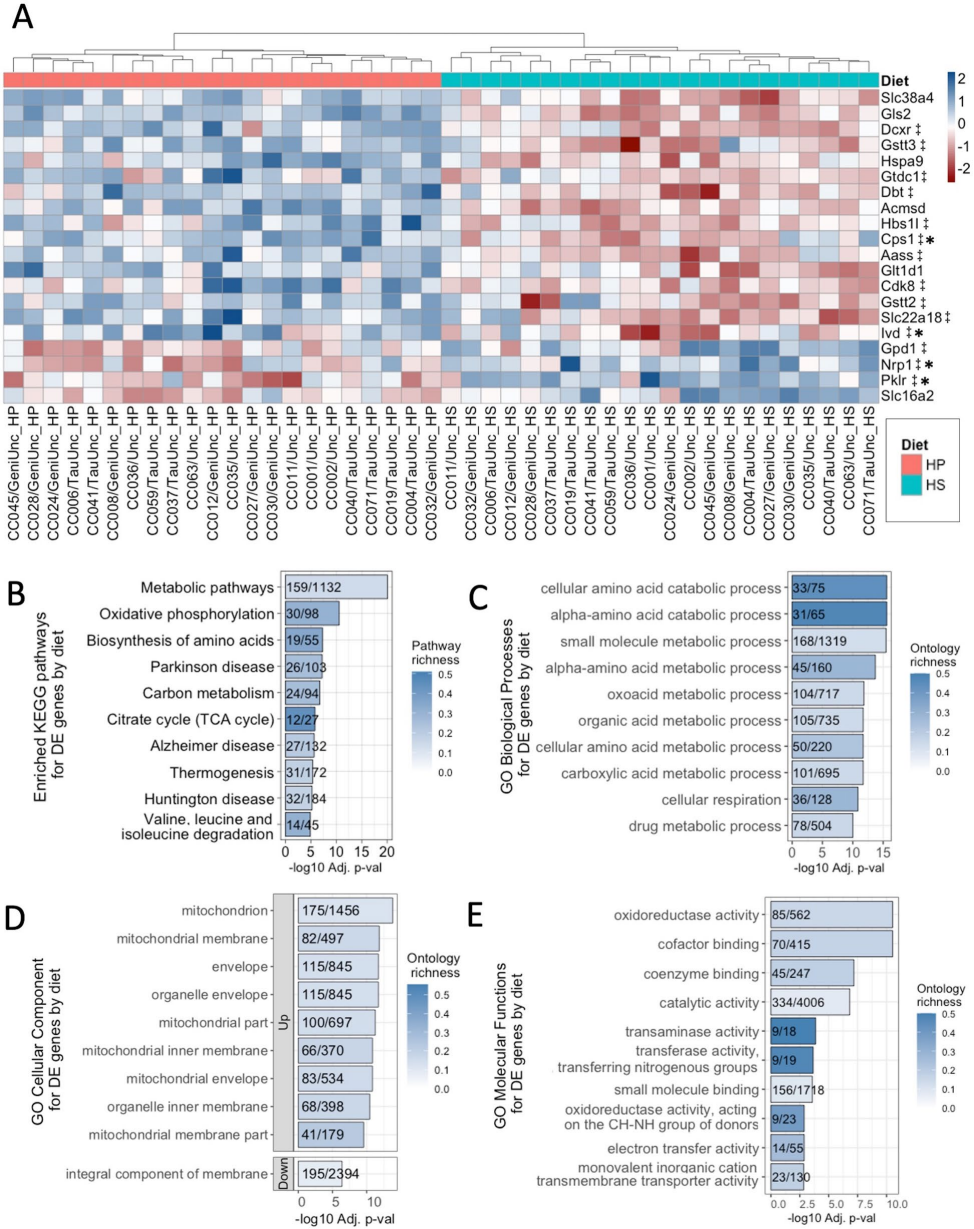
Expression patterns and enrichment of diet DEGs. **A** The top 20 most significant (BH-adjusted *p* ≤ 2.37 × 10^−8^) diet DE genes’ average Z scores of median robust multi-array average (RMA) normalized gene expression for each CC strain on either the high-protein (HP) or high-fat high-sucrose (HS) diet shown ordered from top to bottom by level of gene expression on the HP diet (highest to lowest). The genes’ average Z scores for each CC strain and diet are clustered by Euclidean distance on the *x*-axis. ‡Denotes genes also differentially expressed by strain. *Indicates genes with human homologs found in the GWAS catalog to be associated with at least one obesity-related trait. Annotation and limma results are shown for all diet DEGs in Supplementary Table 3, Additional file 2. Limma analysis of microarray data revealed genes differentially expressed by diet showing significant enrichment (*p* adj < 0.05) for **B** KEGG (20 total), **C** GO biological pathways (105 total), **D** GO cellular components (45 total), and **E** GO molecular functions (37 total). Pathways are ordered from top to bottom by significance (highest to lowest) and colored by gene richness. The top 10 enrichments for each ontology category were all upregulated on the HP diet, except for the GO cellular component and “integral component of membrane,” which was downregulated. All significant enrichment terms and enrichment analysis results are shown in Supplementary Table 4, Additional file 2

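Of these 20 genes, 14 also differed between the 22 strains by limma's F test. *Ivd*, which encodes isovaleryl-CoA dehydrogenase of leucine breakdown (transcript cluster 17374648), had the largest F (6.70, adjusted p = 6.0e-11), with strain means from 7.90 in CC001/Unc to 9.06 in CC012/GeniUnc and an SD within strains of 0.26. *Gpd1* (F = 3.67, adjusted p = 1.2e-05), *Gstt2*, a glutathione S-transferase (F = 3.11, adjusted p = 1.3e-04), and *Cps1*, the first enzyme of the urea cycle (F = 2.64, adjusted p = 0.0010), also passed. Among those that did not pass were *Acmsd* (F = 1.10, adjusted p = 0.38), the mitochondrial chaperone *Hspa9* (F = 1.13, adjusted p = 0.35), *Slc38a4* (F = 1.22, adjusted p = 0.27), *Gls2* (F = 1.32, adjusted p = 0.20) and *Glt1d1* (F = 1.66, adjusted p = 0.060). With diet as a covariate these 5 were called by strain (adjusted p from 1.0e-06 to 0.025). The interaction of strain and diet did not pass for any of the 20 genes, with the lowest adjusted p, 0.654, in *Gstt2*. Strain calls ended for *Dbt* without CC045/GeniUnc (adjusted p = 0.066), for *Hbs1l* without CC006/TauUnc (adjusted p = 0.056) and for *Dcxr* for 3 of the 22 strains when left out (adjusted p up to 0.085 without CC027/GeniUnc).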

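Of 46 measured genes of amino acid catabolism, 23 were higher and 5 lower on the HP diet and 18 did not pass by limma (27 higher and 5 lower when adjusted over the list alone). Among those that rose were *Oat*, ornithine aminotransferase (transcript cluster 17497091), which was 11.12 ± 0.37 (SD, n = 63) on the HP diet and 10.61 ± 0.43 (SD, n = 60) on the HS diet and differed by 0.51 (standard error 0.072, adjusted p = 4.1e-08), and *Cth* (0.38), *Gnmt* (0.25) and *Gpt* (0.21), which handle cysteine, glycine and alanine. The 5 that fell were *Csad*, *Bhmt* (−0.29), *Kyat1* (−0.25), *Glud1* (−0.12) and *Amt* (−0.11), the last 4 named after their values were seen. Of 12 genes of the urea cycle and its supply of ammonia, 6 were higher on the HP diet, 1 was lower and 5 did not pass (6 higher and 2 lower when adjusted over the list alone), with the lyase *Asl* at 0.34 (standard error 0.053, adjusted p = 4.9e-07), and *Cps1* (0.20), *Arg1* (0.20) and *Otc* (0.087). Of 29 genes of branched-chain amino acid degradation, 13 were higher on the HP diet, 1 was lower and 15 did not pass (14 higher and 4 lower when adjusted over the list alone), among them *Ivd* (0.41), *Ehhadh* (0.29), *Abat* (0.26) and *Hibadh* (0.19). The 1 that fell was *Acat1*, an acetyl-CoA acetyltransferase (−0.20). Of 24 glutathione S-transferases and Nrf2 targets, 5 were higher and 0 lower on the HP diet and 19 did not pass (6 higher and 1 lower when adjusted over the list alone, 13 higher and 4 lower with strain as a block, and 8 higher and 2 lower at an unadjusted p under 0.05), and *Gstt3*, *Gstt2*, *Ugdh* (0.46), *Gsta4* (0.32) and *Gsto1* (0.31) rose. *Arg1*, *Otc*, *Acat1* and *Gsta4* were also named after their values were seen. By limma's camera test each list was higher on the HP diet, with adjusted p = 3.1e-14 for amino acid catabolism, 7.7e-08 for the urea cycle, 2.0e-08 for branched-chain degradation and 5.5e-04 for the glutathione list. With an estimated correlation the adjusted p were 0.0015, 0.0028, 0.030 and 0.018 in this order. Of 17 markers of Kupffer cells and macrophages 0 were higher and 4 lower on the HP diet (0 higher and 10 lower when adjusted over the list alone, 1 higher and 12 lower with strain as a block, and 0 higher and 12 lower at an unadjusted p under 0.05), namely *Clec4f* (−0.26), *Cd68* (−0.24), *C1qb* (−0.28) and *Cd9* (−0.24), with a camera adjusted p = 1.5e-04 (adjusted p = 0.25 with an estimated correlation). Without the CC071/TauUnc mouse of low *Xist*, left out after seeing the data, 0 were higher and 1 lower, and the camera call held (adjusted p = 2.7e-04). Of 16 stellate cell markers 0 were higher and 2 lower (0 higher and 2 lower when adjusted over the list alone, 0 higher and 5 lower with strain as a block, and 0 higher and 5 lower at an unadjusted p under 0.05), *Lrat* (−0.25) and *Reln* (−0.16), with adjusted p = 0.017 (adjusted p = 0.37 with an estimated correlation). The calls of *C1qb*, *Cd68*, *Cd9* and *Reln* lie near the threshold and each ended for at least 14 of the 22 strains when 1 was left out (adjusted p up to 0.11), and that of *Clec4f* without CC071/TauUnc (adjusted p = 0.062). All 5 calls but that of *Reln* ended with a score of clock genes as covariate, chosen after seeing the data (adjusted p from 0.063 to 0.19), and those of *C1qb*, *Cd68*, *Cd9* and *Reln* with each array centred on its median (adjusted p from 0.058 to 0.086) and without the expression filter.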

The Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway and gene ontology (GO) enrichment analyses identified 20 significantly overrepresented KEGG pathways and 187 significantly overrepresented GO terms for DEGs by diet (Fig. 2B–E; see Supplementary Table 4, Additional file 2), with varying degrees of gene richness defined by the number of up- or downregulated DEGs found belonging to each KEGG pathway or GO term out of the total number of genes that comprise each KEGG pathway or GO term. 

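Of 70 measured genes of oxidative phosphorylation, 24 were higher, 0 were lower and 46 did not pass limma's test (29 higher and 0 lower when adjusted over the list alone). At an unadjusted p under 0.05, 37 were higher and 1 was lower. *Sdhd* of complex II (transcript cluster 17526843) was 9.65 ± 0.18 (SD, n = 63) on the HP diet and 9.46 ± 0.20 (SD, n = 60) on the HS diet, a difference of 0.19 (standard error 0.035, adjusted p = 2.5e-05) with HP higher in 20 of 22 strains. *Atp5g3* and *Atp5b*, which encode parts of ATP synthase, differed by 0.17 (standard error 0.026, adjusted p = 5.7e-07) and 0.10 (standard error 0.018, adjusted p = 1.8e-05), and *Cox5a*, a part of cytochrome c oxidase, by 0.14 (standard error 0.028, adjusted p = 1.4e-04). The list's median difference was 0.083, with 62 of 70 members above 0. Of 27 genes of amino acid biosynthesis, 11 were higher, 0 were lower and 16 did not pass (12 higher and 1 lower when adjusted over the list alone, and 12 higher and 2 lower at an unadjusted p under 0.05). Those that rose include the aminotransferase *Got1* (0.32) and *Bcat2* (0.17), both named after their values were seen, and *Mat1a* (0.12), which makes S-adenosylmethionine. Several, such as *Cps1*, *Asl*, *Cth* and *Arg1*, also belong to the lists of amino acid breakdown and the urea cycle. By limma's camera test both lists were higher on the HP diet, oxidative phosphorylation with adjusted p = 5.0e-13 (adjusted p = 0.049 with an estimated correlation) and amino acid biosynthesis with adjusted p = 2.6e-06 (adjusted p = 0.0063 with an estimated correlation). Kupffer and stellate cell markers were lower on the same diet by camera, calls that ended with an estimated correlation (adjusted p = 0.25 and 0.37).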

The most significantly overrepresented KEGG pathways identified were metabolic pathways, oxidative phosphorylation, and biosynthesis of amino acids (*p* adj ≤ 5.05 × 10^−8^). In terms of each GO term category, 105 GO biological processes, 45 GO cellular components, and 37 GO molecular functions were significantly overrepresented (*p* adj < 0.05), with the top 10 most significantly overrepresented GO terms in DEGs by diet shown in Fig. 2C–E. The majority of enrichment terms were related to metabolism of a wide variety of substrates with numerous enrichments of mitochondrial cellular components (see Supplementary Table 4, Additional file 2).

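Of 27 citrate cycle genes, 12 were higher on the HP diet, 1 was lower and 14 did not pass by limma (15 higher and 1 lower when adjusted over the list alone). *Idh2*, the mitochondrial isocitrate dehydrogenase (transcript cluster 17492478), was 9.54 ± 0.34 (SD, n = 63) on the HP diet and 9.21 ± 0.34 (SD, n = 60) on the HS diet, a difference of 0.33 (standard error 0.061, adjusted p = 2.6e-05), and *Dlat* (0.24), *Fh1* (0.22), *Idh3a* (0.19) and *Mdh1* (0.16) also rose. *Pcx*, the pyruvate carboxylase, fell by 0.23 (standard error 0.042, adjusted p = 1.6e-05, lower in 21 of 22 strains). Of 19 genes of glycolysis and fructose metabolism, 2 were higher and 7 lower on the HP diet and 10 did not pass (3 higher and 7 lower when adjusted over the list alone). The ketohexokinase *Khk* (transcript cluster 17435934) was 10.55 ± 0.32 (SD, n = 63) on the HP diet and 10.87 ± 0.36 (SD, n = 60) on the HS diet and fell by 0.32 (standard error 0.061, adjusted p = 6.4e-05), and *Tkfc*, which acts after it on fructose, fell by 0.29. *Tpi1* (0.16) and *Pgk1* (0.14) rose. Of 17 genes of gluconeogenesis, 6 were higher and 2 lower on the HP diet and 9 did not pass (9 higher and 3 lower when adjusted over the list alone), with the mitochondrial carrier *Slc25a11* (0.19) among those that rose and the glucose-6-phosphatase *G6pc* (−0.39) among those that fell. *Fh1*, *Idh3a*, *Pgk1* and *G6pc* were named after their values were seen. The camera test called the citrate cycle higher on the HP diet (adjusted p = 4.6e-08, and adjusted p = 0.015 with an estimated correlation), glycolysis lower (adjusted p = 0.032, and adjusted p = 0.087 with an estimated correlation) and gluconeogenesis higher (adjusted p = 0.0029, and adjusted p = 0.20 with an estimated correlation). Of 19 general hepatocyte markers 1 was higher and 0 were lower by limma (3 higher and 5 lower at an unadjusted p under 0.05, and camera adjusted p = 0.98), and 3 higher and 5 lower with strain as a block. Camera called Kupffer and stellate cell markers lower on the HP diet, though not with an estimated correlation (adjusted p = 0.25 and 0.37). The camera direction of the hepatocyte list was up, against a median of −0.0089 and a mean of −0.013.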

### Genetic architecture perturbed global hepatic gene expression to a greater extent than macronutrient composition

Genetics is clearly an important factor affecting susceptibility to metabolic dysfunction. We tested the role of genetics in regulatory gene expression by performing limma differential gene expression analysis by CC strain. Differential gene expression analysis revealed 9436 DEGs by CC strain (*p* adj < 0.05, Supplementary Table 5, Additional file 2), with the top 20 most significant hits showing patterns of expression clustering by CC strain instead of diet (Fig. 3A). 

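*Serpina1c*, an alpha-1-antitrypsin (transcript cluster 17283634), had the largest F of limma's test over the 22 strains (416, adjusted p = 3.1e-87). Its strain means ran from 5.29 in CC011/Unc to 12.07 in CC030/GeniUnc, against an SD between mice of one strain of 0.28. The cytochrome P450 gene *Cyp2b13* (transcript cluster 17475373) ran from 1.94 in CC004/TauUnc to 10.67 in CC012/GeniUnc (F = 283, adjusted p = 4.5e-79), and the carboxylesterase *Ces1b* from 5.64 in CC040/TauUnc to 9.64 in CC071/TauUnc (F = 144.4, adjusted p = 1.0e-64). Of the 10946 genes tested, 8901 (81.3%) differed by strain. Other large F values were 288 for the small nucleolar RNA *Snora33*, 226 for *Cyp2b9*, 189 for the ribosomal gene *Rpl3*, 184 for *Serpina1d*, 175.7 for *Gm3893*, 170.9 for *Gdpd3*, 151 for *Cyp2c38*, 151 for *Miox* and 138 for *Ctse*. Of these, *Snora33*, *Rpl3* and *Gm3893* are not among the genes of Fig. 3A, although the F of that panel's genes went down to 96.7 here (*Cyp46a1*). The paper first filtered its probes, a step not repeated here. Whether that filter explains their absence was not tested. Over the genes that differed, the median range of the strain means was 0.783 (log2). Over all tested genes the median SD within strains was 0.242. Members of the Serpina1, Cyp2b and Cyp2c families are near-identical, so their probes may pick up more than 1 gene, and CC strains carry founder variants that may lie under a probe, so these strain differences are uncertain as differences in transcript amount. Against CC001/Unc alone, single strains differed in 1251 (CC059/TauUnc) to 2313 (CC004/TauUnc) genes.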

Unlike the inter-strain variation of expression patterns for diet DEGs, expression patterns were consistent across diets for strain DEGs. 

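Of the 20 genes of the panel, 18 were analysed here. All 18 differed by strain and 0 by diet in limma (0 at an unadjusted p under 0.05, and 2 higher and 2 lower with strain as a block). The range of their strain means was 4.00 (*Ces1b*) to 9.95 (*Serpina1d*, another alpha-1-antitrypsin), and the largest difference by diet was 0.60 (standard error 0.60, adjusted p = 0.58) in *Akr1c18*, a hydroxysteroid dehydrogenase whose strain means ran from 2.82 in CC019/TauUnc to 11.01 in CC035/Unc. The F of the 18 ran from 96.7 (*Cyp46a1*) to 416, their SD within strains from 0.21 to 0.78 and their lowest adjusted p by diet was 0.527. The list's camera direction was up, with a median of −0.023 and a mean of −0.0067 (adjusted p = 1.00). Whether the difference by diet differed between strains was tested with limma's F test of the 21 interaction terms. Of the 18 genes, *Akr1c18* had the lowest adjusted p (0.494). Over all genes 2 passed, *Slco1a1*, an organic anion transporter, and *Ranbp3l*, a Ran-binding protein (adjusted p = 0.042 for both), and 524 had an unadjusted p under 0.05. *Slco1a1* (transcript cluster 17472385) differed by −5.25 in CC035/Unc and by 0.059 in CC001/Unc, and *Ranbp3l* (transcript cluster 17310172) by −0.37 in CC001/Unc and 2.27 in CC032/GeniUnc. Leaving out 1 strain ended the call of *Slco1a1* for 13 of the 22 strains (adjusted p up to 0.482, without CC035/Unc) and that of *Ranbp3l* for 15 (up to 0.340, without CC028/GeniUnc). Neither was called with quantile normalization repeated (adjusted p = 0.065 for both), with arrays centred on their median (adjusted p = 0.0504), with a trended and robust variance prior or without the CC071/TauUnc mouse of low *Xist*, an omission chosen after seeing the data. Splits of the mice that permuted diet within strains gave up to 896 genes. Such splits turn the difference by diet itself into differences between strains. They cannot decide whether chance gave these 2 genes, and chance is not excluded.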

DEGs by CC strain showed similar levels of expression within each CC strain regardless of the diet fed. 

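Among the genes that differed by strain and by diet were *Itih1*, an inter-alpha-trypsin inhibitor chain, and *Spc24*, a kinetochore protein. *Itih1* (transcript cluster 17304461) was 11.13 ± 0.21 (SD, n = 63) on the HP diet and 11.35 ± 0.17 (SD, n = 60) on the HS diet and fell by 0.22 on the HP diet (standard error 0.035, adjusted p = 6.1e-07, lower in 22 of 22 strains), and its strain means ran from 10.87 in CC012/GeniUnc to 11.50 in CC028/GeniUnc (F = 5.98, adjusted p = 8.9e-10). *Spc24* differed by 0.49 (standard error 0.11, adjusted p = 9.0e-04) by diet, with HP higher in 21 of 22 strains, and its strain means ran from 4.63 in CC045/GeniUnc to 6.70 in CC006/TauUnc (F = 8.97, adjusted p = 2.3e-14). In limma's tests 1055 genes passed both, which is 84.1% of those by diet. Independent lists of these sizes would share 1020.5. Diet alone was passed by 200 genes, strain alone by 7846 and neither by 1845. With strain and diet in one model, 2339 genes passed both.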

One-thousand one-hundred thirty-one DEGs by CC strain were also differentially expressed by diet (such as *Irs2* and *Pik3r1*), and 2367 of DEGs by CC strain were correlated with body fat % (nominal *p* < 0.05), including *Ide*, *Insig1*, *Irs2*, *Jak1*, and *Pik3r1*. 

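*Insig2*, which holds sterol-regulatory factors in the endoplasmic reticulum, and *Irs1*, which is phosphorylated by the insulin receptor, both varied between strains. *Insig2* (transcript cluster 17226346) had strain means from 7.86 in CC012/GeniUnc to 9.40 in CC004/TauUnc, with an SD within strains of 0.46 (limma F = 6.20, adjusted p = 3.8e-10). By diet it was 8.56 ± 0.61 (SD, n = 63) on the HP diet and 8.83 ± 0.62 (SD, n = 60) on the HS diet, a difference of −0.28 (standard error 0.11, adjusted p = 0.086) with HS higher in 18 of 22 strains. *Irs1* (transcript cluster 17224878) ran from 5.88 in CC036/Unc to 7.12 in CC012/GeniUnc (SD within strains 0.29, F = 5.02, adjusted p = 4.0e-08), and its difference by diet was −0.047 (standard error 0.068, adjusted p = 0.72). With strain as a block, or with the 22 strain mean differences as replicates, *Insig2* was also called by diet (adjusted p = 0.010 and 0.0049). Of the 8 insulin signaling genes that the study names and that were analysed here, 7 differed by strain, and 1 was higher and 1 lower on the HP diet (1 higher and 2 lower when adjusted over the list alone). The list was not called by camera (adjusted p = 0.98, direction down, median −0.015, mean 0.0026), and the study chose it on these mice. *Hmga1* was not analysed here.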

Interestingly, additional genes encoding proteins crucial to insulin signaling [2, 5, 6, 30, 60, 100] were differentially expressed by strain but not diet, specifically high mobility group AT-hook 1 (*Hmga1*), insulin-induced gene 2 (*Insig2*), and insulin receptor substrate 1 (*Irs1*) (Supplementary Table 5, Additional file 2).

**Fig. 3:**
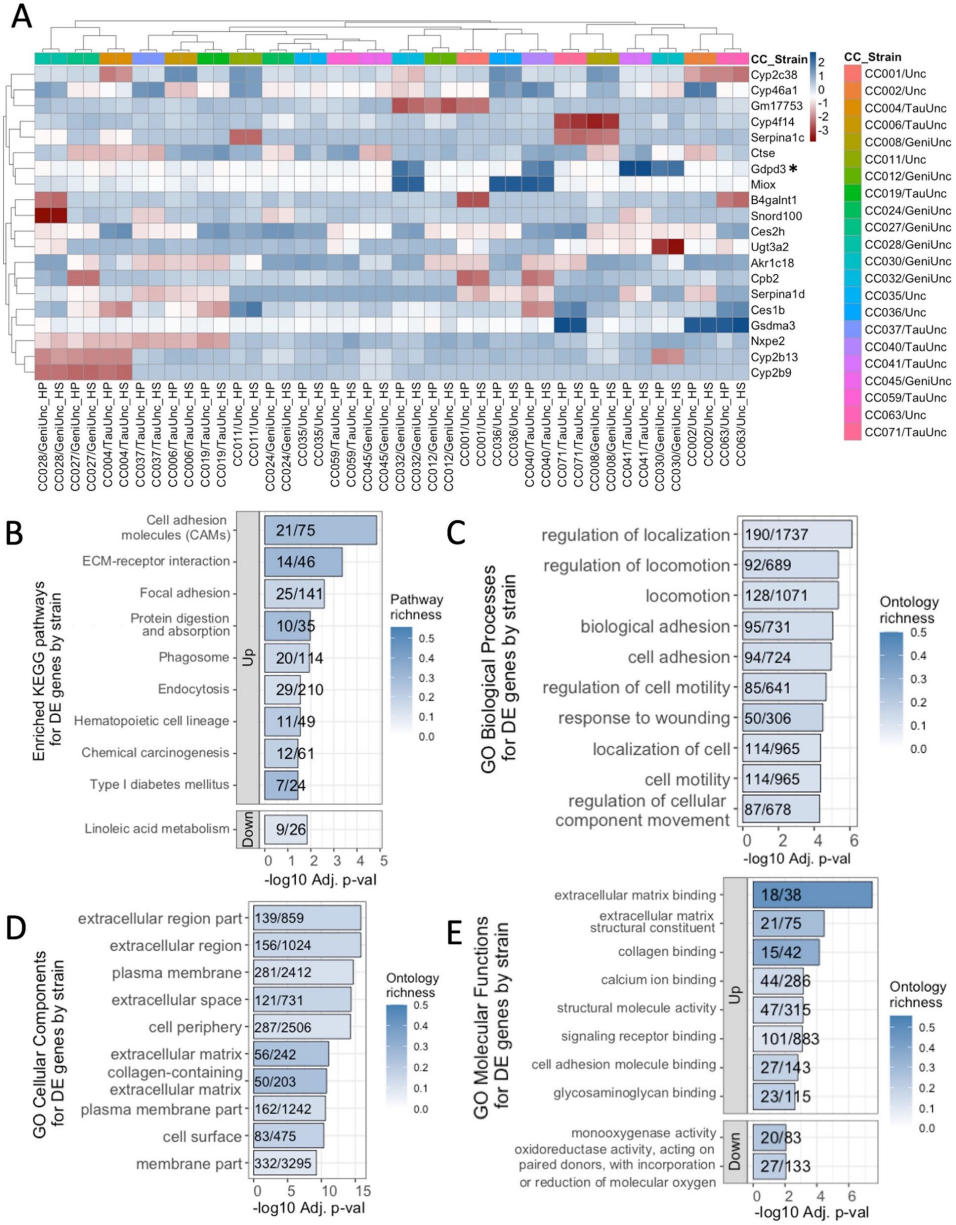
Expression patterns and enrichment of transcripts differentially expressed by CC strain. **A** The top 20 most significant (BH-adjusted *p* ≤ 2.631 × 10^−56^) strain DE genes’ average Z scores of median robust multi-array average (RMA) normalized, gene expression for each CC strain on either the high-protein (HP) or high-fat high-sucrose (HS) diet shown. Gene average RMA Z scores for each CC strain and diet are clustered according to Euclidean distance by CC strain and diet on the *x*-axis and by gene on the *y*-axis. The human homolog of *Gdpd3* was found in the GWAS catalog to be associated with at least one obesity-related trait. Annotation and limma results are shown for all strain DEGs in Supplementary Table 5, Additional file 2. Limma analysis of microarray data revealed genes differentially expressed by strain showing significant enrichment (*p* adj < 0.05) for **B** KEGG (13 total), **C** GO biological pathways (95 total), **D** GO cellular components (44 total), and **E** GO molecular functions (24 total). Pathways are ordered from top to bottom by significance (highest to lowest) and colored by gene richness. The top 10 enrichments for each ontology category were all upregulated on the HP diet, except for the linoleic acid metabolism KEGG pathway, and GO molecular functions “monooxygenase activity” and “oxidoreductase activity, acting on paired donors…,” which were downregulated. All significant enrichment terms and enrichment analysis results are shown in Supplementary Table 6, Additional file 2

KEGG pathway and GO enrichment analyses identified fewer overrepresented KEGG pathways and GO terms for genes differentially expressed by CC strain than diet. For strain DEGs, 13 significantly overrepresented KEGG pathways and 163 significantly overrepresented GO terms were identified (*p* adj < 0.05, Fig. 3B–E; see Supplementary Table 6, Additional file 2), with varying degrees of gene richness. 

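All 37 of 37 measured genes of ECM-receptor interaction passed limma's F test, and 40 of 43 cell adhesion molecules (93.0%), both counts also when adjusted over the list alone. The exceptions were *Cldn3*, *Cldn14* and *Ptprf*, named after their values were seen. The matrix proteoglycan *Agrn* (transcript cluster 17433977) had strain means from 6.13 in CC024/GeniUnc to 6.76 in CC028/GeniUnc, with an SD within strains of 0.28 (F = 1.97, adjusted p = 0.018). The integrin genes *Itgb5* (F = 3.39, adjusted p = 3.9e-05), *Itgb1* (F = 1.89, adjusted p = 0.025) and *Itga5* (F = 1.77, adjusted p = 0.040), the tight junction gene *Cldn12* (F = 3.29, adjusted p = 6.3e-05) and the receptor phosphatase *Ptprm* (F = 3.24, adjusted p = 7.8e-05) also passed. Since 81.3% of all tested genes passed, each share was set against the other genes by Fisher's exact test. ECM-receptor interaction was overrepresented (p = 4.7e-04, adjusted p = 0.011 over the lists). Cell adhesion molecules had p = 0.028 (adjusted p = 0.10), which did not pass. Focal adhesion was not analysed here. By diet, ECM-receptor genes were lower on the HP diet by camera (adjusted p = 0.0021, and adjusted p = 0.25 with an estimated correlation; 2 higher and 6 lower of 37, 2 higher and 9 lower when adjusted over the list alone, 2 higher and 15 lower with strain as a block), and so were cell adhesion molecules (adjusted p = 0.041, and adjusted p = 0.38 with an estimated correlation; 2 higher and 2 lower of 43, 2 higher and 2 lower when adjusted over the list alone, 4 higher and 10 lower with strain as a block). The call of cell adhesion molecules by diet ended without the CC071/TauUnc mouse of low *Xist* (adjusted p = 0.051), left out after seeing the data. By camera Kupffer and stellate cell markers were lower too, with 4 of 17 and 2 of 16 markers called lower, and neither list was called with an estimated correlation (adjusted p = 0.25 and 0.37).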

The most significantly overrepresented KEGG pathways identified were cell adhesion molecules (CAMs), ECM-receptor interaction, and focal adhesion (*p* adj ≤ 2.6 × 10^−3^), which are pathways important to cell signaling and structural binding between cells. For each GO term category, 95 GO biological processes, 44 GO cellular components, and 24 GO molecular functions were significantly overrepresented in strain DEGs (*p* adj < 0.05), with the top 10 most significantly overrepresented GO terms in DEGs by strain shown in Fig. 3C–E. In contrast to the enrichments for diet DEGs, very few of the enrichments for strain DEGs were related to metabolism. Instead, most enrichment terms were related to basal biological functions such as cell or tissue motility, cell division, tissue development, and substrate binding; most cellular compartment enrichments were derivatives of the cell membrane as opposed to the mitochondria (Supplementary Table 6, Additional file 2).

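Cytochrome P450 enzymes oxidize drugs, steroids and fatty acids. All 49 cytochrome P450 genes differed by strain (Fisher's exact test, adjusted p = 0.0018), with a median F of 15.8, led by *Cyp2b13*, *Cyp2b9* and *Cyp2c38*. All 30 genes of fatty acid oxidation (adjusted p = 0.031) also passed. So did all 27 of the interferon response, 26 acute phase proteins, 24 of bile acid synthesis and transport, 24 of lipogenesis and 24 glutathione S-transferases and Nrf2 targets (adjusted p = 0.041 for each of these 5). With ECM-receptor interaction these are the 8 of 47 lists that passed. Oxidative phosphorylation had 50 of 70 genes by strain (71.4%), cell cycle 13 of 16, ER protein folding 36 of 41 and amino acid catabolism 41 of 46, none of them overrepresented. Where all members pass, the share is at its ceiling and the test depends on the length of the list.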

### A query of the GWAS catalog identified DEGs in the CC that were associated with obesity-related traits in humans

We were next interested in identifying clinically important genes that are suspected of causing underlying complex traits in humans to provide context for our findings relative to human obesity. Using the GWAS catalog to guide our search, we found that 15.8% of the genes expressed in the liver in this study (1819/11,542) have been previously found to be associated with obesity traits in humans [4]. Of these 1819 genes expressed in the livers of the CC mice that were also found associated with obesity traits in humans, greater than 85% (1570/1819) were found to be diet DEGs, strain DEGs, or significantly correlated with body fat % in this CC study. Using the CC as a model for obesity, we identified over 1500 genes expressed in the liver whose expression levels were either under genetic regulation, influenced by diet, or correlated with body fat %, which were also clinically important in humans.

Of the 1344 genes differentially expressed by diet, 214 genes were found to be associated with obesity traits in humans according to the GWAS database; 65 of these 214 genes were also significantly correlated with body fat % in the CC (Fig. 4A; see Supplementary Table 7, Additional file 2). Out of 9436 genes differentially expressed by CC strain, 1516 genes were found to be associated with obesity traits in humans according to the GWAS database, including *Hmga1* and *Irs1*; 431 of these 1516 genes were also significantly correlated with body fat % in the CC (Fig. 4B; see Supplementary Table 8, Additional file 2). By intersecting our lists of genes across multiple analyses, we found 434 differentially expressed genes with expression levels correlated with body fat % in the CC that were associated with obesity traits in humans (Fig. 4C; see Supplementary Tables 7 and 8, Additional file 2), with three genes exclusively differentially expressed by diet, 369 genes exclusively differentially expressed by strain (e.g., *Ide*), and 62 genes differentially expressed by both diet and strain (e.g., *Pik3r1*).

**Fig. 4:**
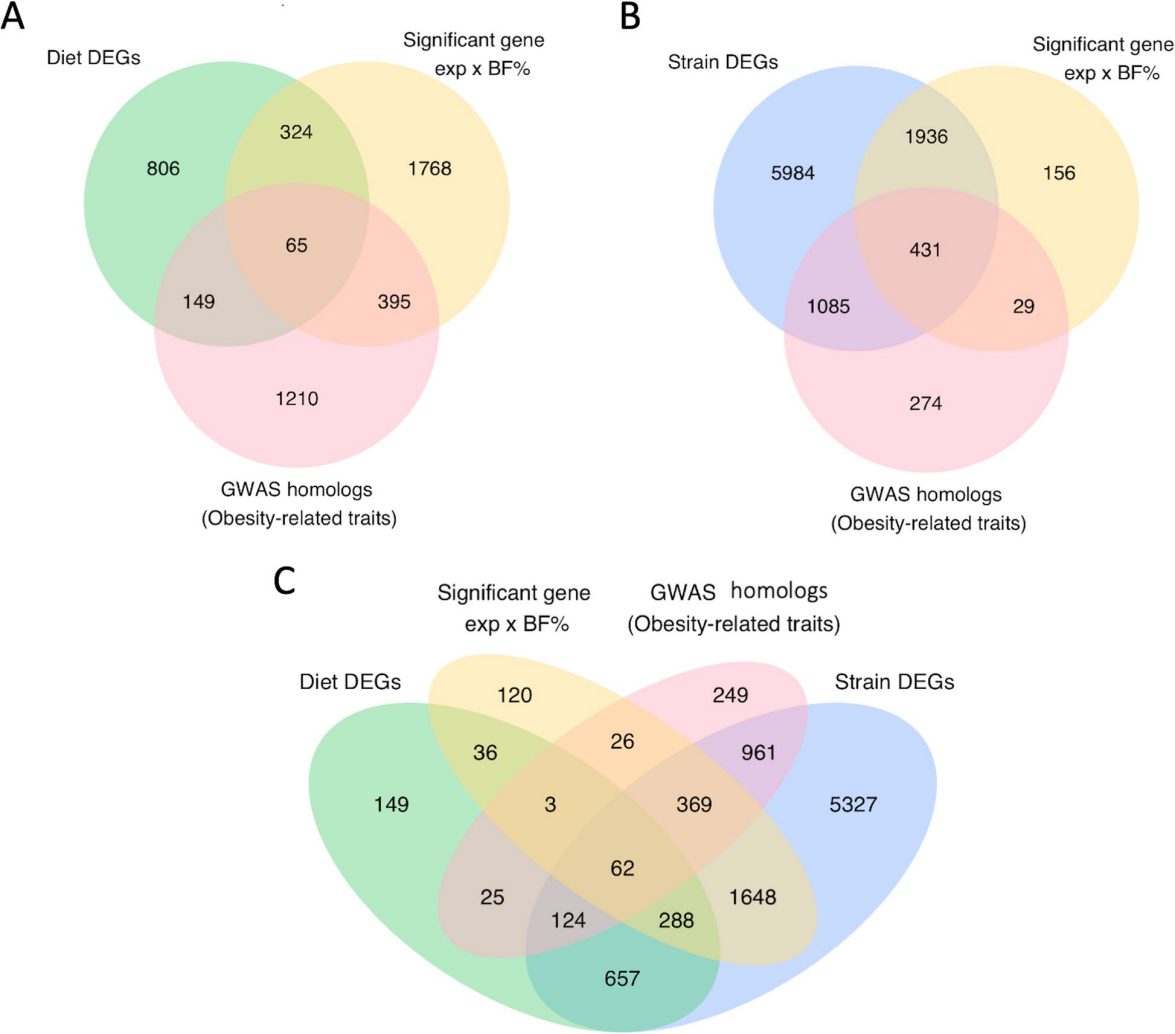
DEGs in the CC were associated with obesity-related traits in humans. Comparisons of differentially expressed genes, genes with expression levels significantly correlated with body fat % (BF%), and genes previously found to be associated with obesity-related traits in the GWAS catalog revealed **A** the number of genes differentially expressed by diet that also had expression levels significantly correlated with body fat % and associated with obesity traits in humans (65), **B** the number of genes differentially expressed by CC strain that also had expression levels significantly correlated with body fat % and associated with obesity traits in humans (431), and **C** the number of genes that fall under all four categories (62). Gene annotation, body fat % correlations, limma statistics, and a subset of related GWAS annotation are shown for the 65 diet DEGs in Supplementary Table 7 and 431 strain DEGs in Supplementary Table 8 (see Additional file 2)

### Differences in diet macronutrient composition had mild effects on broad sense heritability (H^2^) estimates for gene expression levels

To quantify the degree to which genetic variation influences variation in gene expression levels, we calculated broad sense heritability (*H*^2^) for the 11,542 genes used for differential gene expression analysis, which estimates the proportion of phenotypic variation attributed to differences between genetic variation [20]. Using hepatic gene expression as the observed “phenotype” in this study, *H*^2^ was estimated by calculating the intraclass correlation (*r*_I_) and coefficient of genetic determination (*g*^2^) from the between- and within-strain mean square values (MSB and MSW, respectively) derived from linear models. The proportion of variation accounted for by differences between strains can be approximated by *r*_I_ in general, while the calculation of *g*^2^ takes into consideration the additive genetic variance that doubles during inbreeding [18, 20, 47]. 

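Over the 10946 genes, the coefficient of genetic determination *g*2 had a median of 0.167 (jackknife standard error over 22 strains 0.0101) with quartiles of 0.0827 and 0.303. The highest value was 0.974 in *Serpina1c*, an alpha-1-antitrypsin, and the lowest was −0.0578. The intraclass correlation *r*_I_ had a median of 0.287. The mean squares came from linear models with strain and diet, since the week was not used here. Without the expression filter, which adds genes of low signal, the median *g*2 over 22188 genes was 0.0634.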

Estimates of *H*^2^ based on *g*^2^ calculated using MSB and MSW derived from the “full” additive linear models for the 11,542 genes expressed in the liver used for differential gene expression analysis ranged from −0.056 to 0.983 with a median *g*^2^ of 0.173. To assess whether differences in macronutrient composition (“diet environment”) influenced *H*^2^ by DEG status, *r*_I_ and *g*^2^ summary statistics were calculated for all expressed genes, diet DEGs, and strain DEGs (Table 1); *g*^2^ for diet DEGs ranged from −0.044 to 0.735 with a median of 0.195, while *g*^2^ for strain DEGs ranged from 0.045 to 0.983 with a median of 0.211. 

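Among the genes that differed by diet, *g*2 ran from −0.0421 to 0.732 with a median of 0.192, and was highest in *Gstm7*, a glutathione S-transferase. Among those that differed by strain it ran from 0.0555 to 0.974 with a median of 0.207. The quartiles were 0.111 and 0.307 for the first group and 0.128 and 0.341 for the second. The strain test and *g*2 both rise with the spread between strain means, so a high *g*2 of the genes called by strain follows in part from their selection.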

For diet-specific *g*^2^, the minimum *g*^2^ values were slightly less than 0, implying that the variation in expression levels for these genes was greater within strains than between strains, but maximum *g*^2^ and median *g*^2^ values were similar both across diets and DEG status. 

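Within the 63 HP mice the median *g*2 over all genes was 0.172 (−0.143 to 0.983, highest in *Cyp2b9*), and within the 60 HS mice it was 0.172 (−0.144 to 0.980, highest in *Snora33*). For genes that differed by diet the medians were 0.199 on the HP diet, with the maximum of 0.860 in *Slco1a1*, and 0.195 on the HS diet, with the maximum of 0.763 in *Pcp4l1*. For genes that differed by strain the medians were 0.216 and 0.215. Across genes, which are not independent replicates, the values on the 2 diets had a Spearman rho of 0.712, and 5578 of 10946 genes had the higher *g*2 on the HP diet.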

Overall, the distributions of *g*^2^ specifically for the HP and HS diets did not differ significantly neither by the Mann-Whitney test (*W* = 67,447,080, *p* = 0.098) nor the Kolmogorov-Smirnov test (*D* = 0.017, *p* = 0.074), demonstrating that the proportion of variation in gene expression levels attributed to genetic variation stays relatively constant despite differences in macronutrient composition.

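In the values here, the Mann-Whitney test of *g*2 over 10946 genes on each diet gave W = 59671700 (p = 0.614) and the Kolmogorov-Smirnov test D = 0.0104 (p = 0.589). Genes share mice and are not independent, so these p-values do not count mice. The difference of the medians, HP minus HS, was 2.6e-06 (jackknife standard error over strains 0.0156), and with diet permuted among mice of a strain, 100 of 100 splits lay as far from 0 (permutation p = 1), and they ran from −0.0829 to 0.0697. Without the expression filter the tests over genes gave p = 0.0301 and p = 0.0126. From the distributions on the 2 diets, the paper concludes that the share of variation in expression that comes from genetic variation stays relatively constant whichever diet was fed.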

**Table 1:** Heritability estimate and diet intraclass correlation summary statistics for all expressed genes and DEGs

Heritability estimate or diet ICC	Mean ± SE	Median (Q1, Q3)	Min	Max
*r*_I_ full — all expressed genes	0.327 ± 0.002	0.295 (0.157, 0.471)	−0.12	0.991
*r*_I_ full — diet DEGs	0.341 ± 0.005	0.327 (0.202, 0.471)	−0.091	0.848
*r*_I_ full — strain DEGs	0.387 ± 0.002	0.348 (0.232, 0.513)	0.087	0.991
*r*_I_ HP— all expressed genes	0.324 ± 0.002	0.305 (0.136, 0.498)	−0.332	0.99
*r*_I_ HP — diet DEGs	0.339 ± 0.006	0.34 (0.179, 0.497)	−0.288	0.899
*r*_I_ HP — strain DEGs	0.388 ± 0.002	0.367 (0.221, 0.545)	−0.194	0.99
*r*_I_ HS — all expressed genes	0.328 ± 0.002	0.313 (0.146, 0.498)	−0.359	0.993
*r*_I_ HS —diet DEGs	0.348 ± 0.006	0.345 (0.203, 0.5)	−0.264	0.887
*r*_I_ HS — strain DEGs	0.389 ± 0.002	0.372 (0.228, 0.539)	−0.234	0.993
*g*^2^ full — all expressed genes	0.218 ± 0.002	0.173 (0.085, 0.308)	−0.056	0.983
*g*^2^ full — diet DEGs	0.221 ± 0.004	0.195 (0.112, 0.308)	−0.044	0.735
*g*^2^ full — strain DEGs	0.26 ± 0.002	0.211 (0.131, 0.345)	0.045	0.983
*g*^2^ HP — all expressed genes	0.223 ± 0.002	0.18 (0.073, 0.331)	−0.142	0.98
*g*^2^ HP — diet DEGs	0.226 ± 0.005	0.205 (0.098, 0.331)	−0.126	0.816
*g*^2^ HP — strain DEGs	0.267 ± 0.002	0.224 (0.124, 0.374)	−0.089	0.98
*g*^2^ HS — all expressed genes	0.224 ± 0.002	0.186 (0.079, 0.331)	−0.152	0.985
*g*^2^ HS — diet DEGs	0.232 ± 0.005	0.208 (0.113, 0.333)	−0.116	0.797
*g*^2^ HS — strain DEGs	0.267 ± 0.002	0.229 (0.129, 0.369)	−0.105	0.985
Diet ICC — all expressed genes	0.055 ± 0.001	0.015 (−0.009, 0.079)	−0.017	0.799
Diet ICC — diet DEGs	0.266 ± 0.003	0.235 (0.172, 0.327)	0.099	0.799
Diet ICC — strain DEGs	0.061 ± 0.001	0.019 (−0.008, 0.089)	−0.017	0.787

Post-diet heritability estimates were calculated from linear models including strain, diet, and week as covariates (*r*_I_ or *g*^2^ “full”) for gene expression of the 11,542 expressed genes used in limma differential gene expression analysis. Diet-specific estimations of broad sense heritability were also calculated accordingly for gene expression levels represented by intraclass correlations (*r*_I_) and coefficients of genetic determination (*g*^2^) for each trait using the MSB and MSW for strain derived from linear models with strain and week as covariates using only data from each experimental diet per model as indicated to assess how different diet “environments” affect heritability. The intraclass correlation for diet (Diet ICC), which is the proportion of the total phenotypic variation that is accounted for by differences between diet, was calculated to compare the proportion of variation in gene expression attributed to diet in general or genetics. Summary statistics were calculated for each group of genes after heritability estimates, and diet ICC were obtained. *g*^2^ accounts for the additive genetic variance that doubles during inbreeding and may be a more appropriate estimate for broad sense heritability in this study. However, both *r*_I_ and *g*^2^ values are presented to facilitate comparisons with other findings in the literature

To quantify the proportion of the total gene expression variation that is accounted for by differences between diet, we next calculated the diet intraclass correlation (ICC) using the diet MSB and MSW values derived from the “full” additive linear models and then calculated summary statistics by DEG status group, i.e., all expressed genes, strain DEGs, and diet DEGs (Table 1). Diet ICC for all expressed genes ranged from −0.017 to 0.799 with a median diet ICC of 0.015. Similarly, diet ICC for strain DEGs ranged from −0.017 to 0.787 with a median of 0.019. 

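The diet intraclass correlation had a median of 0.0139 over all genes (jackknife standard error over strains 0.00423) and ran from −0.0165 to 0.798 in *Gls2*, the liver glutaminase. Its quartiles were −0.00938 and 0.0763. Values below 0 arise where the mean square of diet is smaller than that of the residual. Without the expression filter the median was −0.000892.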

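Among the genes that differed by diet in limma, the diet intraclass correlation had a minimum of 0.0992, a median of 0.234 and quartiles of 0.171 and 0.326, with the maximum in *Gls2*. Among the genes that differed by strain the median was 0.0175, and the maximum of 0.790 was in *Ivd*, an enzyme of leucine breakdown. The genes of the first group were chosen by the test of the same difference, which sets their lower bound.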

Though the maximum diet ICC for diet DEGs (diet *ICC* = 0.799) was similar to the diet ICC maximum values for all expressed genes and strain DEGs (Table 1), the diet DEGs’ minimum (diet *ICC* = 0.099) and median (diet *ICC* = 0.235) estimates were slightly higher, confirming that the proportion of gene expression variation explained by diet differences was modestly increased for diet DEGs.

To investigate the degree to which gene × environmental (diet) effects mediate variation in gene expression relative to genetics and environment, additional linear mixed model analyses with strain, diet, and strain × diet interactions all as random effects were performed for each gene to estimate the relative heritable variation that can be attributed to strain, diet, and strain × diet effects. 

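In mixed models with strain, diet and their interaction as random terms, fitted by REML, the interaction took 2.59% of the variance on average over all genes (jackknife standard error over strains 0.411), 2.54% in genes that differed by diet and 2.56% in genes that differed by strain. The standard error comes from moment estimates, which use mean squares in place of REML (2.75% over all mice). The share was at 0 in 56.9% of all genes. The largest, 45.5%, was in *Dguok*, a mitochondrial deoxyguanosine kinase, whose interaction did not pass limma's test (adjusted p = 0.26).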

From the results of these models, we calculated the variance for each of these terms and found that the proportion of heritable variation for gene expression attributed to strain × diet interactions on average was small (2.6%) and remained the same regardless of DEG status (Table 2). For all genes used in differential expression analysis, the largest proportion of heritable variation for gene expression can be attributed to genetic background (strain) on average (30.3%), while the proportions of heritable variation for gene expression attributed to diet (3.9%) and strain × diet interactions (2.6%) were much smaller. 

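Strain took 30.1% of the variance on average over all genes (jackknife standard error over strains 1.18), diet 3.77% (jackknife standard error 0.464) and the residual between mice of one strain and diet 63.6%. Both standard errors come from moment estimates (29.3% for strain and 3.65% for diet over all mice), not from the REML fits. Strain took at least 50% in 2000 genes, with the largest share in *Serpina1c* (98.6%), and diet in 10, with the largest in *Gls2* (71.9%). Without the expression filter the means were 18.2% for strain and 2.33% for diet.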

As expected, the proportion of heritable variation for gene expression attributed to diet was increased in diet DEGs (18.7%), and the proportion of heritable variation for gene expression attributed to strain was increased in strain DEGs (36.0%).

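In the genes that differed by diet, diet took 18.7% of the variance on average, strain 26.2% and the residual 52.5%, and in the genes that differed by strain, strain took 35.9%, diet 3.86% and the residual 57.6%. Within the second group the largest share of diet was in *Dbt* (59.8%), a subunit of the branched-chain keto acid dehydrogenase. Each group was selected by a test of the term whose share is given.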

**Table 2:** Estimating average relative heritable gene expression variation

	CC strain		Diet		CC strain × diet	
	Variance	POV (%)	Variance	POV (%)	Variance	POV (%)
**All expressed genes**	0.069	30.3	0.007	3.9	0.004	2.6
**Diet DEGs**	0.055	26.2	0.033	18.7	0.004	2.6
**Strain DEGs**	0.083	36.0	0.007	3.9	0.004	2.6

To estimate the relative heritable variation that can be attributed to genetics, environment (diet), and gene × environmental effects, linear mixed model analyses with CC strain, diet, and CC strain × diet interactions all as random effects were performed to quantify the proportions of variance (POV) attributed to each term relative to each other for the 11,542 expressed genes used in limma differential gene expression analysis. The mean approximate values for proportion of variance for strain, diet, and interaction were calculated by dividing the variance for each term by the sum of the variance for all terms in the model and multiplied by 100

### Transcriptional co-expression network analysis identified key modules associated with adiposity

Because polygenic obesity is a complex physiological trait, we used a gene co-expression network approach to characterize the effects of strain and diet on expression of groups of related genes in addition to assessment of genes individually, specifically weighted gene co-expression network analysis (WGCNA). WGCNA determines which genes have similar expression profiles using a clustering method based on correlations of gene expression, which identifies the network modules (groups of related genes); measures derived from gene expression correlations influence the strength of connections between genes within the network, where the highly interconnected genes that form modules may be components of biological pathways, helping to bridge the effects of individual genes and resulting phenotypes [45, 106, 107].

Taking a global approach to elucidate the relationship between gene expression and emergent phenotypes, WGCNA was performed using the 11,542 genes expressed in the liver and identified 13 clusters of genes (modules) each assigned an arbitrary color, where the number of genes contained in each module ranged from 42 to 3319 (Fig. 5A, Table 3; see Supplementary Table 9, Additional file 2 and Supplementary Fig. 2, Additional file 1) with varying degrees of connectivity between genes (see Supplementary Fig. 3, Additional file 1 for an example). 

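Modules were rebuilt here from the 10946 tested genes with an unsigned network at power 5, average linkage at a fixed height and merging of similar eigengenes, so their number and membership depend on this grouping and their numbers are not the paper's colors. This gave 16 modules of 31 to 3684 genes, with 5459 genes in any module. Module 1, the largest, held 40 of 70 genes of oxidative phosphorylation (Fisher's exact test, adjusted p = 0.0013). Among the smallest, module 13, of 36 genes, had *ND5*, *ND6* and *ND1* of the mitochondrial genome nearest to its eigengene. With power 6 there were 11 modules.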

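In the 16 rebuilt modules the share of genes that differed by diet ran from 0% to 96.7%, and the share by strain from 58.7% to 100%. The highest share by diet was in module 8, of 61 genes, with 42 higher and 17 lower on the HP diet, which held 12 of 46 genes of amino acid catabolism and 4 of 12 of the urea cycle (Fisher's exact test, adjusted p = 1.0e-15 and 1.7e-05). It also held 13 of the 20 genes of Fig. 2A, which the study chose by diet on these mice. Module 6 followed at 66.0% of 94 genes (61 higher and 1 lower on the HP diet), while in modules 11, whose genes nearest to the eigengene are ribosomal, and 12 limma called 0 genes by diet (3 and 2 at an unadjusted p under 0.05). The lowest share by strain was in module 12. With power 6 the highest share by diet was 73.3%.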

The percentage of genes significantly correlated with body fat % (15.1–69.0%), and the percentage of DEGs by diet (0–49.5%) showed a wide range of variation in gene numbers across modules, but the percentage of DEGs by CC strain remained consistently high (> 69%) for all modules (Table 3, Fig. 5B); the consistently high presence of strain DEGs in all modules compared to the lower percentage and variation of diet DEGs between modules suggest a stronger effect of CC strain than diet on gene expression. Of the DEGs with expression levels correlated with body fat % and associated with obesity-related traits in humans, the three diet DEGs were each assigned to different modules (black, blue, and pink); the range of strain DEGs per module was 1–106, with the turquoise module containing the highest number of strain DEGs (Table 4). Per module, the range of DEGs differentially expressed by both diet and strain with expression levels correlated with body fat % and also associated with obesity-related traits in humans was 0–19, where most modules contained at least one DEG and yellow contained the most DEGs (Table 4).

**Fig. 5:**
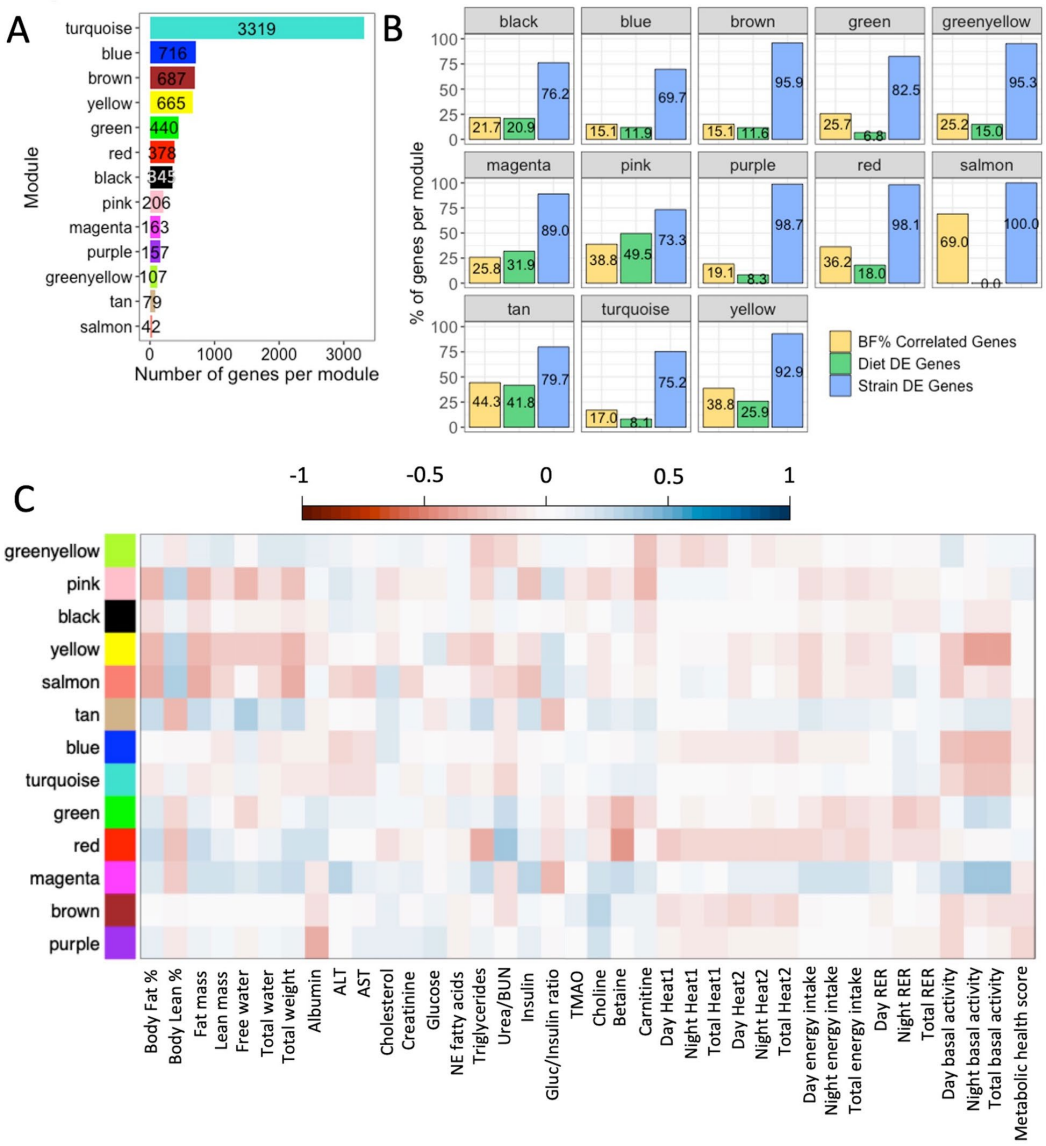
WGCNA identified co-regulated gene modules correlated with phenotypic traits. Using the cleaned and filtered hepatic gene expression data from mice fed the HP diet and mice fed the HS diet, **A** weighted gene co-expression network analysis (WGCNA) identified 13 modules with arbitrarily assigned colors. The 11,542 expressed genes were used to form the modules, which varied widely in terms of the number genes within each module. Gene module assignments are shown in Supplementary Table 9, Additional file 2.** B** Modules demonstrated a wide compositional range in terms of genes with expression levels significantly correlated with body fat % (15.1–69.0%) and differential expression by diet (0–49.5%) but consistently contained a high proportion of genes differentially expressed by CC strain (69.7–100%). **C** The heatmap of Spearman’s correlations between module eigengenes and phenotypic traits measured in the CC mice revealed significant correlations between the pink, yellow, salmon, tan, red, and magenta modules with body fat %. Scale indicates the strength of correlations. Correlation values in **C** are shown in Supplementary Table 10, Additional file 2

**Table 3:** Module gene composition

Module colors	BF% correlated genes	Diet DEGs	Strain DEGs	GWAS obesity traits genes	Total genes
Turquoise	564	268	2497	719	3319
Blue	108	85	499	104	716
Brown	104	80	659	142	687
Yellow	258	172	618	123	665
Green	113	30	363	71	440
Red	137	68	371	74	378
Black	75	72	263	75	345
Pink	80	102	151	43	206
Magenta	42	52	145	27	163
Purple	30	13	155	23	157
Greenyellow	27	16	102	10	107
Tan	35	33	63	20	79
Salmon	29	0	42	11	42

WCGNA identified 13 gene modules each assigned an arbitrary color with the number of genes contained in each module ranging from 42 (salmon) to 3119 (turquoise). Each gene module showed variation in terms of the number of genes with expression significantly correlated with post-diet body fat (BF%), genes differentially expressed by diet, genes differentially expressed by strain, and genes associated with obesity traits in humans according to the GWAS catalog

**Table 4:** DEGs with expression correlated with body fat % associated with obesity in humans

Module colors	Diet DEGs	Gene DE by diet and strain	Strain DEGs
Turquoise	0	9	106
Yellow	0	19	35
Red	0	0	22
Brown	0	1	15
Green	0	1	15
Black	1	2	13
Blue	1	2	8
Pink	1	6	7
Purple	0	0	6
Salmon	0	0	5
Tan	0	3	5
Greenyellow	0	1	1
Magenta	0	0	1

By intersecting lists of genes across multiple analyses, 434 DEGs in the CC were found to have gene expression levels significantly correlated with body fat % and genes associated with obesity traits in humans in the GWAS catalog, with 3 diet DEGs, 369 strain DEGs, and 62 genes differentially expressed by both diet and strain. The number of genes belonging to each category and assigned to the respective module is shown above, with 148 genes not assigned to any module

After establishing the modules, module eigengenes (MEs) were calculated to estimate the average expression profiles of each module, and Spearman’s correlations were performed between MEs and phenotype data from all mice to determine the relationships between the modules and measured phenotypic traits, revealing significant correlations between the pink, yellow, salmon, tan, red, and magenta modules and body fat % (Fig. 5C; see Supplementary Table 10, Additional file 2). Concurrent with ME × phenotype data correlations, modules that were significantly correlated with body fat % had relatively higher percentages of individual genes whose expression levels were significantly correlated with body fat %.

Because multiple modules were associated with clinical phenotypes (Fig. 5C), we performed enrichment analysis to determine potential mechanisms underlying these associations. Module enrichment varied widely (Table 5), from no enrichments at all (tan) to 419 total enrichments (brown). Figure 6A–D shows the top enrichments for each module if present. Of the modules that were significantly correlated with body fat % in the CC, the tan module showed no enrichments, the pink module showed enrichment for the RNA binding GO molecular function (GO: 0003723) (*p* adj = 0.042), the salmon module showed enrichment for the regulation of angiogenesis (GO: 0045765) (*p* adj = 0.009) and cGMP metabolic process GO biological processes (GO: 0046068) (*p* adj = 0.046), and the magenta, red, and yellow modules showed multiple enrichments for GO biological processes, GO molecular functions, KEGG pathways, and Jensen diseases (Supplementary Figs. 4–6, Additional file 1; Supplementary Table 11, Additional file 2). 

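Of the rebuilt modules, module 5 held 19 of 41 genes of endoplasmic reticulum protein folding and the unfolded protein response (Fisher's exact test, adjusted p = 9.1e-26), module 4 (157 genes) held 19 of 20 of cholesterol synthesis (adjusted p = 4.6e-32) and 16 of 24 of lipogenesis (adjusted p = 1.2e-22), and module 3 (363 genes) held 13 of 18 of the circadian clock (adjusted p = 2.9e-14). Module 4 also held 7 of 8 genes that the study names in its red module, and module 3 8 of 12 named in its yellow module, lists that the study drew from these mice. By diet, of 41 folding genes 3 were higher and 9 lower on the HP diet (3 higher and 14 lower when adjusted over the list alone), and fewer were called with arrays centred on their median (3 higher and 3 lower) or with a score of clock genes as covariate (3 higher and 2 lower), while the median moved from −0.093 to −0.074 and −0.069. Among those that fell were *Creld2* (−0.29) and *Manf* (−0.17), which respond to misfolded protein and of which the second was named after its values were seen, and the list was lower by camera (adjusted p = 0.0010, and adjusted p = 0.34 with an estimated correlation). Of 20 genes of cholesterol synthesis 2 were higher and 0 lower (2 higher and 0 lower when adjusted over the list alone, 5 higher and 0 lower with strain as a block, and 5 higher and 0 lower at an unadjusted p under 0.05), *Tm7sf2* (0.32) and *Ebp* (0.26), and the list was higher (adjusted p = 0.013, and adjusted p = 0.62 with an estimated correlation). Of 18 clock genes 2 were higher, *Nr1d2* (0.23) and *Rora* (0.092), and 1 was lower, *Nfil3* (−0.38; 5 higher and 3 lower when adjusted over the list alone, 5 higher and 3 lower with strain as a block), with no call of the list (adjusted p = 0.22). Without the CC059/TauUnc mouse nearest to CC035/Unc, left out after seeing the data, 4 were higher and 2 lower. Leaving out 1 strain ended the call of *Rora* for 12 of the 22 strains (adjusted p up to 0.091, without CC035/Unc) and that of *Nr1d2* for 3 (up to 0.061, without CC002/Unc), and both calls ended with a score of clock genes, which holds them, as covariate (adjusted p = 0.15 and 0.21), chosen after seeing the data.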

Genes in the magenta module were significantly enriched for GO terms and KEGG pathways related to endoplasmic reticulum function (Supplementary Fig. 4, Additional file 1); genes assigned to the red module were significantly enriched for GO terms and KEGG pathways involved in steroid, cholesterol, and fatty acid biosynthesis/metabolism (Supplementary Fig. 5, Additional file 1); and genes found in the yellow module were significantly enriched for a variety of functions in terms of GO terms and KEGG pathways, such as photoperiodism, transcription regulation, insulin signaling, and more (Supplementary Fig. 6, Additional file 1).

**Table 5:** Distribution of significant enrichment terms across modules

	GO biological process 2018	GO molecular function 2018	Jensen diseases	KEGG 2019 mouse	Total
Brown	296	25	18	80	419
Turquoise	289	55	1	49	394
Greenyellow	25	11	18	16	70
Red	37	2	3	24	66
Purple	34	2	2	14	52
Yellow	27	11	2	6	46
Magenta	35	4	2	2	43
Black	18	17	3	0	38
Green	24	5	0	8	37
Blue	22	3	0	8	33
Salmon	2	0	0	0	2
Pink	0	1	0	0	1
Tan	0	0	0	0	0

In Enrichr analysis, genes assigned to each module were used to determine whether modules were significantly enriched for functional terms, pathways, or diseases (enrichment terms). Modules varied widely in terms of the number of enrichments for each category, from no enrichments at all (tan) to 419 total enrichments (brown)

**Fig. 6:**
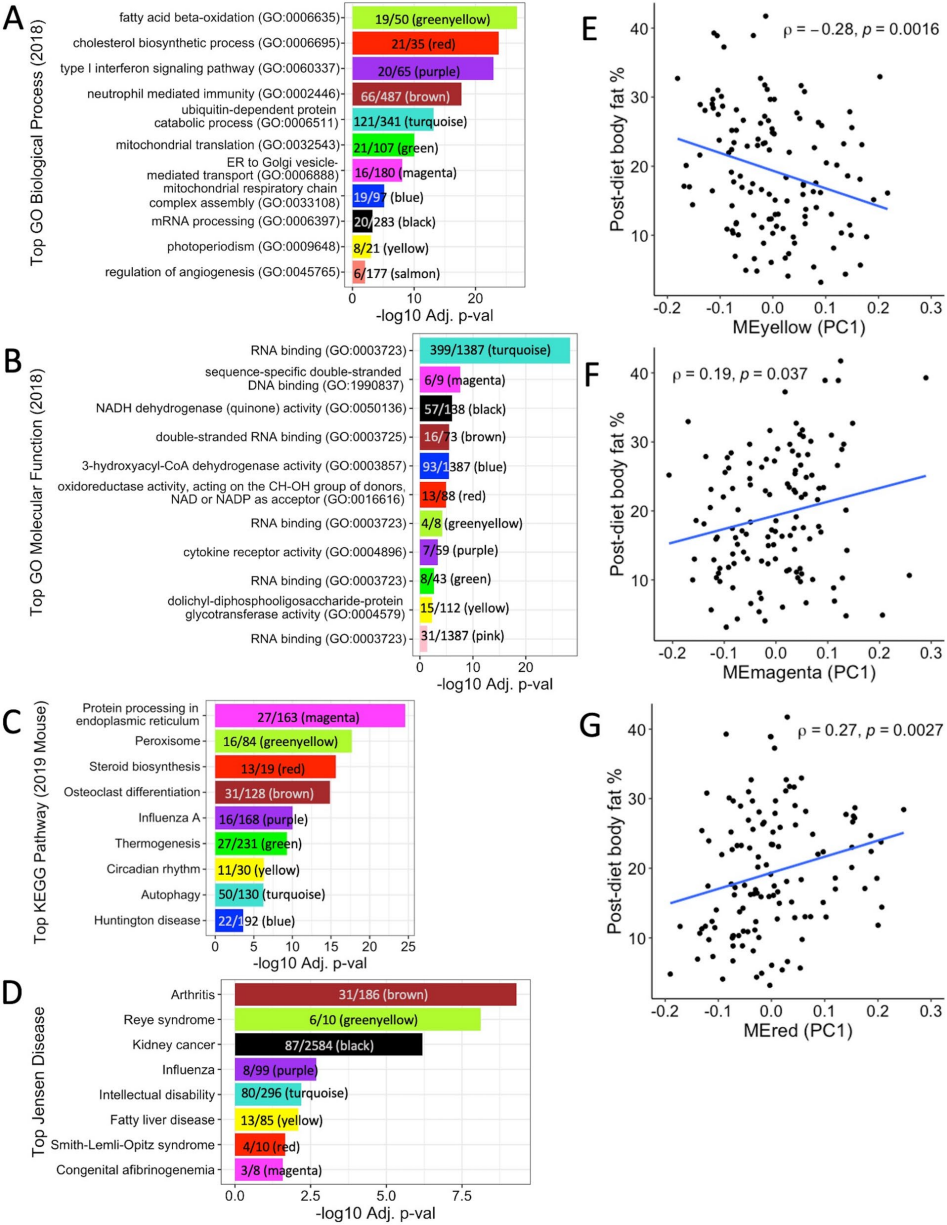
Modules enriched for distinct liver functions were also correlated with body fat %. Enrichr analysis performed using the most recent versions of respective databases identified the top significant enrichment for each module, if available; genes belonging to the tan module did not show any significant enrichment. **A** All modules showed significant enrichment for at least one GO biological process, except for the tan and pink modules. **B** Similarly, all modules showed significant enrichment for at least one GO molecular function, except for the tan and salmon modules. Fewer modules were enriched for **C** KEGG pathways and **D** Jensen diseases. Spearman’s correlations between post-diet body fat % and **E** yellow ME (PC1) (rho = −0.28, *p* = 0.0016), **F** magenta ME (PC1) (rho = 0.19, p = 0.037), and **G** red ME (PC1) (rho = 0.27, *p* = 0.0027) show significant overall associations between average expression profiles of modules identified by WGCNA and body fat %

### Both diet macronutrient composition and genetic background affected expression of modules containing homologs associated with obesity in humans

The magenta, red, and yellow modules were enriched for biological pathways and correlated with body fat % (Figs. 5C and 6E–G; Supplementary Figs. 4–6, Additional file 1). To determine whether these modules contained DEGs in the CC associated with obesity in humans, the lists of genes assigned to each module were intersected with the list of genes previously found to be associated with obesity traits in humans in the GWAS catalog (Supplementary Table 9, Additional file 2), with examples for these modules shown in Table 6. By intersecting our results across different analyses, DEGs important to obesity in humans were found in biologically relevant modules associated with body fat % in the CC, where the DEG distribution across modules highlighted the larger contribution of differential expression by strain over diet.

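Of the genes that the study names in the 3 modules, 6 of 6 magenta genes differed by strain and 3 by diet in limma, 8 and 4 of 8 red genes and 9 and 7 of 12 yellow genes. In the magenta module, *Itih1* and *Uggt1* were lower and *Serpina6*, the carrier of corticosteroids in blood, higher on the HP diet by 0.20 (standard error 0.046, adjusted p = 0.0010), and the counts were 2 higher and 2 lower when adjusted over the list alone. In the red module, *Spc24*, *Dlat*, *Mipep*, a mitochondrial peptidase, and *Cyb5b*, a cytochrome b5, were higher and 0 were lower (4 higher and 0 lower when adjusted over the list alone, and 0 lower at an unadjusted p under 0.05). *Mipep* differed by 0.24 (standard error 0.042, adjusted p = 6.0e-06) and *Cyb5b* by 0.13 (standard error 0.047, adjusted p = 0.049), while the lipogenic genes *Fasn* (−0.14, adjusted p = 0.57) and *Acaca* (−0.0082, adjusted p = 0.97) did not pass. In the yellow module 6 were higher and 1 lower (7 higher and 2 lower when adjusted over the list alone). *Abhd15*, a protein of lipid storage regulation, differed by 0.21 (standard error 0.056, adjusted p = 0.0064) and *Mdfic*, an inhibitor of MyoD family factors, by −0.17 (standard error 0.037, adjusted p = 5.2e-04). By limma's camera test the red list (adjusted p = 0.0037, and adjusted p = 0.25 with an estimated correlation) and the yellow list (adjusted p = 0.037, and adjusted p = 0.21 with an estimated correlation) were higher on the HP diet, and the magenta list was not called (adjusted p = 0.83, direction down, median 0.024, mean 0.0038). The study chose these genes on the same mice. Leaving out 1 strain ended the diet call of *Cyb5b* for 13 of the 22 strains (adjusted p up to 0.097, without CC071/TauUnc), of *Mgrn1* for 11 (up to 0.076, without CC001/Unc) and of *Fars2* for 3 (up to 0.064, without CC071/TauUnc). With a score of clock genes as covariate, chosen after seeing the data, the diet calls of *Abhd15* (adjusted p = 0.052), *Fars2* (adjusted p = 0.063) and *Mgrn1* (adjusted p = 0.24) ended too, as did those of *Irs2* (adjusted p = 0.084) and *Brap* (adjusted p = 0.18), which left 1 higher and 1 lower of the 12 yellow genes, with a median of 0.070 against 0.10 without the score. The score was itself 0.43 SD higher on the HP diet and includes *Clock*, 1 of these 12 genes. As a covariate it can therefore take out part of a difference by diet. From the number of genes by strain and by diet across the modules, the paper states that strain contributed more than diet to differential expression.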

**Table 6:** DEGs assigned to enriched modules associated with obesity traits in humans

	Magenta module		Red module		Yellow module	
	Number of DEGs	Genes associated with obesity traits in humans	Number of DEGs	Genes associated with obesity traits in humans	Number of DEGs	Genes associated with obesity traits in humans
**Diet DEGs**	0	NA	0	NA	3	*Fars2*, *Mdfic*, *Abhd15*
**Strain DEGs**	16	*Macrod1*^a^, *Vegfb*, *Serp1*	47	*Fasn*^a^, *Acaca*^a^, *Ppil1*^a^	87	*Nicn1*^a^, *Pnpla7*^a^, *Syne3*^a^, *Clock*^a^
**DEGs by diet and strain**	5	*Uggt1*, *Itih1*, *Serpina6*	12	*Spc24*, *Mipep*, *Cyb5b*, *Dlat*	30	*Fbxo21*^a^, *Brap*^a^, *Mgrn1*^a^

Multiple DEGs in the CC assigned to enriched modules were associated with obesity traits in humans in the GWAS catalog. The number of DEGs for the magenta, red, and yellow modules identified by WGCNA illustrates the larger contribution of differential expression by strain over diet. Examples of genes with human homologs associated with obesity traits are shown for each module, where ^a^ denotes genes that are significantly correlated with body fat % in the CC

After finding that gene modules were correlated with body fat % and contained DEGs, we ascertained whether the average gene expression profile of these modules defined by their ME first principal components (PC1) differed by diet and/or strain. 

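The eigengene of each module was approximated by the first principal component (PC1) of the genes the study names in it, scaled to SD units over the 123 mice. The study chose these genes from those differentially expressed in the same mice, so the planned permutation tests of PC1 by diet and strain ran on genes picked for the difference and decide nothing, and only sizes are given. For the 6 magenta genes (*Macrod1*, *Vegfb*, *Serp1*, *Uggt1*, *Itih1* and *Serpina6*) PC1 was −0.38 ± 0.94 (SD, n = 63) on the HP diet and 0.40 ± 0.91 (SD, n = 60) on the HS diet, a difference of −0.779, with HP higher in 1 of 22 strains. For the 8 red genes (*Fasn*, *Acaca*, *Ppil1*, *Spc24*, *Mipep*, *Cyb5b*, *Dlat* and *Insig1*) the difference was 0.488, with HP higher in 18 of 22 strains. For the 12 yellow genes (*Fars2*, *Mdfic*, *Abhd15*, *Nicn1*, *Pnpla7*, *Syne3*, Clock, *Fbxo21*, *Brap*, *Mgrn1*, *Insig2* and *Irs2*) it was 0.765, with HP higher in 20 of 22. PC1 explained 50.8%, 50.9% and 40.5% of the variance of these genes. *Macrod1*, *Vegfb* and *Serpina6* ran against the other magenta genes in PC1, and with the mean of standardized values in its place, in which they cancel, the magenta difference was −0.173. The pink, tan and salmon modules were not analysed here.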

Wilcoxon ranked-sum test of the PC1 between mice fed the HP and HS diets for each module (Fig. 7A–E) revealed significant differences by diet for the yellow, red, magenta, pink, and tan modules (*p* < 0.01), but not the salmon module (*p* > 0.1). Interestingly, when the Kruskal-Wallis test was performed to determine whether PC1 differed by strain for each module (Fig. 7F–H), PC1 significantly differed by strain for the yellow, red, magenta, and salmon modules (all *p* ≤ 8.1 × 10^−4^), but not the pink nor tan modules. 

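For the named genes of the 3 modules, which the study chose on these mice, PC1 is described without a test. Strain means of magenta ran from −1.65 in CC012/GeniUnc to 1.02 in CC036/Unc, of red from −0.92 in CC071/TauUnc to 1.56 in CC037/TauUnc and of yellow from −1.35 in CC004/TauUnc to 1.24 in CC019/TauUnc. Of the 16 rebuilt modules, the eigengenes of 14 differed by strain and of 7 by diet (adjusted over the modules). Module 8, of amino acid catabolism genes, differed by diet (1.53 SD units higher on the HP diet) and not by strain in a test that ignores diet (permutation p = 0.619). With the eigengenes centred within diets and mice permuted within diets, a test chosen after seeing the data, module 8 differed by strain too (adjusted p = 7.8e-04), and 15 of the 16 modules did. Module 2, which held 24 of 27 interferon response genes and 15 of 17 Kupffer cell markers, was lower on the HP diet (−0.498 SD units, adjusted p = 0.014). With power 6 the eigengenes of 9 modules differed by strain, and with a stricter expression filter also 9.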

Of the modules with MEs significantly correlated with body fat %, the yellow, red, and magenta modules exhibited differences by both macronutrient composition and CC strain.

**Fig. 7:**
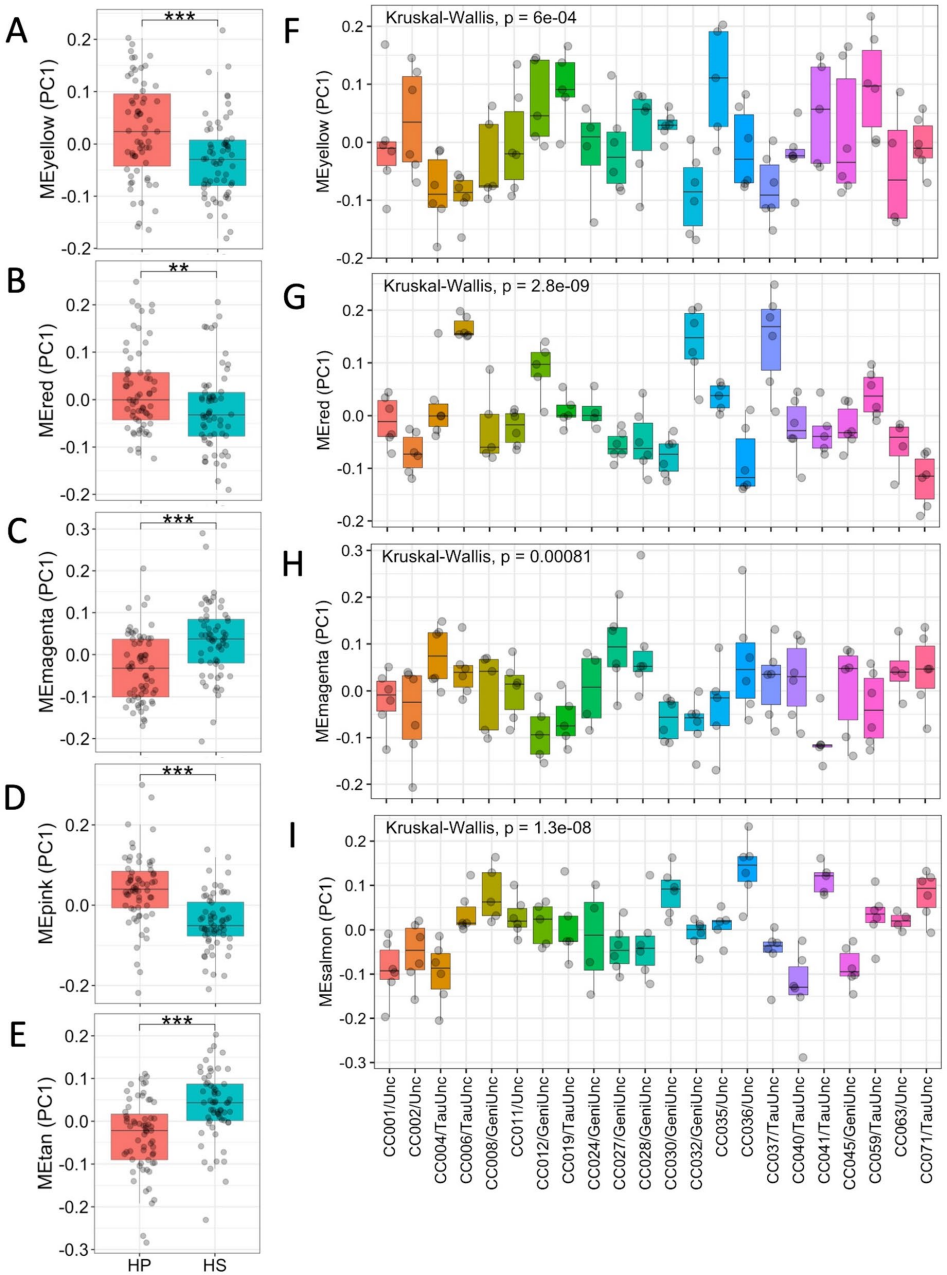
Differences in diet macronutrient composition and genetic background perturb MEs (PC1). Most module eigengene (ME) average gene expression profiles (PC1) significantly correlated with body fat % also significantly differed by diet to different degrees, as ascertained with Wilcoxon ranked-sum tests. The MEs that significantly differed by diet were **A** yellow (*p* < 0.001), **B** red (*p* < 0.01), **C** magenta (*p* < 0.001), **D** pink (*p* < 0.001), and **E** tan (*p* < 0.001), but not salmon (*p* > 0.1). Most module eigengene (ME) average gene expression profiles (PC1) significantly correlated with body fat % also significantly differed by CC strain to different degrees, as ascertained with Kruskal-Wallis tests. The pink and tan MEs did not differ significantly by CC strain (*p* > 0.07), but the MEs for the **F** yellow (*p* = 6.0 × 10^−4^), **G** red (*p* = 2.8 × 10^−9^), **H** magenta (*p* = 8.1 × 10^−4^), and **I **salmon (*p* = 1.3 × 10^−8^) modules differed significantly by CC strain. Points indicate individual calculated ME expression for each mouse, and CC strains are ordered numerically

Relating module MEs and body fat %, Spearman’s correlations performed between MEs and body fat % for the yellow, red, and magenta modules using data from all samples revealed a significant negative correlation between body fat % and the yellow module (rho = −0.28, *p* = 0.0016) and significant positive correlations between body fat % and the magenta (rho = 0.19, *p* = 0.037) and red (rho = 0.27, *p* = 0.0027) modules (Fig. 6E–G). Given the many enrichments in biological pathways found and significant differences in MEs by diet and CC strain for these three modules, Spearman’s correlations were performed between MEs and body fat % by diet for each module to determine whether the relationship between MEs and body fat % remained consistent across different diets for enriched modules. The correlation between expression of the yellow module and body fat % was significant and negative for the HS diet only, while the correlation between expression of the magenta module and body fat % was significant and positive for the HS diet only (Supplementary Fig. 7, Additional file 1). Unlike the yellow and magenta modules where the correlations between MEs and body fat % were only significant for the HS diet, the correlation between the red ME and body fat % remained significant and consistently positive for both diets (Supplementary Fig. 7, Additional file 1). In summary, Spearman’s correlations performed between MEs and body fat % by diet for biologically relevant modules illustrated alterations in the direction and magnitude of associations between module MEs and body fat % depending on diet for the yellow and magenta modules, in contrast to the red module where the direction and magnitude of associations between module MEs and body fat % for the red module remained consistent regardless of diet, demonstrating the modules’ different responses to diet.

## Discussion

Obesity is a complex and heterogeneous disease whose development is caused by numerous biological factors, particularly genetics, diet, and gene expression. Though long established that obesity results from a chronic imbalance between energy intake and expenditure at a fundamental level, our understanding of exactly how diet and genetics interact to influence gene expression and how gene expression regulates the development of obesity remains to be fully elucidated. Because the liver regulates metabolism of macronutrients, cholesterol, and triglycerides, we measured hepatic gene expression in the CC to gain insight of how diet and genetic background impact obesity and related obesity-related traits. Correlations performed between hepatic gene expression levels and post-diet phenotype data revealed 2552 genes whose expression levels were significantly correlated with body fat % in the CC, some which were negatively correlated such as *ApoM* and *Fmo3*, while others were positively correlated such as *Aldh1a1* and *Adipor2*. *ApoM* encodes a membrane-bound apolipoprotein associated with high-density lipoproteins, low-density lipoproteins, and triglyceride-rich lipoproteins; secreted through the plasma membrane, alipoprotein M is involved in lipid transport [99]. In the mouse, leptin the “satiety” hormone and leptin receptor are essential for expression of *ApoM*, but excess concentrations of leptin inhibited *ApoM* mRNA expression in a dose-dependent manner in the human hepatoma cell line HepG2, suggesting that leptin may mediate *ApoM* expression [55]. Although FMO3 is more well-known for its role in preventing trimethylaminuria (fishy odor syndrome) in humans [92], FMO3 also functions as a drug-metabolizing enzyme to catalyze the NADPH-dependent oxygenation of various molecules including therapeutic drugs and dietary compounds [65]. Intriguingly, studies in the mouse have suggested additional roles for FMO3 in health and disease, such as modulating cholesterol metabolism [96], glucose, and lipid homeostasis [78], and as a target for downregulation by insulin [58]. Since adipocyte secretion of leptin and insulin occurs in proportion with the volume of adipose tissue under “normal” circumstances, this may partially explain the negative correlations between body fat % and expression of *ApoM* and *Fmo3*.

In the current study, the hepatic gene expression levels of *Aldh1a1* and *Adipor2* were positively correlated with body fat %. *Aldh1a1* encodes the protein aldehyde dehydrogenase 1 family, member A1 (ALDH1A1), also known as retinaldehyde dehydrogenase 1 (RALDH1), which is a prominent enzyme in the oxidative pathway of alcohol metabolism. However, various studies in mice have shown that ALDH1A1 also modulates hepatic gluconeogenesis and lipid metabolism through its role in retinoid metabolism [39], and upregulation of ALDH1A1 is associated with reduced adiponectin expression in adipose tissue after high-fat diet feeding [44]. Furthermore, mice without ALDH1A1 are resistant to diet-induced obesity, and inhibition of ALDH1A1 in mice suppresses weight gain [27, 28], which is consistent with our finding and illustrates the potential for ALDH1A1 as a drug target for obesity prevention or treatment. *Adipor2* encodes adiponectin receptor 2 which interacts with adiponectin to mediate fatty acid oxidation and glucose uptake [103]. An agonist of adiponectin receptor 2, the adipokine adiponectin, is inversely correlated with body fat mass and visceral adiposity in humans, though the mechanisms of how adiponectin’s interactions with its receptors to elicit antidiabetic, anti-atherogenic, and anti-inflammatory effects are not fully understood [63].

After confirming the relationship between expression of genes related to obesity and body fat % in the CC, we investigated the effects of genetic background (strain) and diet on hepatic gene expression levels. Similar to adiposity and the obesity-related traits examined in our previous study [101], genetic background had a far stronger effect on hepatic gene expression than diet, as shown by the overwhelmingly larger number of significant DEGs by strain (9436) compared to the number of DEGs by diet (1344). 

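For a measure of both factors in one unit, chosen after seeing the data, the SD of the 22 strain means of a gene was set beside the SD of its 2 diet means. Over all genes the medians were 0.180 (log2) for strain and 0.0419 for diet, and over the genes that differed by diet 0.172 and 0.124. The SD by diet was the larger in 177 of all genes, and all but 1 of these differed by diet. *Acmsd*, of tryptophan breakdown (0.832 by diet and 0.365 by strain), the glutaminase *Gls2* (0.450 and 0.194) and *Csad*, of taurine synthesis (0.614 and 0.428), were among these. Strain means rest on 4 to 6 mice each and diet means on 60 or 63, so noise adds more to the first, and no test was run on the SDs. From the larger number of genes by strain than by diet, the paper concludes that genetic background had a far stronger effect on hepatic gene expression than diet.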

Interestingly, gene expression of 28.9% of diet DEGs was significantly correlated with adiposity (389/1344) compared to 25% of strain DEGs (2367/9436). Of the top 20 most significant diet DEGs identified in the CC, carbamoyl-phosphate synthase 1 (*Cps1*), isovaleryl-CoA dehydrogenase (*Ivd*), neuropilin 1 (*Nrp1*), and pyruvate kinase L/R (*Pklr*) were previously found to be associated with obesity traits in humans [38, 51, 69, 72, 108], but only one of the top 20 most significant strain DEGs was associated with at least one obesity trait in humans, namely glycerophosphodiester phosphodiesterase domain containing 3 (*Gdpd3*) [108].

Gene enrichment analysis of DEGs revealed different trends between DEGs by diet compared to strain. DEGs by diet showed enrichment for KEGG pathways and Gene Ontology (GO) biological processes related to numerous types of metabolism, amino acid synthesis, and nonalcoholic fatty liver disease, whereas DEGs by strain showed enrichment for cell function pathways, type 1 diabetes, and fatty acid metabolism. Like KEGG pathway enrichment, GO term enrichment for cellular components and molecular functions also showed distinct differences between DEGs by diet compared to strain; DEGs by diet showed enrichment for multiple cellular components related to the mitochondrion, endoplasmic reticulum, and cell membrane, while DEGs by strain showed enrichment for cellular components related to the cell membrane, extracellular components, and cell surface. In terms of molecular functions, DEGs by diet showed enrichment for metabolism and binding for nutrients and small molecules such as cofactor binding, vitamin B6 binding, catalytic activity, and electron transfer activity, while DEGs by strain showed enrichment for binding related to general cell and tissue functions, such as extracellular matrix, collagen, signaling receptor, and fibronectin binding. The culmination of our results suggests that generally, diet alters gene expression for “acute” metabolic processes sensitive to environmental changes, but genetic background more heavily influences overall “essential” cellular function.

Having identified genes with expression strongly influenced by diet or strain, we used the GWAS catalog as a guide to highlight clinically important genes found in our study by determining which DEGs may be most relevant to obesity-related traits in humans. The comparison between DEGs in the CC and genes in the GWAS catalog revealed that 65 diet DEGs and 431 strain DEGs correlated with body fat % in the CC have previously been identified as associated with obesity-related traits such as body fat distribution, BMI, waist-hip ratio, weight, and fat body mass in humans. One caveat regarding the number of DEGs in the CC found to be associated with obesity-related traits in humans is that our study focused only on gene expression in the liver of CC mice, while the genes listed in the GWAS catalog associated with obesity traits include candidates found in multiple tissue types; thus, including gene expression from additional tissue type such as brain or adipose tissue could yield additional candidate genes. Nonetheless, we identified genes expressed in the liver whose expression levels were either under genetic regulation, influenced by diet, or correlated with body fat %, which were also clinically important in humans using the CC panel as a model for obesity, which enabled the use of genetic “replicates” with high genetic diversity so that the results from this study are additive in scope.

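*Ist1*, which acts in membrane trafficking (transcript cluster 17512833), differed by 0.092 (standard error 0.029, adjusted p = 0.021) by diet with HP higher in 18 of 22 strains, the chromodomain protein *Cdyl* (transcript cluster 17286553) by 0.14 (standard error 0.038, adjusted p = 0.0063) in 18 of 22, and the cohesin loader *Nipbl* (transcript cluster 17315810) by 0.076 (standard error 0.026, adjusted p = 0.037) in 16 of 22. Their F between strains was 1.69 (adjusted p = 0.054), 1.23 (adjusted p = 0.26) and 1.01 (adjusted p = 0.47), which did not pass. *Lyplal1* by diet differed by −0.056 (standard error 0.077, adjusted p = 0.71), the transcription regulator *Lrrfip1* by 0.042 (standard error 0.052, adjusted p = 0.68) and the neurotrophin receptor gene *Ntrk2* by −0.18 (standard error 0.20, adjusted p = 0.62), none of which passed, while between strains *Lrrfip1* (F = 9.77, adjusted p = 1.9e-15) and *Ntrk2* (F = 17.7, adjusted p = 3.1e-24) did. Leaving out 1 strain brought *Ist1* past the strain test for 9 of the 22 strains. Its diet call ended without CC002/Unc (adjusted p = 0.056) and with quantile normalization repeated (adjusted p = 0.052), and that of *Nipbl* for 9 of the 22 strains when left out (adjusted p up to 0.081, without CC011/Unc), without the expression filter, with that normalization or with the 22 strain mean differences as replicates (adjusted p = 0.073).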

In our list of genes whose gene expression levels were significantly correlated with body fat % that have previously been associated with obesity-related traits in humans, some genes exclusively differentially expressed by diet found in our current study include increased sodium tolerance 1 homolog (*Ist1*) [32], chromodomain protein, Y chromosome-like (*Cdyl*) [87], and NIPBL cohesin loading factor (*Nipbl*) [87], while genes exclusively differentially expressed by strain were lysophospholipase-like 1 (*Lyplal1*) [22, 38, 49, 69, 87, 94], leucine-rich repeat (in FLII) interacting protein 1 (*Lrrfip1*) [67], and neurotrophic tyrosine kinase, receptor, type 2 (*Ntrk2*) [1, 38, 69, 108]. Lastly, genes differentially expressed by both strain and diet include F-box protein 21(*Fbxo21*) [38, 69, 108], alanyl-tRNA synthetase (*Aars*) [38, 108], and BRCA1-associated protein (*Brap*) [32, 88, 98]. 

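Of these 3 genes, *Brap*, a ubiquitin ligase of Ras signaling (transcript cluster 17441952), was 9.42 ± 0.44 (SD, n = 63) on the HP diet and 9.19 ± 0.40 (SD, n = 60) on the HS diet, a difference of 0.23 (standard error 0.075, adjusted p = 0.033) with HP higher in 18 of 22 strains, and its F between strains was 8.41 (adjusted p = 1.5e-13). *Aars* had strain means from 6.56 in CC030/GeniUnc to 7.30 in CC040/TauUnc (F = 6.92, adjusted p = 2.6e-11) and *Fbxo21* from 7.22 in CC008/GeniUnc to 8.74 in CC041/TauUnc (F = 4.70, adjusted p = 1.5e-07). Leaving out 1 strain ended the diet call of *Brap* for 7 of the 22 strains (adjusted p up to 0.065, without CC045/GeniUnc), and so did the absence of the expression filter (adjusted p = 0.062) and the clock score as covariate (adjusted p = 0.18).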

Our findings highlight which candidate genes previously described in the literature have the highest potential for successful future validation studies.

Using the between- and within-strain mean square values derived from linear models, we calculated *H*^2^ estimates to quantify the degree to which genetic variation affects hepatic gene expression level variation. For the 11,542 genes included in our analysis, the range of coefficient of genetic determination (*g*^2^) was broad as expected (*g*^2^ = −0.056–0.983), but the median was lower than anticipated (*g*^2^ = 0.173) given the strong effect of strain on the expression of most genes. Median *H*^2^ estimates by DEG status increased slightly but not drastically (diet DEG *g*^2^ = 0.195, strain DEG *g*^2^ = 0.211), while *H*^2^ estimates remained similar, suggesting that differences in macronutrient composition did not have a large impact on hepatic gene expression in this study. Upon examination of the relative heritable variation that can be attributed to strain, diet, and strain × diet effects for all genes, the largest proportion of heritable variation for gene expression can be attributed to genetic background (strain) on average (30.3%), while the proportions of heritable variation for gene expression attributed to diet (3.9%) and strain × diet interactions (2.6%) were much smaller, which reaffirms the strong effect of strain on gene expression relative to diet and strain × diet effects. However, one caveat of these approximations is that increasing the sample size would provide a better estimation of the relative heritable variation since the number of mice per strain per diet is relatively low, so the estimation of strain × diet effect may not be precise.

Since obesity is a complex trait regulated by multiple genes, we used a gene co-expression network approach including the 11,542 expressed genes to find groups of genes that are similarly regulated by diet or strain and identified 13 gene modules comprised of a wide number of genes from 42 to 3319. Consistent with our DEG analyses, all modules were comprised largely of genes that were strain DEGs (> 69%), while the proportion of diet DEGs (0–49.5%) and genes with expression significantly correlated with body fat % (15.1–69.0%) varied much more widely, illustrating the variable effect of diet on gene expression compared to genetic background. Spearman’s correlation of the MEs for identified modules with phenotypic data revealed six modules related to body fat %: tan, pink, salmon, magenta, red, and yellow. The MEs for all of these modules differed significantly by diet, except for the salmon module, suggesting that differences in diet macronutrient composition induce changes in gene expression for entire groups of genes. Similar to diet, the MEs for most of the modules also differed significantly by strain, except for the pink and tan modules. However, it is important to note that the ME variation within each strain appeared much higher for these two modules than the magenta, red, and salmon modules, an observation shown through the ability of utilizing genetic “replicates” with high genotypic and phenotypic diversity that is inherent to the CC; in fact, increasing the number of “replicates” would enhance the ability to find significant strain-by-diet differences. Thus, we show that both diet and strain may strongly affect hepatic gene expression, and that the CC can be used to interrogate the sources of inter-individual variation that underlies the variable response to diet observed in humans and mice.

Enrichment analysis performed using the lists of genes assigned to each module allowed us to assess which modules identified in the CC may be most biologically relevant to obesity and human health. Of the six modules whose MEs were significantly correlated with body fat %, the number of enrichment terms were few to none for the salmon, pink, and tan modules, but the magenta, red, and yellow modules were significantly enriched for numerous functional pathways, biological processes, and/or diseases. For example, the magenta module was enriched for pathways related to endoplasmic reticulum (ER) function and contained 163 genes total, with 16 strain DEGs and five DEGs by both diet and strain associated with at least one obesity trait in humans. Two DEGs associated with obesity in humans from the magenta module that merit further study are stress-associated endoplasmic reticulum protein 1 (*Serp1*) and UDP-glucose glycoprotein glucosyltransferase 1 (*Uggt1*). 

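The strain means of *Serp1* (transcript cluster 17405414) ran from 7.70 in CC030/GeniUnc to 8.49 in CC008/GeniUnc, with an SD within strains of 0.27 (limma F = 3.11, adjusted p = 1.4e-04). By diet *Serp1* was 8.12 ± 0.31 (SD, n = 63) on the HP diet and 8.20 ± 0.31 (SD, n = 60) on the HS diet, a difference of −0.081 (standard error 0.056, adjusted p = 0.39) that did not pass, with HS higher in 15 of 22 strains.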

*Serp1* participates in the metabolism of proteins in the ER by protecting target proteins against degradation [102] and was differentially expressed by strain in the CC. Similarly, *Uggt1* encodes the enzyme UDP-glucose:glycoprotein glucosyltransferase (UGT), which is also located in the lumen of the ER and provides quality control for protein transport by selectively enabling misfolded glycoproteins to rebind calnexin, resulting in either the proper folding of the glycoprotein or exposure to degradation enzymes if proper folding fails to occur [15]; *Uggt1* was differentially expressed by both diet and strain in the CC. 

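*Uggt1* (transcript cluster 17222106) was 7.26 ± 0.24 (SD, n = 63) on the HP diet and 7.39 ± 0.24 (SD, n = 60) on the HS diet and fell by 0.13 on the HP diet (standard error 0.044, limma adjusted p = 0.035, lower in 17 of 22 strains). Its strain means ran from 6.93 in CC024/GeniUnc to 7.58 in CC027/GeniUnc, with an SD within strains of 0.22 (F = 2.69, adjusted p = 8.4e-04). The diet call ended for 9 of the 22 strains when left out (adjusted p up to 0.073, without CC008/GeniUnc), with each array centred on its median (adjusted p = 0.089), with the clock score as covariate (adjusted p = 0.12) and without the expression filter (adjusted p = 0.069).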

Studies have demonstrated that hepatic ER stress induced by obesity can lead to the development of hepatic insulin resistance and gluconeogenesis, likely through the activation of the JNK pathway [40, 62, 105]. Our findings reaffirm the association between obesity and alterations in hepatic gene expression related to ER function, suggest potential candidate genes for future study in relation to patient screening for diabetes risk, and provide a link between diet, five hepatic ER genes, obesity, and insulin resistance.

Focusing on nine major genes pivotal to insulin signaling expressed in the liver of CC mice, the expression levels of six genes were significantly correlated with body fat % (*Ide*, *Insig1*, *Insr*, *Irs2*, *Jak1*, and *Pik3r1*), while six genes were only differentially expressed by strain (*Hmga1*, *Ide*, *Insig1*, *Insig2*, *Irs1*, and *Jak1*) and two genes were differentially expressed by both strain and diet (*Irs2* and *Pik3r1*). Although all nine genes except *Jak1* were assigned to a module in our network analysis, only *Insig1*, *Insig2*, and *Irs2* were found in the enriched modules correlated with body fat % (magenta, red, or yellow). Assigned to the red module, *Insig1* (insulin-induced gene 1) illustrates one pathway that insulin signaling regulates to alter lipid metabolism in both mice and humans [61]. In the livers of transgenic mice, overexpression of the INSIG1 protein reduces insulin-stimulated lipogenesis by inhibiting processing of sterol regulatory element-binding proteins (SREBPs) in the ER, membrane-bound transcription factors that activate lipid synthesis [17]. In humans, *INSIG1* variants have been shown to influence obesity-related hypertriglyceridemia [83]. Two genes crucial to insulin signaling that were assigned to the yellow module were *Insig2* (insulin-induced gene 2) and *Irs2* (insulin receptor substrate 2). Similar to *Insig1*, *Insig2* obstructs processing of SREBPs by binding to SREBP cleavage-activating protein in the ER, which results in blockage of cholesterol synthesis [100]. Genetic variants in *INSIG2* (rs75666605) have been associated with severe obesity in a North Indian human population [68] and increased blood pressure and triglyceride levels in Brazilian obese patients [60]. Differentially expressed by both strain and diet, IRS2 is a vital mediator of insulin signaling since it acts as an immediate downstream substrate of insulin receptors and activates a cascade of serine-protein kinases to modulate numerous metabolic processes [2, 14]. In mice, conditional knockout of *Irs2* led to increased appetite and insulin resistance that progressed to diabetes [48] and lower levels of thyroid hormones [34]. In summary, our findings help explain the influences of genetic background and dietary macronutrient composition on clinically significant genes involved in insulin response relative to obesity development.

For future studies, investigating the transcriptome and epigenome of both adipose tissue and hepatic tissue together would further clarify the genetic and dietary mechanisms that drive the cross talk between tissue types to modulate energy balance and insulin response in the context of obesity development. If possible, integrating microbiome data would provide yet another “piece of the puzzle” for the elucidation of how genetic and environmental factors interact in the development of obesity. Nonetheless, our findings show that both variation in genetic background and diet can strongly influence hepatic gene expression of both individual genes and groups of related genes relevant to obesity.

## Conclusions

This study determined the relationship between genetics and macronutrient composition on hepatic gene expression relative to obesity. To relate adiposity and obesity-related traits to hepatic gene expression, correlations were performed using phenotype data and microarray data, revealing 2552 genes whose expression levels were significantly correlated with adiposity. In general, the effect of strain was much stronger than diet on hepatic gene expression as demonstrated by differential gene expression analysis which found over 9000 genes differentially expressed by strain compared to 1344 genes differentially expressed by diet. Interestingly, diet differentially expressed genes (DEGs) were enriched for many biological pathways associated with substrate metabolism, whereas strain DEGs were enriched for pathways less sensitive to environmental perturbations. Because common obesity is caused by multiple genes, weighted gene co-expression network analysis (WGCNA) was performed to identify clusters of related genes grouped into “modules.” Multiple gene modules were found that differed in average expression by both diet and strain, where three of the gene modules were correlated with adiposity and enriched for biological pathways related to obesity development. By combining all the analyses above and searching in the genome-wide association studies (GWAS) catalog, the list of obesity candidate genes found via GWAS in humans can be narrowed down to increase the success of future functional validations studies. Furthermore, we demonstrated that both strain and diet influence expression of individual genes as well as the expression for groups of related genes. By integrating phenotype data into our analysis, we found both individual genes and gene modules expressed in the liver that were related to adiposity and other clinical traits. This work sheds light on one way that genetic background and diet influence adiposity, where the identification of genes expressed in the liver related to adiposity provides concrete preliminary suggestions of specific “intermediary” mechanisms that bridge genetics and diet with obesity such as insulin signaling, which may be validated in future studies and contribute to the field of precision nutrition.

## Methods

### Animals, husbandry, diets, and phenotyping

Details on the origin, housing, husbandry, treatment of the CC mice, diet compositions, and phenotyping have been described previously [101]. Briefly, female mice from 22 CC strains (total *n* = 204) were obtained from the UNC Systems Genetics Core Facility in 2016 and put on either a high-protein (*n* = 102) or high-fat high-sucrose (*n* = 102) diet for 8 weeks followed by analysis of body composition, metabolic rate, and physical activity. After 8 weeks on experimental diets, mice were euthanized following a 4-h fast for the collection of blood and liver tissue. Subsequently, circulating cholesterol, triglyceride (TG), glucose, albumin, creatinine, urea/BUN, aspartate transaminase (AST), and alanine transaminase (ALT) levels were quantified using the Cobas Integra 400 Plus (Roche Diagnostics, Indianapolis, IN), according to manufacturer’s instructions. Circulating insulin was measured using an ultrasensitive mouse insulin ELISA (ALPCO Diagnostics, Salem, NH) per manufacturer’s instructions. Trimethylamine N-oxide (TMAO), choline, betaine, and carnitine were quantified using liquid chromatography-mass spectrometry (LC-MS) methods as described with modifications [95]. Metabolic health scores were calculated using measurements of several metabolic risk factors (circulating glucose, insulin, glucose/insulin ratio, cholesterol, triglycerides, and body fat %) to approximate overall metabolic health [101].

### Microarray analysis for identification of gene expression levels associated with post-diet traits and differentially expressed genes in liver tissue

Methods of RNA extraction from livers and evaluation of RNA integrity were performed as previously described [8]. Randomly selecting 3 mice per stain per diet for microarray analysis, high-quality RNA was available from livers of 127 of the 204 CC mice and hybridized to Affymetrix Mouse Gene 2.1 ST 96-Array Plate using the GeneTitan Affymetrix instrument (Affymetrix, Inc., Santa Clara, CA) according to standard manufacturer’s protocol. The robust multiarray average (RMA) method was used to estimate normalized expression levels of transcripts (median polish and sketch-quantile normalization) using the *affy* R package [23]. The quality of sample arrays was then assessed using the R package arrayQualityMetrics [37] for outlier detection using 3 methods: distance between arrays/principal component analysis, computation of the Kolmogorov-Smirnov statistic *K*_a_ between each array’s intensity distribution and the intensity distribution of the pooled data to compare individual array intensity to the intensity of all arrays, and computing Hoeffding’s statistic *D*_a_ to check individual array quality. Sample arrays identified as outliers by all three methods were removed, i.e., a sample array was removed if all three methods indicated that it was an outlier, leaving 123 out of 127 arrays for analysis (Supplementary Table 12, Additional file 2).

Probes and transcript cluster IDs (TC IDs) were first filtered as described [70], resulting in the total number of 24,004 unique probes post-filter corresponding to 23,626 genes. Next, TC IDs were kept for analysis if their median expression was above the mean of all TC ID medians or if their median expression was above the mean of all TC ID medians in over 12.5% of samples, based on the assumption that by chance, one of the 8 founders may be contributing low/no expression alleles. For TC IDs associated with the same gene, the TC ID with the highest expression was selected to represent that gene so that each gene was represented by a unique TC ID for analysis, resulting in 11,542 TC IDs (genes) used for differential gene expression analysis and correlations between gene expression levels and phenotype data.

After filtering TC IDs and arrays for quality, calculations of multiple biweight midcorrelations (bicor) and their corresponding Student correlation *p*-values were performed for the unique TC IDs corresponding to 11,542 genes using the bicorAndPvalue function from the weighted gene co-expression network analysis (WGCNA) R package [45] to ascertain which genes’ expression in the liver was correlated with post-diet traits. Next, differential gene expression analysis was performed using the linear models for microarray analysis (limma) R package version 3.6.1 [73] and methods described [66] to find genes that were significantly differentially expressed by diet or CC strain. Genes with a Benjamini-Hochberg (BH)-adjusted *p*-value < 0.05 were designated as differentially expressed (DE). The Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway and gene ontology (GO) enrichment analyses were performed using the *kegga* and *goana* functions in limma for differentially expressed genes with the false discovery rate (FDR) cutoff set to 0.05.

### Broad-sense heritability estimates and diet intraclass correlations of hepatic gene expression levels

Broad-sense heritability (*H*^2^) estimates and the intraclass correlations (ICC) for diet were calculated as described previously [101] for the 11,542 genes used in limma analysis to assess the degree of influence on gene expression variation from genetics (strain) and diet, respectively. *H*^2^ was estimated by calculating the intraclass correlation (*r*_I_) and the coefficient of genetic determination (*g*^2^) using mean square between (MSB) strains and mean square within (MSW) strains values derived from linear regression analysis [20]. The following linear models were fit using the *lm* function and implementing Satterthwaite approximations on the output of *lm* as described [54] to obtain MSB and MSW values for *r*_I_ and *g*^2^ calculations: (1) a “full” additive model with strain, diet, and week (mouse “batch”) as variables fitted with gene expression data from both experimental diets, (2) a “HP” additive model including strain and week as variables fitted with gene expression data from only mice fed the HP diet, and (3) a “HS” additive model including strain and week as variables fitted with gene expression data from only mice fed the HS diet. *H*^2^ estimates derived from models fitted with data from all mice post-diet compare the contribution of genetics (strain) and diet overall to heritable gene expression level variance, while diet-specific *H*^2^ estimates were calculated to discern differences in heritability affected by differences in macronutrient composition. The diet ICCs were calculated using the mean square between (MSB) diets and mean square within (MSW) diets derived from the “full” additive linear model described above. Additional linear mixed model analyses with strain, diet, and strain × diet interactions as all random effects were performed for each gene to estimate the relative heritable variation in gene expression that can be attributed to strain, diet, and strain × diet effects.

### Weighted gene co-expression network analysis (WGCNA)

The WGCNA R package was used to identify modules for the 11,542 expressed genes used in microarray analysis of differentially expressed genes since complex traits often result from changes in expression of multiple genes. Expression data from the 123 non-outlier sample arrays were used to detect modules, which are groups of highly correlated genes with similar connection strengths [24, 106]. The soft threshold was chosen by running the *pickSoftThreshold* function to determine the best fit to a scale-free topology, and beta was set to 5 because it was the lowest power value where the *R*^2^ value crossed the 0.9 threshold for approximate scale-free topology and connectivity measures implicated the possibility of finding highly connected genes. The *blockwiseModules* function was run to construct the unsigned network in one block, calculate an adjacency matrix with Pearson correlations, calculate the topological overlap matrix (TOM) using the signed method, cluster genes using the default average linkage hierarchical clustering, and establish modules by the dynamic hybrid tree cut method [45]. Next, the *mergeCloseModules* function was used to merge closely related and highly correlated modules. Module eigengenes were calculated, and Spearman’s correlations were performed between module eigengenes and measured phenotypes. KEGG pathway enrichment and gene ontology analyses were performed on genes within each module using Enrichr as described [70] to see which modules contained genes associated with biological function or diseases. Cytoscape [77] was used to generate a visualization of the relationship between genes within a module, using the magenta module as an example.

### Human GWAS catalog analysis

Entries in the EMBL-EBI Human GWAS catalog v1.0.2 accessed in 2021 were indexed to matching mouse genes [4] to compare the DEGs found in the CC with homologous genes in humans. Human gene symbols from the “MAPPED_GENE” catalog column (described here: https://www.ebi.ac.uk/gwas/docs/methods/curation) were matched against mouse gene symbols after case normalization, white space removal, and, in the case of multiple mapped genes, delimiter separation.

### Additional statistical analyses

All statistical analyses were performed in R (v.3.6.1) [71]. Diet or strain effects on module eigengenes were assessed using the two-group Mann-Whitney *U* (Wilcoxon rank) test or Kruskal-Wallis statistical test, respectively. The Mann-Whitney *U* (Wilcoxon rank) test and Kolmogorov-Smirnov test were performed to test whether the distributions of diet-specific *H*^2^ estimates (*g*^2^) differed significantly. In general, *p*-values were adjusted using the Benjamini-Hochberg (BH) method where indicated.

## Supplementary Information

**Additional file 1: Supplementary Figure 1.** Analyses framework and main results. **Supplementary Figure 2.** Dendrogram WGCNA identifies gene co-regulated modules. **Supplementary Figure 3.** Connectivity for genes assigned to the magenta module. **Supplementary Figure 4.** Significantly enriched pathways and ontologies for the magenta module. **Supplementary Figure 5.** Significantly enriched pathways and ontologies for the red module. **Supplementary Figure 6.** Significantly enriched pathways and ontologies for the yellow module. **Supplementary Figure 7.** Correlations between the magenta, red, and yellow MEs with body fat % by diet.

**Additional file 2: Supplementary Table 1.** All genes significantly correlated with post-diet body fat % (2,552). **Supplementary Table 2.** Significant correlations between phenotypes and the top 30 genes with expression levels most strongly correlated with post-diet BF%. **Supplementary Table 3.** All genes with significant differential expression by diet (1,344). **Supplementary Table 4.** Genes differentially expressed by diet in the CC were significantly enriched for 20 KEGG pathways and 187 GO terms. **Supplementary Table 5.** All genes with significant differential expression by strain (9,436). **Supplementary Table 6.** Genes differentially expressed by strain in the CC were significantly enriched for 13 KEGG pathways and 163 GO terms. **Supplementary Table 7.** 65 DE genes by diet associated with obesity traits in humans are also significantly correlated with body fat %. **Supplementary Table 8.** 431 DE genes by strain associated with obesity traits in humans are also significantly correlated with body fat %. **Supplementary Table 9.** Module gene assignments. **Supplementary Table 10.** Spearman’s correlations between module eigengenes (MEs) and phenotypic traits. **Supplementary Table 11.** All significant enrichments for magenta, red, and yellow modules. **Supplementary Table 12.** Population of mice used in microarray analysis.

## Data Availability

The phenotype dataset analyzed during the current study is available in the Mouse Phenome Database (https://phenome.jax.org, RRID:SCR_003212, Bennett4). The microarray dataset generated and analyzed during the current study has been deposited in NCBI’s Gene Expression Omnibus and is accessible through GEO series accession number GSE185547 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE185547).

## References

[1] Akiyama M, Okada Y, Kanai M, Takahashi A, Momozawa Y, Ikeda M, Iwata N, Ikegawa S, Hirata M, Matsuda K, Iwasaki M, Yamaji T, Sawada N, Hachiya T, Tanno K, Shimizu A, Hozawa A, Minegishi N, Tsugane S (2017). Genome-wide association study identifies 112 new loci for body mass index in the Japanese population. Nat Genet.

[2] Beale EG (2013). Insulin signaling and insulin resistance. J Investig Med.

[3] Bell CG, Walley AJ, Froguel P. The genetics of human obesity. Nat Rev Genet. 2005;6(3). 10.1038/nrg1556.10.1038/nrg155615703762

[4] Buniello A, MacArthur JAL, Cerezo M, Harris LW, Hayhurst J, Malangone C, McMahon A, Morales J, Mountjoy E, Sollis E, Suveges D, Vrousgou O, Whetzel PL, Amode R, Guillen JA, Riat HS, Trevanion SJ, Hall P, Junkins H (2019). The NHGRI-EBI GWAS catalog of published genome-wide association studies, targeted arrays and summary statistics 2019. Nucleic Acids Res.

[5] Chiefari E, Foti DP, Sgarra R, Pegoraro S, Arcidiacono B, Brunetti FS, Greco M, Manfioletti G, Brunetti A (2018). Transcriptional regulation of glucose metabolism: the emerging role of the HMGA1 chromatin factor. Front Endocrinol.

[6] Chiefari E, Nevolo MT, Arcidiacono B, Maurizio E, Nocera A, Iiritano S, Sgarra R, Possidente K, Palmieri C, Paonessa F, Brunetti G, Manfioletti G, Foti D, Brunetti A (2012). HMGA1 is a novel downstream nuclear target of the insulin receptor signaling pathway. Sci Rep.

[7] Churchill GA, Airey DC, Allayee H, Angel JM, Attie AD, Beatty J, et al. The Collaborative Cross, a community resource for the genetic analysis of complex traits. Nat Genet. 2004;36(11). 10.1038/ng1104-1133.10.1038/ng1104-113315514660

[8] Coffey AR, Smallwood TL, Albright J, Hua K, Kanke M, Pomp D, et al. Systems genetics identifies a co-regulated module of liver microRNAs associated with plasma LDL cholesterol in murine diet-induced dyslipidemia. Physiol Genomics. 2017;49(11). 10.1152/physiolgenomics.00050.2017.10.1152/physiolgenomics.00050.2017PMC579213628916633

[9] Collaborative Cross Consortium. The genome architecture of the Collaborative Cross mouse genetic reference population. Genetics. 2012;190(2). 10.1534/genetics.111.132639.10.1534/genetics.111.132639PMC327663022345608

[10] Corrêa TAF, Quintanilha BJ, Norde MM, Pinhel MADS, Nonino CB, Rogero MM (2020). Nutritional genomics, inflammation and obesity. Arch Endocrinol Metab.

[11] Creasy SA, Rynders CA, Bergouignan A, Kealey EH, Bessesen DH. Free-living responses in energy balance to short-term overfeeding in adults differing in propensity for obesity. Obesity. 2018;26(4). 10.1002/oby.22121.10.1002/oby.22121PMC586843029570248

[12] Cuthbertson DJ, Steele T, Wilding JP, Halford JC, Harrold JA, Hamer M, et al. What have human experimental overfeeding studies taught us about adipose tissue expansion and susceptibility to obesity and metabolic complications? Int J Obes. 2017;41(6). 10.1038/ijo.2017.4.10.1038/ijo.2017.428077863

[13] Danforth E. Diet and obesity. Am J Clin Nutr. 1985;41(5). 10.1093/ajcn/41.5.1132.10.1093/ajcn/41.5.11323993620

[14] De Meyts P, Feingold KR, Anawalt B, Boyce A, Chrousos G, de Herder WW, Dhatariya K, Dungan K, Hershman JM, Hofland J, Kalra S, Kaltsas G, Koch C, Kopp P, Korbonits M, Kovacs CS, Kuohung W, Laferrère B, Levy M, McGee EA (2000). The insulin receptor and its signal transduction network. Endotext.

[15] Dejgaard S, Nicolay J, Taheri M, Thomas DY, Bergeron JJM (2004). The ER glycoprotein quality control system. Curr Issues Mol Biol.

[16] Ellero-Simatos S, Fleuren WW, Bauerschmidt S, Dokter WH, Toonen EJ. Identification of gene signatures for prednisolone-induced metabolic dysfunction in collagen-induced arthritic mice. Pharmacogenomics. 2014;15(5). 10.2217/pgs.14.3.10.2217/pgs.14.324798720

[17] Engelking LJ, Kuriyama H, Hammer RE, Horton JD, Brown MS, Goldstein JL, Liang G (2004). Overexpression of Insig-1 in the livers of transgenic mice inhibits SREBP processing and reduces insulin-stimulated lipogenesis. J Clin Invest.

[18] Falconer DS (1989). Introduction to quantitative genetics.

[19] Fernández-Verdejo R, Marlatt KL, Ravussin E, Galgani JE. Contribution of brown adipose tissue to human energy metabolism. Mol Asp Med. 2019;68. 10.1016/j.mam.2019.07.003.10.1016/j.mam.2019.07.003PMC711266131306668

[20] Festing MFW (1979). Inbred strains in biomedical research.

[21] Fischer IP, Irmler M, Meyer CW, Sachs SJ, Neff F, Hrabě de Angelis M, et al. A history of obesity leaves an inflammatory fingerprint in liver and adipose tissue. Int J Obes. 2017;42(3). 10.1038/ijo.2017.224.10.1038/ijo.2017.224PMC588058328901330

[22] Fox CS, Liu Y, White CC, Feitosa M, Smith AV, Heard-Costa N, Lohman K, Johnson AD, Foster MC, Greenawalt DM, Griffin P, Ding J, Newman AB, Tylavsky F, Miljkovic I, Kritchevsky SB, GIANT Consortium, MAGIC Consortium, GLGC Consortium (2012). Genome-wide association for abdominal subcutaneous and visceral adipose reveals a novel locus for visceral fat in women. PLoS Genet.

[23] Gautier L, Cope L, Bolstad BM, Irizarry RA. affy—Analysis of Affymetrix GeneChip data at the probe level. Bioinformatics. 2004;20(3). 10.1093/bioinformatics/btg405.10.1093/bioinformatics/btg40514960456

[24] Ghazalpour A, Doss S, Zhang B, Wang S, Plaisier C, Castellanos R, Brozell A, Schadt EE, Drake TA, Lusis AJ, Horvath S (2006). Integrating genetic and network analysis to characterize genes related to mouse weight. PLoS Genet.

[25] González-Muniesa P, Mártinez-González M-A, Hu FB, Després J-P, Matsuzawa Y, Loos RJF, et al. Obesity. Nat Rev Dis Primers. 2017;3. 10.1038/nrdp.2017.34.10.1038/nrdp.2017.3428617414

[26] Gual P, Baron V, Lequoy V, Van Obberghen E (1998). Interaction of Janus Kinases JAK-1 and JAK-2 with the insulin receptor and the insulin-like growth factor-1 receptor ^1^. Endocrinology.

[27] Haenisch M, Nguyen T, Fihn CA, Goldstein AS, Amory JK, Treuting P, Brabb T, Paik J (2021). Investigation of an ALDH1A1-specific inhibitor for suppression of weight gain in a diet-induced mouse model of obesity. Int J Obes.

[28] Haenisch M, Treuting PM, Brabb T, Goldstein AS, Berkseth K, Amory JK, Paik J (2018). Pharmacological inhibition of ALDH1A enzymes suppresses weight gain in a mouse model of diet-induced obesity. Obes Res Clin Pract.

[29] Hainer V, Zamrazilová H, Spálová J, Hainerová I, Kunesová M, Aldhoon B, Bendlová B (2008). Role of hereditary factors in weight loss and its maintenance. Physiol Res.

[30] Hanke S, Mann M (2009). The phosphotyrosine interactome of the insulin receptor family and its substrates IRS-1 and IRS-2. Mol Cell Proteomics.

[31] Hao L, Huang K-H, Ito K, Sae-tan S, Lambert JD, Ross AC. Fibroblast growth factor 21 (Fgf21) gene expression is elevated in the liver of mice fed a high-carbohydrate liquid diet and attenuated by a lipid emulsion but is not upregulated in the liver of mice fed a high-fat obesogenic diet. J Nutr. 2016;146(2). 10.3945/jn.115.216572.10.3945/jn.115.216572PMC472542826764334

[32] Hoffmann TJ, Choquet H, Yin J, Banda Y, Kvale MN, Glymour M, Schaefer C, Risch N, Jorgenson E (2018). A large multiethnic genome-wide association study of adult body mass index identifies novel loci. Genetics.

[33] Houtkooper RH, Argmann C, Houten SM, Cantó C, Jeninga EH, Andreux PA, et al. The metabolic footprint of aging in mice. Sci Rep. 2011;1(1). 10.1038/srep00134.10.1038/srep00134PMC321661522355651

[34] Iglesias-Osma MC, Blanco EJ, Carretero-Hernandez M, Catalano-Iniesta L, Sanchez-Robledo V, Garcia-Barrado MJ, Vicente-Garcia T, Burks DJ, Carretero J (2019). The influence of the lack of insulin receptor substrate 2 (IRS2) on the thyroid gland. Sci Rep.

[35] Iraqi FA, Churchill G, Mott R. The Collaborative Cross, developing a resource for mammalian systems genetics: a status report of the Wellcome Trust cohort. Mamm Genome. 2008;19(6). 10.1007/s00335-008-9113-1.10.1007/s00335-008-9113-118521666

[36] John GK, Mullin GE. The gut microbiome and obesity. Curr Oncol Rep. 2016;18(7). 10.1007/s11912-016-0528-7.10.1007/s11912-016-0528-727255389

[37] Kauffmann A, Gentleman R, Huber W. arrayQualityMetrics—a bioconductor package for quality assessment of microarray data. Bioinformatics. 2008;25(3). 10.1093/bioinformatics/btn647.10.1093/bioinformatics/btn647PMC263907419106121

[38] Kichaev G, Bhatia G, Loh P-R, Gazal S, Burch K, Freund MK, Schoech A, Pasaniuc B, Price AL (2019). Leveraging polygenic functional enrichment to improve GWAS power. Am J Hum Genet.

[39] Kiefer FW, Orasanu G, Nallamshetty S, Brown JD, Wang H, Luger P, Qi NR, Burant CF, Duester G, Plutzky J (2012). Retinaldehyde dehydrogenase 1 coordinates hepatic gluconeogenesis and lipid metabolism. Endocrinology.

[40] Kim O-K, Jun W, Lee J (2015). Mechanism of ER stress and inflammation for hepatic insulin resistance in obesity. Ann Nutr Metab.

[41] Kozul CD, Nomikos AP, Hampton TH, Warnke LA, Gosse JA, Davey JC, et al. Laboratory diet profoundly alters gene expression and confounds genomic analysis in mouse liver and lung. Chem Biol Interact. 2008;173(2). 10.1016/j.cbi.2008.02.008.10.1016/j.cbi.2008.02.00818396267

[42] Kushi R, Hirota Y, Ogawa W (2021). Insulin resistance and exaggerated insulin sensitivity triggered by single-gene mutations in the insulin signaling pathway. Diabetol Int.

[43] Kwok A, Zvetkova I, Virtue S, Luijten I, Huang-Doran I, Tomlinson P, Bulger DA, West J, Murfitt S, Griffin J, Alam R, Hart D, Knox R, Voshol P, Vidal-Puig A, Jensen J, O’Rahilly S, Semple RK (2020). Truncation of Pik3r1 causes severe insulin resistance uncoupled from obesity and dyslipidaemia by increased energy expenditure. Mol Metab.

[44] Landrier J-F, Kasiri E, Karkeni E, Mihály J, Béke G, Weiss K, Lucas R, Aydemir G, Salles J, Walrand S, de Lera AR, Rühl R (2017). Reduced adiponectin expression after high-fat diet is associated with selective up-regulation of ALDH1A1 and further retinoic acid receptor signaling in adipose tissue. FASEB J.

[45] Langfelder P, Horvath S. WGCNA: an R package for weighted correlation network analysis. BMC Bioinformatics. 2008;9(1). 10.1186/1471-2105-9-559.10.1186/1471-2105-9-559PMC263148819114008

[46] Langhans W. Role of the liver in the control of glucose-lipid utilization and body weight. Curr Opin Clin Nutr Metab Care. 2003;6(4). 10.1097/01.mco.0000078993.96795.16.10.1097/01.mco.0000078993.96795.1612806220

[47] Lightfoot JT, Turner MJ, Debate KA, Kleeberger SR. Interstrain variation in murine aerobic capacity. Med Sci Sports Exerc. 2001;33(12). 10.1097/00005768-200112000-00012.10.1097/00005768-200112000-0001211740298

[48] Lin X, Taguchi A, Park S, Kushner JA, Li F, Li Y, White MF (2004). Dysregulation of insulin receptor substrate 2 in beta cells and brain causes obesity and diabetes. J Clin Invest.

[49] Lindgren CM, Heid IM, Randall JC, Lamina C, Steinthorsdottir V, Qi L, Speliotes EK, Thorleifsson G, Willer CJ, Herrera BM, Jackson AU, Lim N, Scheet P, Soranzo N, Amin N, Aulchenko YS, Chambers JC, Drong A, Luan J (2009). Genome-wide association scan meta-analysis identifies three loci influencing adiposity and fat distribution. PLoS Genet.

[50] Lis JT. A 50 year history of technologies that drove discovery in eukaryotic transcription regulation. Nat Struct Mol Biol. 2019;26(9). 10.1038/s41594-019-0288-9.10.1038/s41594-019-0288-9PMC710691731439942

[51] Locke AE, Kahali B, Berndt SI, Justice AE, Pers TH, Day FR, Powell C, Vedantam S, Buchkovich ML, Yang J, Croteau-Chonka DC, Esko T, Fall T, Ferreira T, Gustafsson S, Kutalik Z, Luan J, Mägi R, Randall JC (2015). Genetic studies of body mass index yield new insights for obesity biology. Nature.

[52] Loos RJ. The genetics of adiposity. Curr Opin Genet Dev. 2018;50. 10.1016/j.gde.2018.02.009.10.1016/j.gde.2018.02.009PMC608965029529423

[53] Ludwig DS, Aronne LJ, Astrup A, de Cabo R, Cantley LC, Friedman MI, et al. The carbohydrate-insulin model: a physiological perspective on the obesity pandemic. Am J Clin Nutr. 2021;nqab270. 10.1093/ajcn/nqab270.10.1093/ajcn/nqab270PMC863457534515299

[54] Luke SG. Evaluating significance in linear mixed-effects models in R. Behav Res Methods. 2016;49(4). 10.3758/s13428-016-0809-y.10.3758/s13428-016-0809-y27620283

[55] Luo G, Hurtig M, Zhang X, Nilsson-Ehle P, Xu N (2005). Leptin inhibits apolipoprotein M transcription and secretion in human hepatoma cell line, HepG2 cells. Biochim Biophys Acta.

[56] Luo Y, Burrington CM, Graff EC, Zhang J, Judd RL, Suksaranjit P, et al. Metabolic phenotype and adipose and liver features in a high-fat Western diet-induced mouse model of obesity-linked NAFLD. Am J Physiol Endocrinol Metab. 2016;310(6). 10.1152/ajpendo.00319.2015.10.1152/ajpendo.00319.2015PMC479626526670487

[57] Martinez KB, Pierre JF, Chang EB. The gut microbiota. Gastroenterol Clin N Am. 2016;45(4). 10.1016/j.gtc.2016.07.001.10.1016/j.gtc.2016.07.001PMC512727327837775

[58] Miao J, Ling AV, Manthena PV, Gearing ME, Graham MJ, Crooke RM, Croce KJ, Esquejo RM, Clish CB, Vicent D, Biddinger SB, Morbid Obesity Study Group (2015). Flavin-containing monooxygenase 3 as a potential player in diabetes-associated atherosclerosis. Nat Commun.

[59] Moisan A, Lee Y-K, Zhang JD, Hudak CS, Meyer CA, Prummer M, Zoffmann S, Truong HH, Ebeling M, Kiialainen A, Gérard R, Xia F, Schinzel RT, Amrein KE, Cowan CA (2015). White-to-brown metabolic conversion of human adipocytes by JAK inhibition. Nat Cell Biol.

[60] Nicoletti CF, Azevedo RG, Pinhel MAS, Delfino HBP, Nonino CB. INSIG2 gene polymorphism is associated with higher blood pressure and triglyceride levels in Brazilian obese subjects. Nutr Hosp. 2019. 10.20960/nh.2359.10.20960/nh.235931144980

[61] Ouyang S, Mo Z, Sun S, Yin K, Lv Y (2020). Emerging role of Insig-1 in lipid metabolism and lipid disorders. Clin Chim Acta.

[62] Ozcan U (2004). Endoplasmic reticulum stress links obesity, insulin action, and type 2 diabetes. Science.

[63] Parida S, Siddharth S, Sharma D (2019). Adiponectin, obesity, and cancer: clash of the bigwigs in health and disease. Int J Mol Sci.

[64] Philip VM, Sokoloff G, Ackert-Bicknell CL, Striz M, Branstetter L, Beckmann MA, et al. Genetic analysis in the Collaborative Cross breeding population. Genome Res. 2011;21(8). 10.1101/gr.113886.110.10.1101/gr.113886.110PMC314949021734011

[65] Phillips IR, Shephard EA (2020). Flavin-containing monooxygenase 3 (FMO3): genetic variants and their consequences for drug metabolism and disease. Xenobiotica.

[66] Phipson B, Lee S, Majewski IJ, Alexander WS, Smyth GK. Robust hyperparameter estimation protects against hypervariable genes and improves power to detect differential expression. Ann Appl Stat. 2016;10(2). 10.1214/16-aoas920.10.1214/16-AOAS920PMC537381228367255

[67] Plourde M, Vohl M-C, Bellis C, Carless M, Dyer T, Dolley G, Marette A, Després J-P, Bouchard C, Blangero J, Pérusse L (2013). A variant in the LRRFIP1 gene is associated with adiposity and inflammation: a variant in the LRRFIP1 gene. Obesity.

[68] Prakash J, Mittal B, Apurva S, Shally A, Pranjal S, Neena S (2017). Common genetic variant of insig2 gene rs7566605 polymorphism is associated with severe obesity in North India. Iran Biomed J.

[69] Pulit SL, Stoneman C, Morris AP, Wood AR, Glastonbury CA, Tyrrell J, Yengo L, Ferreira T, Marouli E, Ji Y, Yang J, Jones S, Beaumont R, Croteau-Chonka DC, Winkler TW, Hattersley AT, Loos RJF, Hirschhorn JN, GIANT Consortium (2019). Meta-analysis of genome-wide association studies for body fat distribution in 694 649 individuals of European ancestry. Hum Mol Genet.

[70] Que E, James KL, Coffey AR, Smallwood TL, Albright J, Huda MN, et al. Genetic architecture modulates diet-induced hepatic mRNA and miRNA expression profiles in diversity outbred mice. Genetics. 2020;216(1). 10.1534/genetics.120.303481.10.1534/genetics.120.303481PMC746329332763908

[71] R Core Team (2019). R: a language and environment for statistical computing.

[72] Rask-Andersen M, Karlsson T, Ek WE, Johansson Å (2019). Genome-wide association study of body fat distribution identifies adiposity loci and sex-specific genetic effects. Nat Commun.

[73] Ritchie ME, Phipson B, Wu D, Hu Y, Law CW, Shi W, et al. Limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Res. 2015;43(7). 10.1093/nar/gkv007.10.1093/nar/gkv007PMC440251025605792

[74] Roeder RG. 50+ years of eukaryotic transcription: an expanding universe of factors and mechanisms. Nat Struct Mol Biol. 2019;26(9). 10.1038/s41594-019-0287-x.10.1038/s41594-019-0287-xPMC686706631439941

[75] Rui L, Terjung R (2014). Energy metabolism in the liver. Comprehensive physiology.

[76] Schmidt SL, Harmon KA, Sharp TA, Kealey EH, Bessesen DH. The Effects of overfeeding on spontaneous physical activity in obesity prone and obesity resistant humans. Obesity. 2012;20(11). 10.1038/oby.2012.103.10.1038/oby.2012.103PMC378209722522883

[77] Shannon P, Markiel A, Ozier O, Baliga NS, Wang JT, Ramage D, Amin N, Schwikowski B, Ideker T (2003). Cytoscape: a software environment for integrated models of biomolecular interaction networks. Genome Res.

[78] Shih DM, Wang Z, Lee R, Meng Y, Che N, Charugundla S, Qi H, Wu J, Pan C, Brown JM, Vallim T, Bennett BJ, Graham M, Hazen SL, Lusis AJ (2015). Flavin containing monooxygenase 3 exerts broad effects on glucose and lipid metabolism and atherosclerosis. J Lipid Res.

[79] Shorter JR, Najarian ML, Bell TA, Blanchard M, Ferris MT, Hock P, et al. Whole genome sequencing and progress toward full inbreeding of the mouse collaborative cross population. G3. 2019;9(5). 10.1534/g3.119.400039.10.1534/g3.119.400039PMC650514330858237

[80] Silva JP, van Booven D. Analysis of diet-induced differential methylation, expression, and interactions of lncRNA and protein-coding genes in mouse liver. Sci Rep. 2018;8(1). 10.1038/s41598-018-29993-4.10.1038/s41598-018-29993-4PMC607052830069000

[81] Sims EAH. Experimental obesity, dietary-induced thermogenesis, and their clinical implications. Clin Endocrinol Metab. 1976;5(2). 10.1016/s0300-595x(76)80027-8.10.1016/s0300-595x(76)80027-8782745

[82] Singh RK, Kumar P, Mahalingam K. Molecular genetics of human obesity: a comprehensive review. C R Biol. 2017;340(2). 10.1016/j.crvi.2016.11.007.10.1016/j.crvi.2016.11.00728089486

[83] Smith EM, Zhang Y, Baye TM, Gawrieh S, Cole R, Blangero J, Carless MA, Curran JE, Dyer TD, Abraham LJ, Moses EK, Kissebah AH, Martin LJ, Olivier M (2010). INSIG1 influences obesity-related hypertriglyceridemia in humans. J Lipid Res.

[84] Speakman JR (2018). Obesity and thermoregulation. Handb Clin Neurol.

[85] Srivastava A, Morgan AP, Najarian ML, Sarsani VK, Sigmon JS, Shorter JR, et al. Genomes of the mouse Collaborative Cross. Genetics. 2017;206(2). 10.1534/genetics.116.198838.10.1534/genetics.116.198838PMC549917128592495

[86] Swanzey E, O’Connor C, Reinholdt LG (2021). Mouse genetic reference populations: cellular platforms for integrative systems genetics. Trends Genet.

[87] Tachmazidou I, Süveges D, Min JL, Ritchie GRS, Steinberg J, Walter K, Iotchkova V, Schwartzentruber J, Huang J, Memari Y, McCarthy S, Crawford AA, Bombieri C, Cocca M, Farmaki A-E, Gaunt TR, Jousilahti P, Kooijman MN, Lehne B (2017). Whole-genome sequencing coupled to imputation discovers genetic signals for anthropometric traits. Am J Hum Genet.

[88] Locke AE, Kahali B, Berndt SI, Justice AE, Pers TH, The LifeLines Cohort Study, The ADIPOGen Consortium, The AGEN-BMI Working Group, The CARDIOGRAMplusC4D Consortium, The CKDGen Consortium, The GLGC, The ICBP, The MAGIC Investigators, The MuTHER Consortium, The MIGen Consortium, The PAGE Consortium, The ReproGen Consortium, The GENIE Consortium, The International Endogene Consortium (2015). Genetic studies of body mass index yield new insights for obesity biology. Nature.

[89] Threadgill DW, Churchill GA. Ten years of the Collaborative Cross. Genetics. 2012;190(2). 10.1534/genetics.111.138032.10.1534/genetics.111.138032PMC327664822345604

[90] Timper K, Brüning JC. Hypothalamic circuits regulating appetite and energy homeostasis: pathways to obesity. Dis Model Mech. 2017;10(6). 10.1242/dmm.026609.10.1242/dmm.026609PMC548300028592656

[91] Torres-Fuentes C, Schellekens H, Dinan TG, Cryan JF. The microbiota–gut–brain axis in obesity. Lancet Gastroenterol Hepatol. 2017;2(10). 10.1016/s2468-1253(17)30147-4.10.1016/S2468-1253(17)30147-428844808

[92] Treacy E (1998). Mutations of the flavin-containing monooxygenase gene (FMO3) cause trimethylaminuria, a defect in detoxication. Hum Mol Genet.

[93] Trefts E, Gannon M, Wasserman DH. The liver. Curr Biol. 2017;27(21). 10.1016/j.cub.2017.09.019.10.1016/j.cub.2017.09.019PMC589711829112863

[94] Wang H, Zhang F, Zeng J, Wu Y, Kemper KE, Xue A, Zhang M, Powell JE, Goddard ME, Wray NR, Visscher PM, McRae AF, Yang J (2019). Genotype-by-environment interactions inferred from genetic effects on phenotypic variability in the UK Biobank. Sci Adv.

[95] Wang Z, Levison BS, Hazen JE, Donahue L, Li X-M, Hazen SL. Measurement of trimethylamine-N-oxide by stable isotope dilution liquid chromatography tandem mass spectrometry. Anal Biochem. 2014;455. 10.1016/j.ab.2014.03.016.10.1016/j.ab.2014.03.016PMC416703724704102

[96] Warrier M, Shih DM, Burrows AC, Ferguson D, Gromovsky AD, Brown AL, Marshall S, McDaniel A, Schugar RC, Wang Z, Sacks J, Rong X, Vallim TDA, Chou J, Ivanova PT, Myers DS, Brown HA, Lee RG, Crooke RM (2015). The TMAO-generating enzyme flavin monooxygenase 3 is a central regulator of cholesterol balance. Cell Rep.

[97] Williams EP, Mesidor M, Winters K, Dubbert PM, Wyatt SB. Overweight and obesity: prevalence, consequences, and causes of a growing public health problem. Curr Obes Rep. 2015;4(3). 10.1007/s13679-015-0169-4.10.1007/s13679-015-0169-426627494

[98] Winkler TW, Justice AE, Graff M, Barata L, Feitosa MF, Chu S, Czajkowski J, Esko T, Fall T, Kilpeläinen TO, Lu Y, Mägi R, Mihailov E, Pers TH, Rüeger S, Teumer A, Ehret GB, Ferreira T, Heard-Costa NL (2015). The influence of age and sex on genetic associations with adult body size and shape: a large-scale genome-wide interaction study. PLoS Genet.

[99] Xu N, Dahlbäck B (1999). A novel human apolipoprotein (apoM). J Biol Chem.

[100] Yabe D, Brown MS, Goldstein JL (2002). Insig-2, a second endoplasmic reticulum protein that binds SCAP and blocks export of sterol regulatory element-binding proteins. Proc Natl Acad Sci.

[101] Yam P, Albright J, VerHague M, Gertz ER, Pardo-Manuel de Villena F, Bennett BJ (2021). Genetic background shapes phenotypic response to diet for adiposity in the collaborative cross. Front Genet.

[102] Yamaguchi A, Hori O, Stern DM, Hartmann E, Ogawa S, Tohyama M (1999). Stress-associated endoplasmic reticulum protein 1 (Serp1)/ribosome-associated membrane protein 4 (Ramp4) stabilizes membrane proteins during stress and facilitates subsequent glycosylation. J Cell Biol.

[103] Yamauchi T, Kamon J, Ito Y, Tsuchida A, Yokomizo T, Kita S, Sugiyama T, Miyagishi M, Hara K, Tsunoda M, Murakami K, Ohteki T, Uchida S, Takekawa S, Waki H, Tsuno NH, Shibata Y, Terauchi Y, Froguel P (2003). Cloning of adiponectin receptors that mediate antidiabetic metabolic effects. Nature.

[104] Yang T, Espenshade PJ, Wright ME, Yabe D, Gong Y, Aebersold R, Goldstein JL, Brown MS (2002). Crucial step in cholesterol homeostasis. Cell.

[105] Yilmaz E, Engin AB, Engin A (2017). Endoplasmic reticulum stress and obesity. Obesity and lipotoxicity.

[106] Zhang B, Horvath S. A general framework for weighted gene co-expression network analysis. Stat Appl Genet Mol Biol. 2005;4(1). 10.2202/1544-6115.1128.10.2202/1544-6115.112816646834

[107] Zhao W, Langfelder P, Fuller T, Dong J, Li A, Hovarth S (2010). Weighted gene coexpression network analysis: state of the art. J Biopharm Stat.

[108] Zhu Z, Guo Y, Shi H, Liu C-L, Panganiban RA, Chung W, O’Connor LJ, Himes BE, Gazal S, Hasegawa K, Camargo CA, Qi L, Moffatt MF, Hu FB, Lu Q, Cookson WOC, Liang L (2020). Shared genetic and experimental links between obesity-related traits and asthma subtypes in UK Biobank. J Allergy Clin Immunol.

# Supplementary material for: Altered macronutrient composition and genetics influence the complex transcriptional network associated with adiposity in the Collaborative Cross
**Source:** Genes Nutr. 2022 Aug 10;17:13. doi: 10.1186/s12263-022-00714-x

**Supplementary Figure 1. Analyses framework and main results**

Figure depicts the analyses pipelines using data from 22 CC strains (n = 123) centered around (A) Linear Models for MicroArray (limma) to examine hepatic gene expression at the individual gene level while also incorporating correlation analysis with phenotypic data and utilizing the GWAS catalog to guide the search for clinically relevant genes in the study, and (B) Weighted gene co-expression network analysis (WGCNA) to investigate expression of groups of related genes, which also integrates correlation analysis between module eigengenes (estimations of related groups of genes) and phenotypic data. Analyses performed in each pipeline are indicated by italics and data used for each analysis are connected by lines. For example, microarray and phenotype data were used together (indicated by the bracket connecting the “microarray data” and “phenotype data” boxes) to perform phenotype x gene expression correlations (indicated by the text in italics), which generated a list of genes whose expression levels were significantly correlated with body fat % (BF%) (represented by the blue box under the arrow).

**
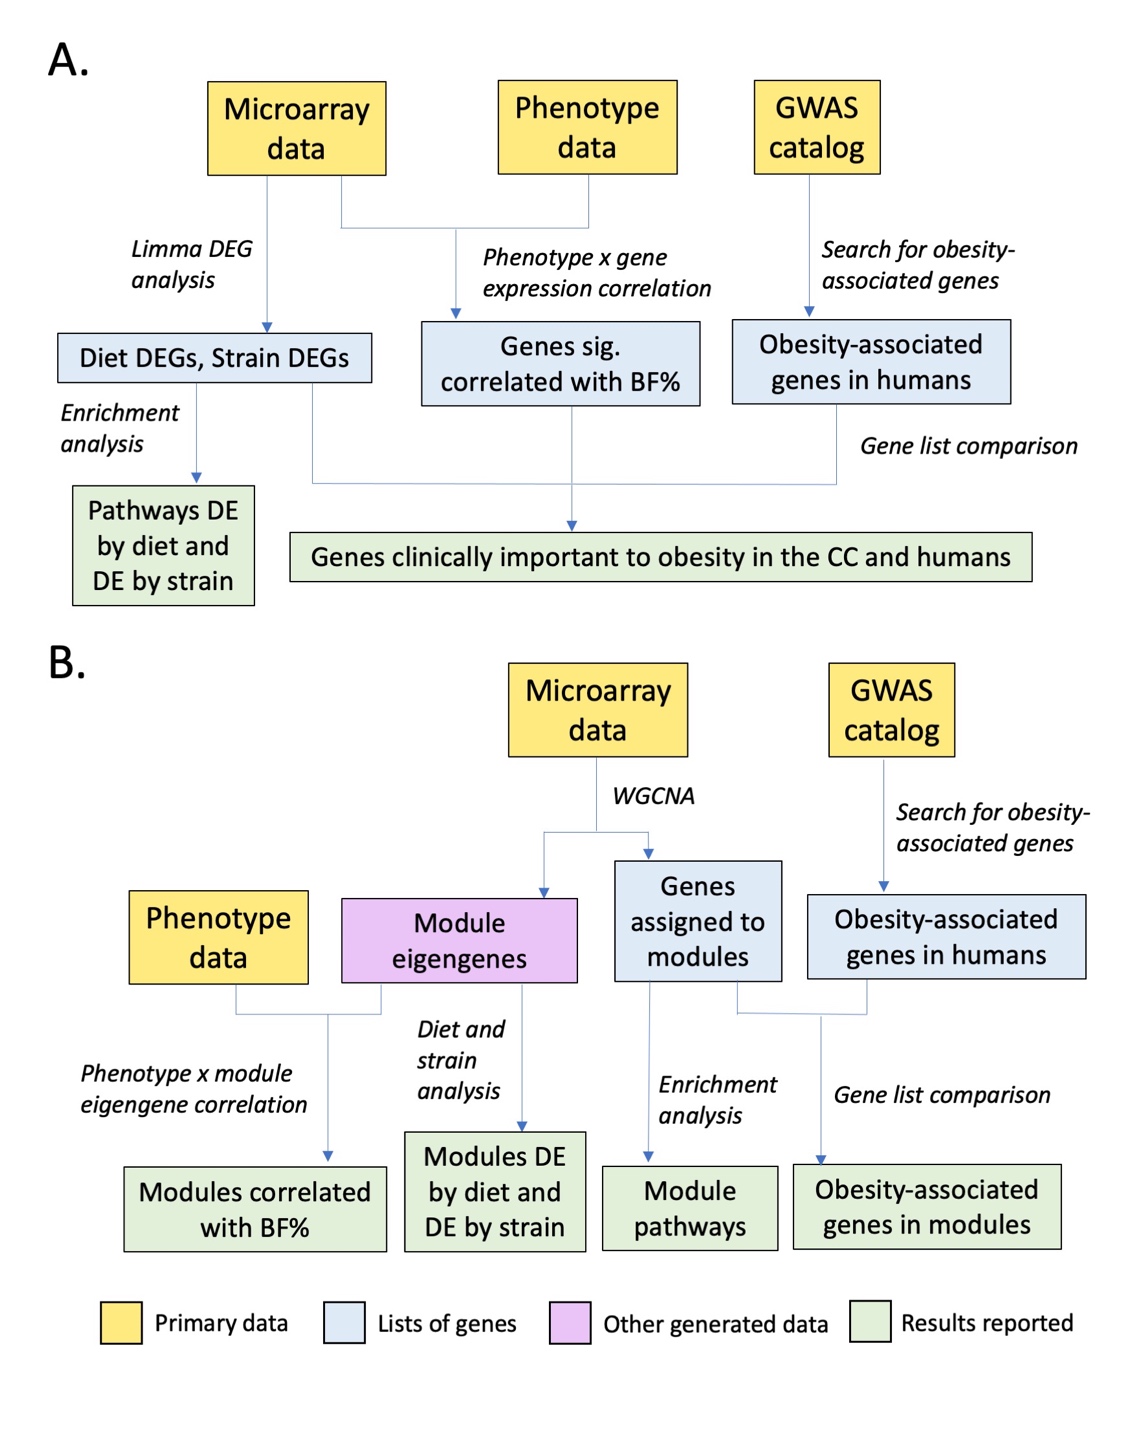
Supplementary Figure 2. Dendrogram WGCNA identifies gene co-regulated modules**

Using the cleaned and filtered hepatic gene expression data from mice fed the HP diet and mice fed the HS diet, WGCNA identified 13 modules with arbitrarily assigned colors. The 11,542 expressed genes from the limma analysis were used to form the modules, which varied widely in terms of the number genes within each module. Dendrogram was created using the *blockwiseModules* function to construct the unsigned network in one block, calculate an adjacency matrix with Pearson correlations, calculate the topological overlap matrix (TOM) using the signed method, cluster genes using the default average linkage hierarchical clustering, and establish modules by the Dynamic Hybrid tree cut method.

**Supplementary Figure 3. Connectivity for genes assigned to the magenta module**

A visual representation of the network structure for genes within a module using the magenta module as an example. Each node represents a gene assigned to the magenta module, where edges depict the number of connections between genes.

**
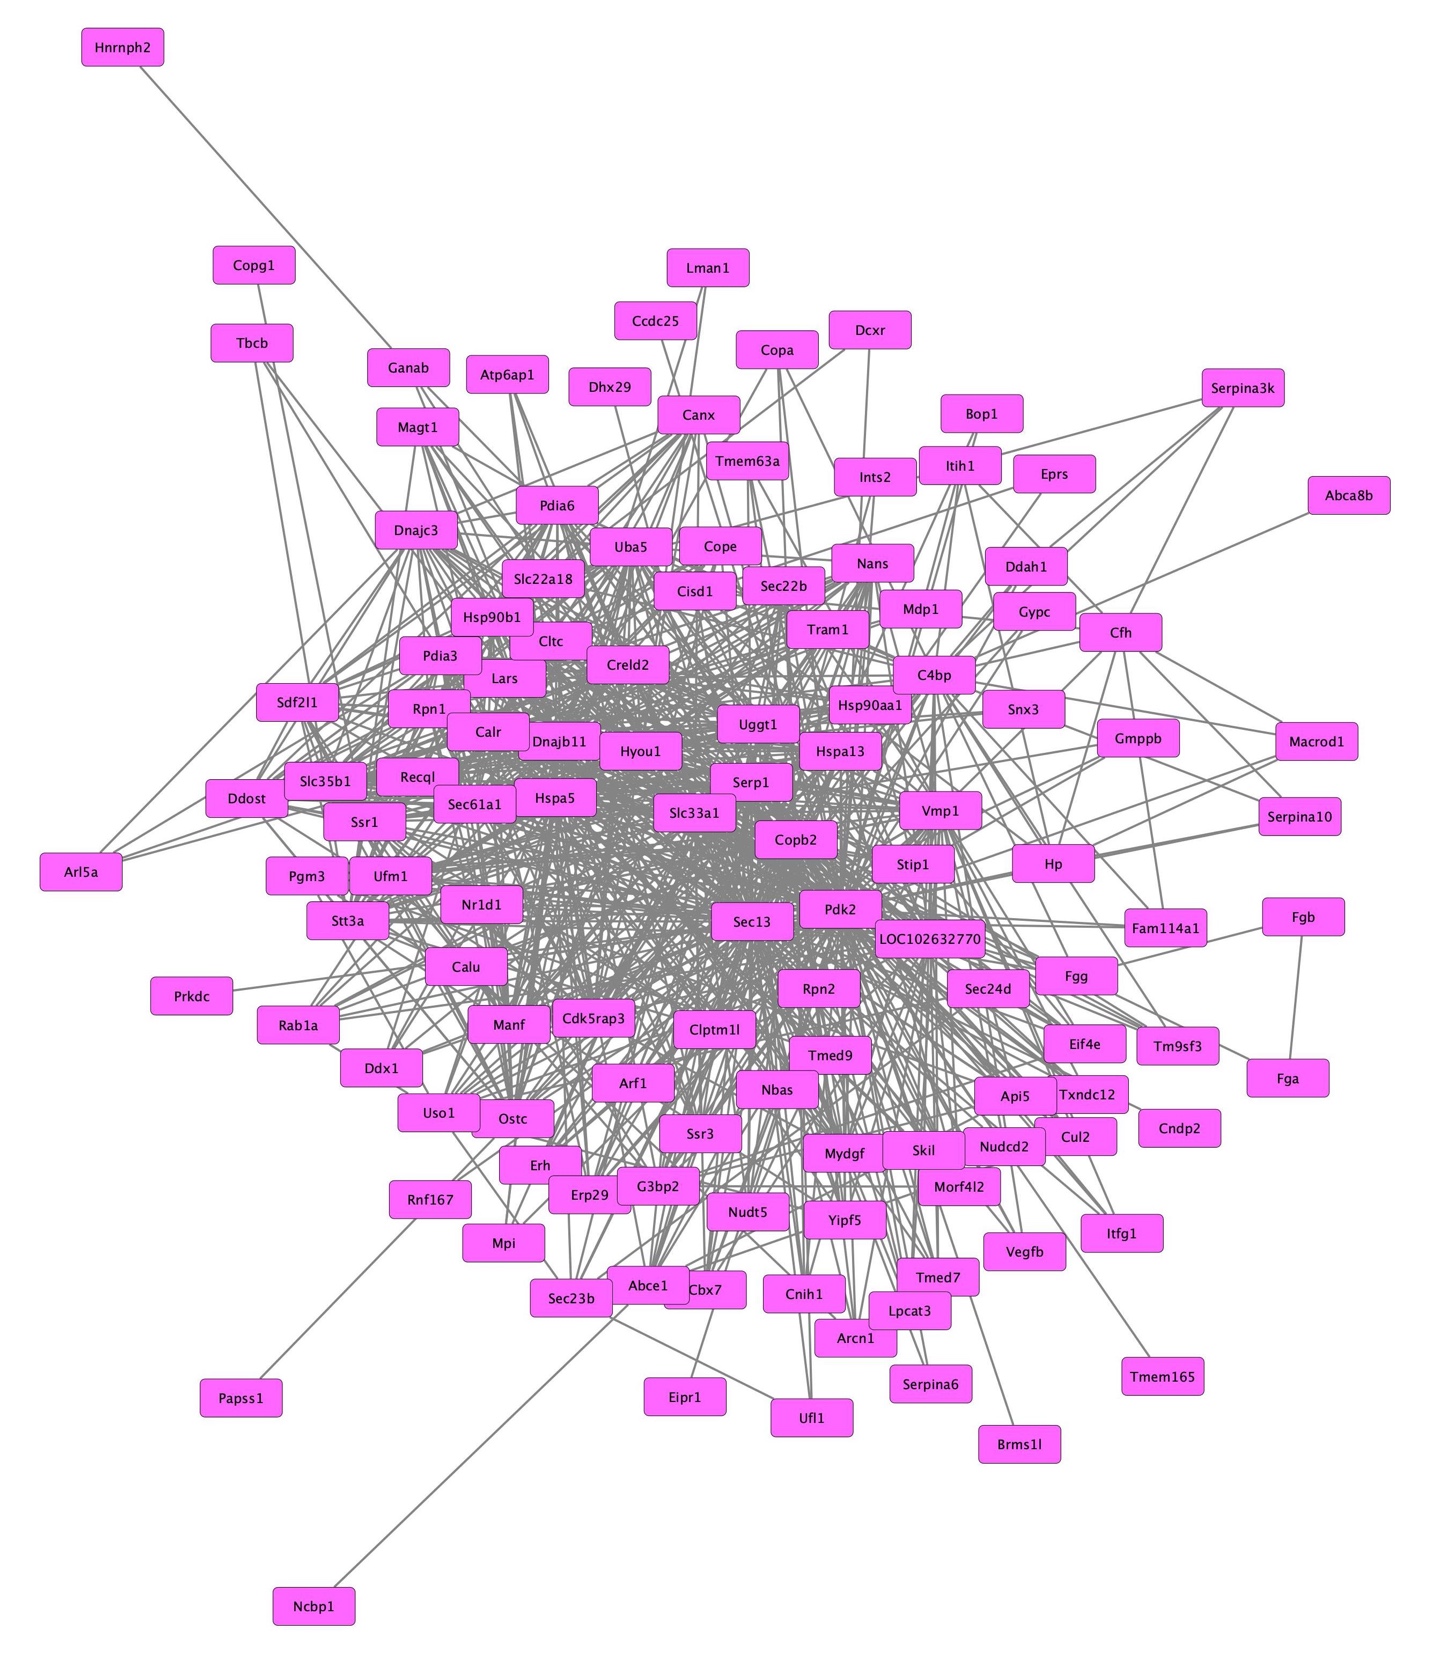
**

**Supplementary Figure 4. Significantly enriched pathways and ontologies for the magenta module**

Genes in the magenta module were significantly enriched in 35 GO Biological Processes, four GO Molecular Functions, two Jensen Diseases, and two KEGG pathways in mice related to endoplasmic reticulum function. The top 10 most significantly enriched GO Biological Processes are shown. The number of genes present in the magenta module and total number of genes that belong to respective enriched pathways/ontologies are displayed in each bar. All significant enrichment terms are shown in Supplementary Table 11, Additional File 2.

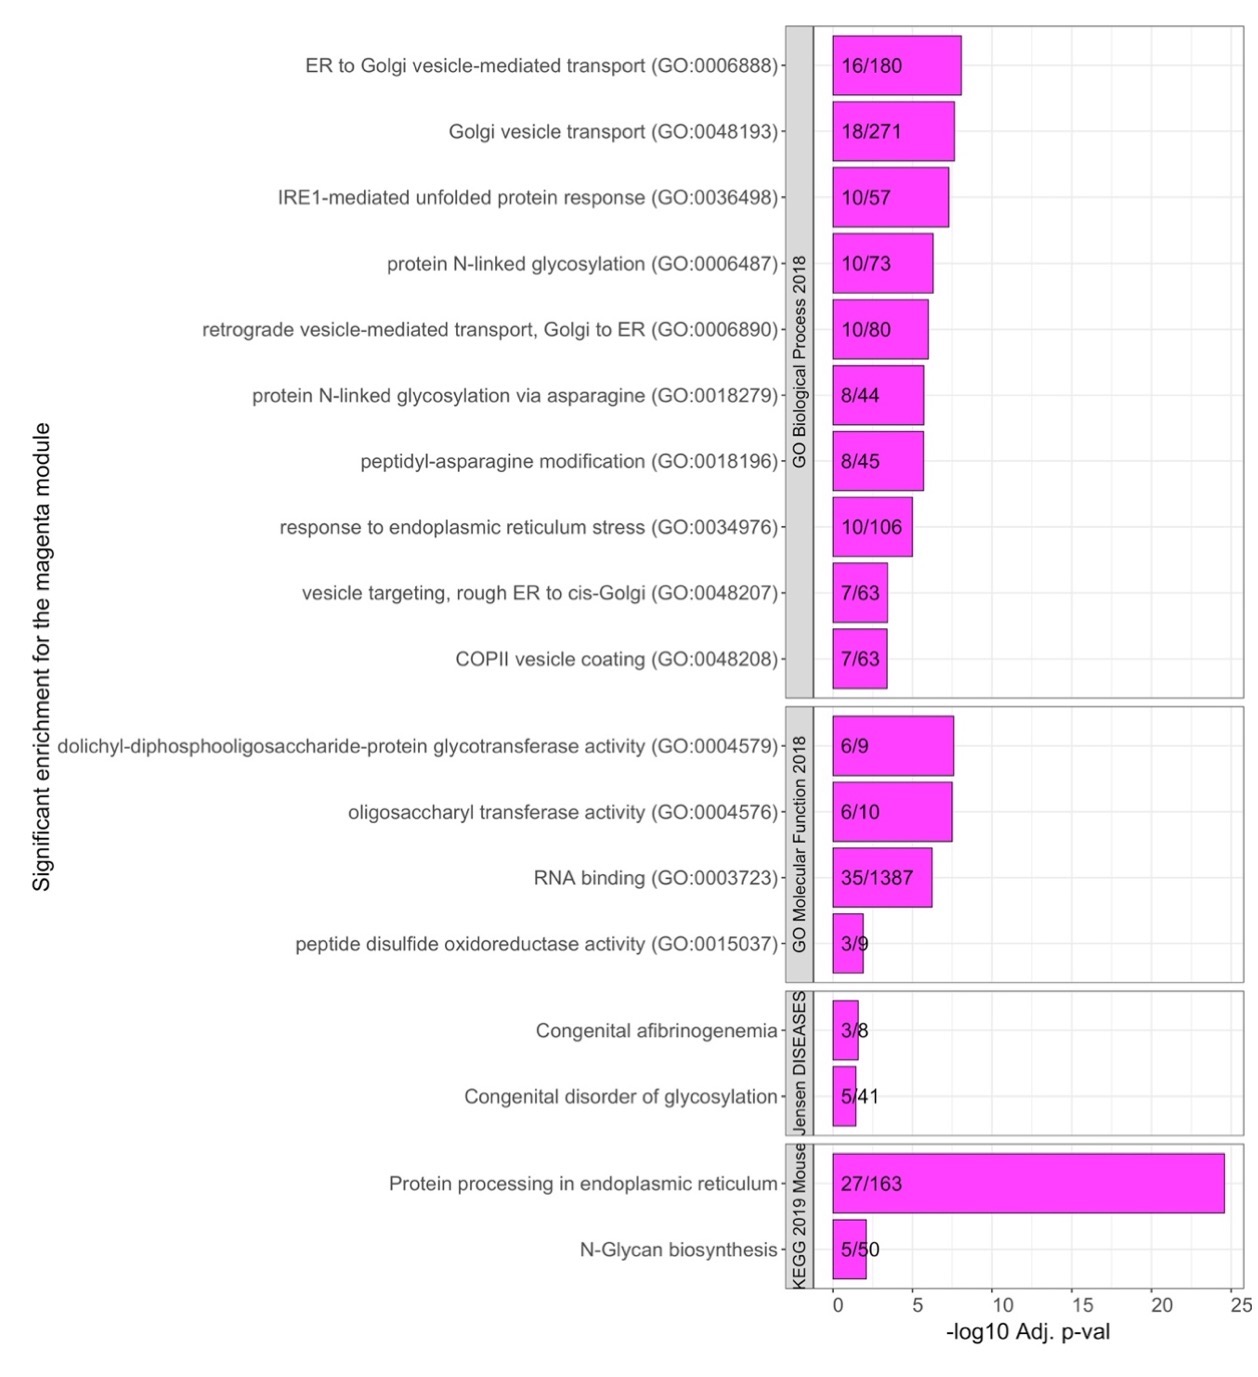

**Supplementary Figure 5. Significantly enriched pathways and ontologies for the red module**

Genes in the red module were significantly enriched in 37 GO Biological Processes, two GO Molecular Functions (MF), three Jensen Diseases, and 24 KEGG pathways in mice related to steroid, cholesterol, and fatty acid biosynthesis/metabolism. The top 10 most significantly enriched GO Biological Processes and KEGG pathways are shown. The number of genes present in the red module and total number of genes that belong to respective enriched pathways/ontologies are displayed in each bar. All significant enrichment terms are shown in Supplementary Table 11, Additional File 2.

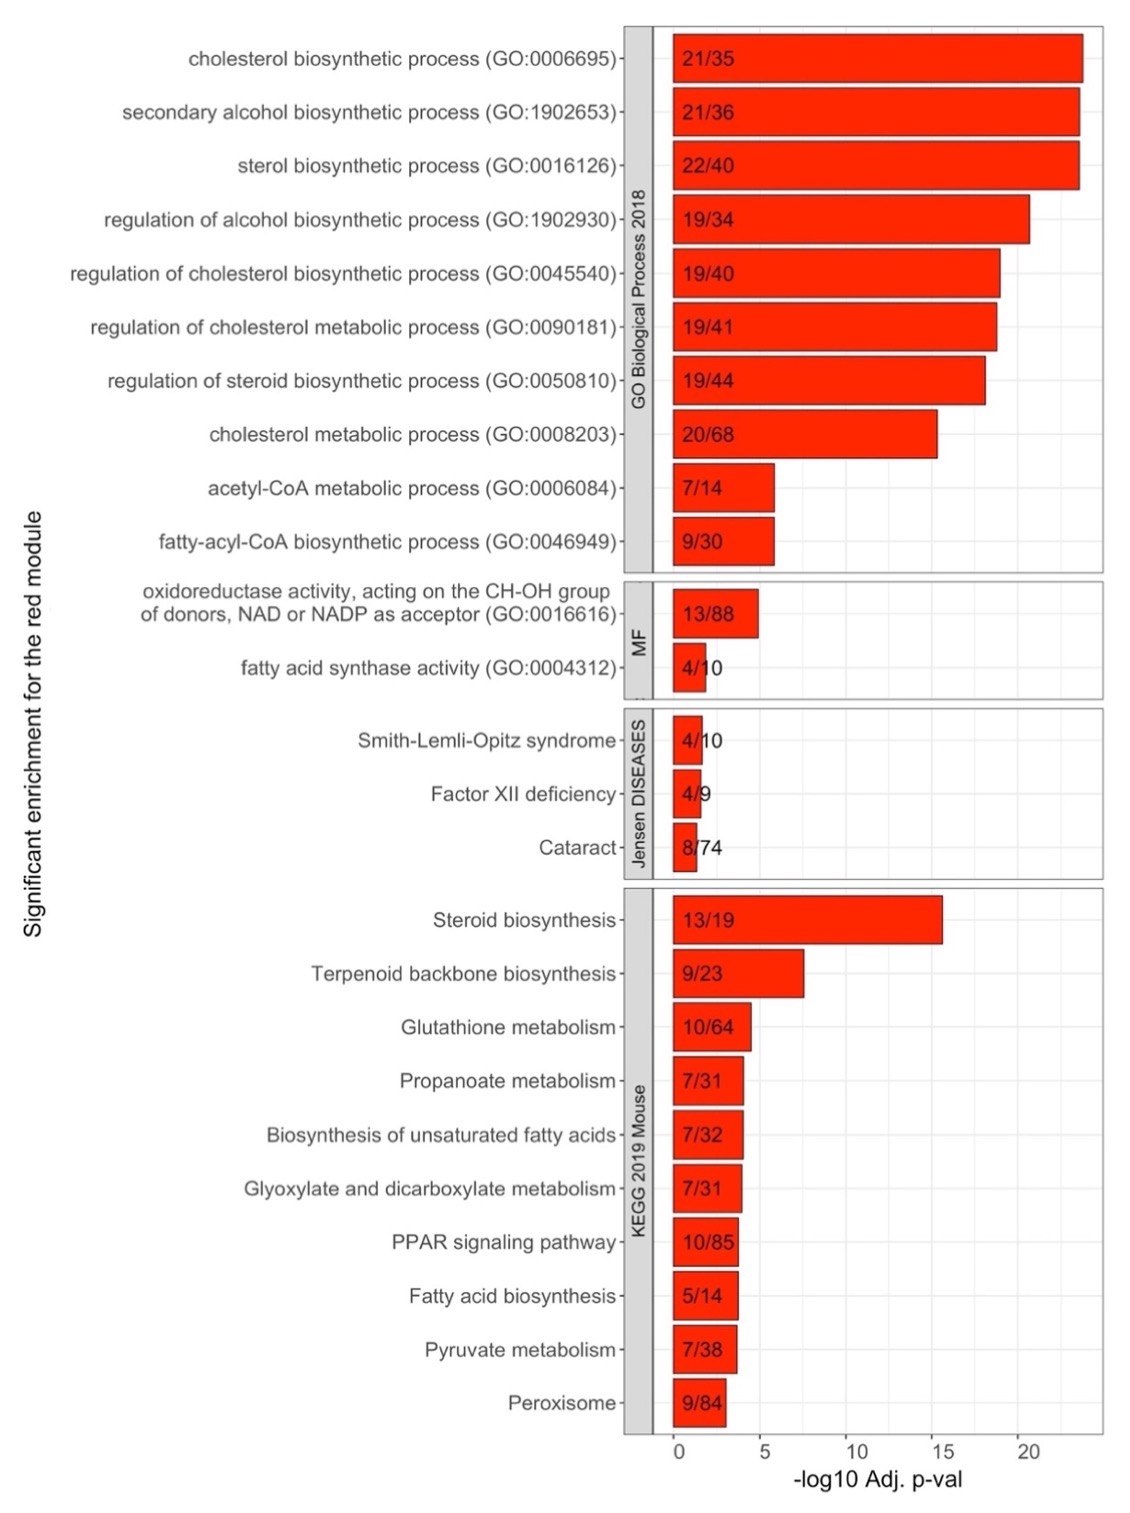

**Supplementary Figure 6. Significantly enriched pathways and ontologies for the yellow module**

Genes in the yellow module were significantly enriched in 27 GO Biological Processes, 11 GO Molecular Functions, two Jensen Diseases (J’s DISEASES), and six KEGG pathways in mice related to a variety of functions such as photoperiodism, transcription regulation, insulin signaling, etc. The top 10 most significantly enriched GO Biological Processes and Molecular Functions are shown. The number of genes present in the yellow module and total number of genes that belong to respective enriched pathways/ontologies are displayed in each bar. All significant enrichment terms are shown in Supplementary Table 11, Additional File 2.

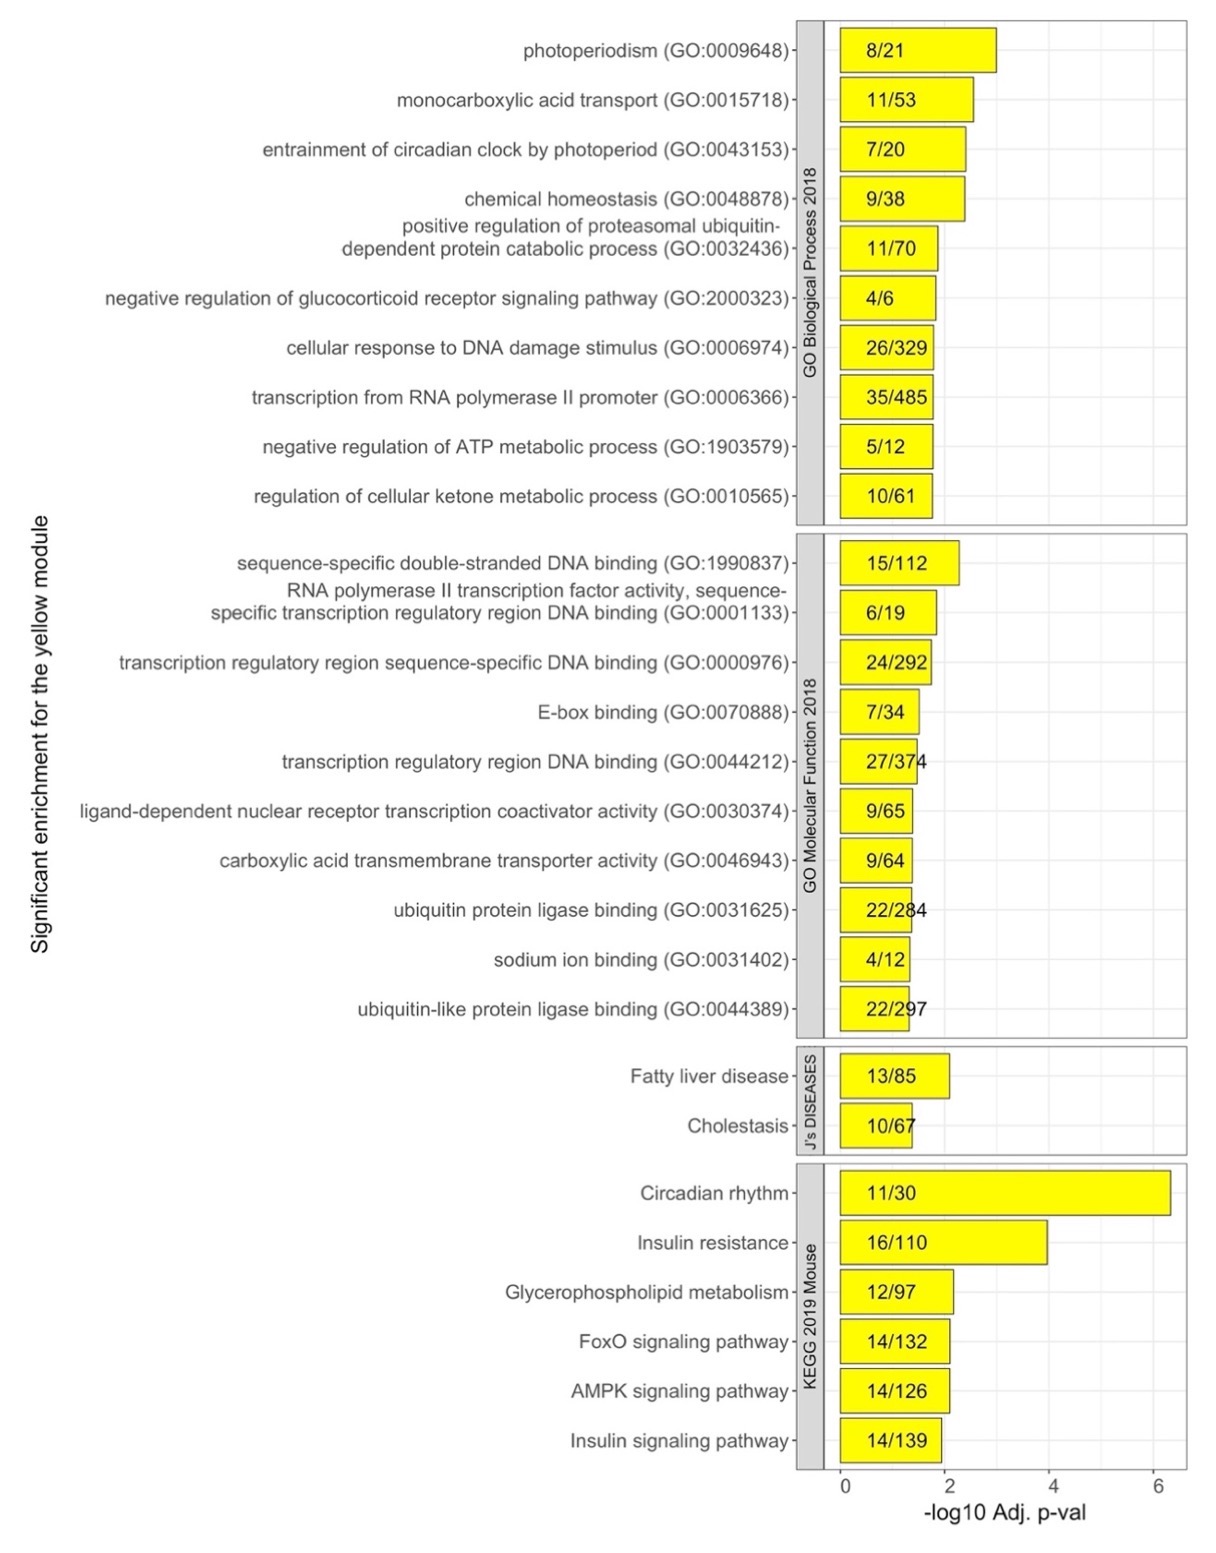

**Supplementary Figure 7. Correlations between the magenta, red, and yellow MEs with body fat % by diet**

Spearman’s correlations performed between the magenta, red, and yellow module eigengenes (PC1) and body fat % by diet suggest that the magnitude and direction of correlation in gene expression between these modules change depending on diet.

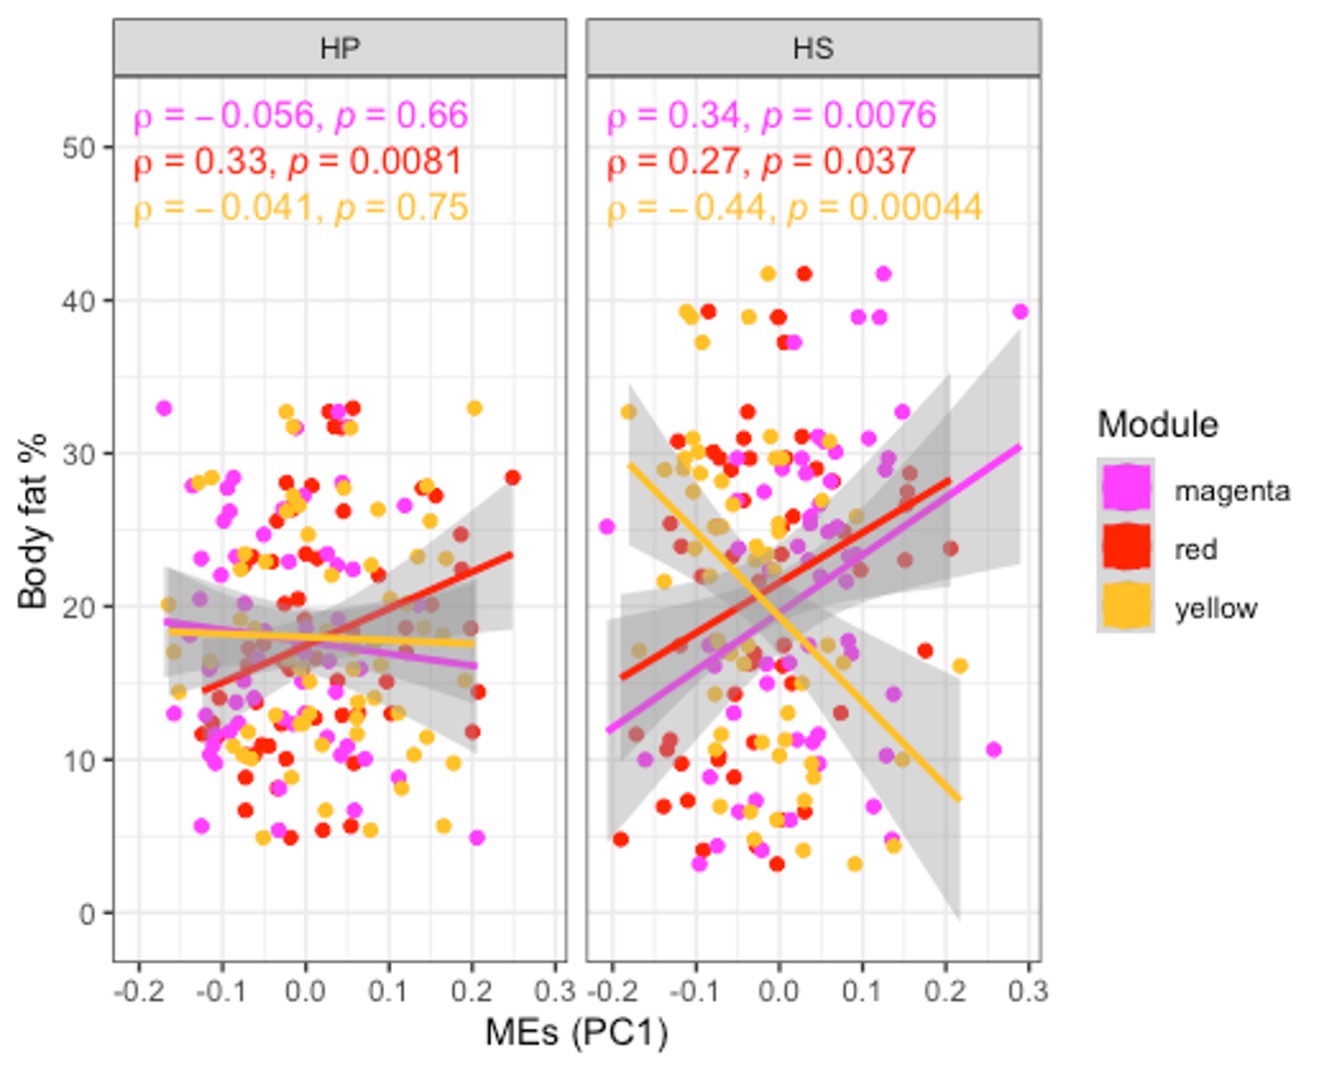

**Supplement:** Supplementary file 1 — Additional file 1: Supplementary Figure 1. Analyses framework and main results. Supplementary Figure 2. Dendrogram WGCNA identifies gene co-regulated modules. Supplementary Figure 3. Connectivity for genes assigned to the magenta module. Supplementary Figure 4. Significantly enriched pathways and ontologies for the magenta module. Supplementary Figure 5. Significantly enriched pathways and ontologies for the red module. Supplementary Figure 6. Significantly enriched pathways and ontologies for the yellow module. Supplementary Figure 7. Correlations between the magenta, red, and yellow MEs with body fat % by diet.

How the deposited data were processed for this re-analysis (not part of the article)

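Liver expression was measured on Affymetrix Mouse Gene ST arrays, 1 array per mouse, in 123 female mice of 22 CC strains (63 on the HP and 60 on the HS diet). The authors deposited log2 intensities made by RMA over all arrays, with background correction, a sketch-quantile normalization and a median polish of the probes of each transcript cluster. The submitters' processing notes name Affymetrix Expression Console and the paper's methods the affy package of R, and their versions are not given in the sources used here. The authors removed only arrays that all 3 of their quality methods marked, so arrays marked by fewer of them may remain. Every column of the table was matched to a mouse by the sample identifier that names it, and 0 columns were left without a mouse. Strain and diet came from the sample labels. Arrays have no read depth, and the number of arrays limits the precision. Array medians ran from 2.97 to 3.16 (log2), and pairs of arrays correlated across clusters at 0.932 to 0.977, with a median of 0.970 within and 0.961 between strains. No scanner output was used, so signal over background and saturation of single probes were not checked.

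Gene symbols were taken from the platform annotation. Clusters with several symbols were left unnamed and unused, apart from those paired with a gene in the study's own tables. A table of RefSeq genes of GRCm38.p6 served only to tell X-linked from autosomal genes. The paper's first filter of probes, which it cites from other work, was not repeated. Its filter on expression was applied to 23529 named clusters of 22188 genes, of which 11408 clusters passed, and each gene was represented by its cluster with the highest mean. The named genes were chosen by a rule. It takes every gene the paper names that was measured (101), the 12 genes higher on each diet with the largest difference among those past the threshold with 1 direction in at least 18 of 22 strains, up to 4 members of each gene list with the smallest p by diet, the 12 with the largest F by strain, the 8 with the smallest interaction p and the 3 nearest to the eigengene of each rebuilt module, 277 genes in all. Values in the paper's tables count as seen when its genes were chosen. Other genes are said to be named after their values were seen, and the alternatives were not run for them one by one.

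Diet (HP minus HS), strain (an F test of 22 strains) and their interaction (an F test of 21 terms) were tested with lmFit and eBayes of limma 3.58.1 in R 4.3.3, all mice sharing 1 estimate of the spread, at a Benjamini-Hochberg adjusted p under 0.05. In all 47 gene lists with at least 3 measured genes were tested, 36 of pathways and cell types written from general knowledge and 11 made of genes that the study chose on these mice. Lists of kidney and adrenal, pancreatic acinar and neutrophil markers had fewer measured genes and were not tested. By diet the lists were tested with camera at its preset correlation of 0.01, and with the correlation estimated from the mice as an alternative. By strain the share of members past the F test was set against the other tested genes with a one-sided Fisher's exact test. The KEGG and GO tables of the paper's enrichment tests were not used here, so list results are not those of its pathways. The coefficient of genetic determination and the intraclass correlations were computed from mean squares of models with strain and diet, and the shares of variance from mixed models with lme4 1.1.37. Modules were rebuilt with numpy 2.4.6 and scipy 1.17.1 under Python 3.11.15 (pandas 2.3.3) as an unsigned network at the paper's power with a signed topological overlap, and are not the paper's modules. Permutation tests of eigengenes and of the clock score drew 100000 permutations, 2-sided for diet and for correlations and upper-tailed for strain. The difference of the *g*2 medians (2-sided) and the counts of called genes (upper-tailed) were set against 100 splits, the real one included.

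Each step was tested on simulated data before the real values were used. Over 10946 genes, the diet test called 24%, 76%, 98% and 100% of simulated differences of 0.1, 0.2, 0.4 and 0.8 (log2). The genes with a simulated diet difference had no strain differences, unlike most real genes. These rates may therefore be too high for the test with diet as the only term. Far fewer genes were given a diet or strain effect than were called in the real data, which makes the threshold of the adjusted p stricter. For that reason the rates of the diet test, and of the strain test that follow, may also be too low. The strain test called 41% and 98% of genes whose strain SD was 0.5 and 1 of the residual SD, and the interaction test 33% and 98% of genes whose interaction SD was 1 and 2 of it. False calls among 10346 genes without an effect were 3, 6 and 6. In a simulation where the urea cycle genes shifted by 0.3 (log2), 10 of 12 were called, and besides the list itself camera called lists that share members with it. The label check found all 123 simulated mice with strain differences and 2 without them (3000 genes). All 5 simulated modules were found among 2120 genes, with 60% to 100% of a module's genes together. Simulated variance shares of 40% by strain and 10% by diet came back from the mixed models as 39.0% and 8.93% (300 genes).

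As a check of the fit, the log2 differences were set beside the copy of Supplementary Table 3 used here, which holds the first 573 of the paper's 1344 rows. Of 525 of its genes that were tested here, 521 rested on the same transcript cluster, and all 521 had the same direction and a difference within 1 standard error. Alternatives were no or a stricter expression filter, all clusters kept apart, quantile normalization repeated, arrays centred on their median, a trended and robust variance prior, array weights, strain as a fixed or random block, strain means as replicates, diet as a covariate, a 1.2-fold minimum, each strain left out in turn, single strain coefficients, other settings of the modules and, chosen after seeing the data, 2 mice left out, a score of clock genes as covariate and module eigengenes centred within diets. Body fat, the genome-wide association results, the study week and the pink, tan and salmon modules were not analysed here. Neither were *Hmga1* and 2 of the genes of Fig. 3A, for which the annotation used here named no cluster.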

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

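In this part, the tests of the CC059/TauUnc mouse nearest to CC035/Unc, of the CC071/TauUnc mouse of low *Xist* and of the clock genes were chosen only after the result was seen, and the second test of mixed RNA in the CC059/TauUnc mouse nearest to CC035/Unc only after the first had decided nothing.

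In each strain (4 to 6 mice), the highest or lowest mouse was compared with the others by its gap to the nearest of them as a share of the whole range. Of 132 groups, 6 passed Dixon's 95% critical value, and chance marks about 1 in 20, or 6.6 of these. PC1 of the named magenta genes was 2.61 in CC028/GeniUnc mouse 10 (HS diet) and −0.50 to 0.57 in its strain mates (gap 0.655). The correlation with the own strain was 0.636 in CC001/Unc mouse 85 (HP diet) against 0.664 to 0.679 (gap 0.643), and 0.623 in CC030/GeniUnc mouse 56 (HP diet) against 0.711 to 0.754 (gap 0.667). *Xist* was 9.55 in CC002/Unc mouse 86 (HP diet) against 10.18 to 10.40 (gap 0.746). The other 2 were the CC059/TauUnc mouse nearest to CC035/Unc and the CC071/TauUnc mouse of low *Xist*.

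A CC059/TauUnc mouse fed the HS diet (Liver_CC_Female_Mice_ID_257) had an own-strain correlation of 0.140 against 0.507 to 0.716 in its strain mates (gap 0.637) and correlated with CC035/Unc at 0.743, while the other 122 mice had at least 0.297 with their own strain and at most 0.261 with another. A swap with a CC035/Unc mouse measured here is argued against, since each of those was closer to its own strain by at least 0.411. A swap with a CC035/Unc mouse that has no array here could not be checked. A wrong strain label is a candidate explanation: over 306 genes that differ by at least 1 (log2) between the strains, on a scale from 0 (the other CC059/TauUnc mice) to 1 (CC035/Unc), the median position of this CC059/TauUnc mouse was 0.95, within those of the CC035/Unc mice (0.894 to 0.989). RNA of both strains or a cross stays open, since the lower quartile of its positions was 0.747 and, over the 177 genes higher in CC059/TauUnc, its median of 0.896 lay below the lowest CC035/Unc mouse (0.943) and above the 0.5 that equal parts would allow. Without this mouse 1296 genes differed by diet and 8891 by strain, and no biological explanation was tested.

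A CC071/TauUnc mouse fed the HP diet (Liver_CC_Female_Mice_ID_166) had *Xist* at 2.72 against 10.08 to 10.47 in its strain mates (gap 0.95). A male mouse is argued against by the Y-linked genes *Uty*, *Kdm5d* and *Eif2s3y*, whose highest value in this mouse was 1.36, within the 0.60 to 1.87 of *Kdm5d* in the other mice, and 2 active X chromosomes by the 310 X-linked genes, whose median against strain mates lay 0.026 (log2) above that of 10576 autosomal genes. A single X chromosome is a candidate explanation: the mean of 6 genes known to escape X inactivation was −0.549 (log2) against strain mates, and −0.304 to 0.332 in the other mice. Of these genes *Kdm6a* (−0.89), *Kdm5c* (−0.81) and *Mid1* (−1.16) were the lowest of all mice, while *Ddx3x* (−0.035), *Utp14a* (−0.13) and *Pbdc1* (−0.27) were not. Without this mouse 1188 genes differed by diet, and the design gives no biological explanation to test.

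Clock genes spread widely between mice of 1 strain and diet, with *Arntl* from 3.39 to 7.95 and *Dbp* from 4.03 to 9.72 over all mice and an SD within these groups of 0.94 and 1.10. Of the variance of a score of the 18 clock genes, 50.6% lay between the groups of strain and diet and the rest within them. This is a share of raw sums of squares. With groups of 2 or 3 mice, a large part of it would lie between groups even without any difference between them. Array quality as the cause is argued against, since the score correlated within groups at −0.106 with the spread of relative log expression (rho −0.0337, permutation p = 0.25 and 0.71, adjusted p = 0.49 and 0.99 over 2 measures, r = −0.0562 without the 2 farthest mice) and more weakly with the array median. Diet is the same for all mice of a group, so its test could not bear on the spread within groups. Within strains diet explained 6.98% of the variance of the score (0.43 SD higher on the HP diet, permutation p = 0.0077). Mice at different phases of the clock when the liver was taken are a candidate explanation, since within groups of strain and diet *Arntl* correlated at −0.869 with *Dbp*, −0.910 with *Per3* and −0.861 with *Ciart* (rho −0.856, −0.909 and −0.848, each with a permutation p and an adjusted p over the 3 pairs of 1e-05, the smallest possible, and r = −0.858, −0.900 and −0.854 without the 2 farthest mice). The hour of collection of each mouse is not given in the sources used here. With the score as a covariate 1050 genes differed by diet, of which 927 were among the 1255. Since the score differed by diet, as a covariate it can also take out part of a difference by diet.

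The difference by diet of *Ranbp3l* and of *Slco1a1* differed between strains by limma's interaction test (adjusted p = 0.0421 for both), and for each at least 13 of the 22 strains ended the call when left out. Of 100 splits, the real one included, 44 gave at least these 2 genes when diet was permuted within strains, with 896 in the highest other split. By construction permuting diet within strains turns the difference by diet itself into differences between strains. These splits therefore cannot decide whether chance gave the 2 genes, and chance is not excluded. For the same reason the high count of other splits need not point to a structure of the samples, which was not tested.

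For the counts of genes by diet and by strain, chance can be excluded as a grouping of the mice. The real split was the 1 of 100 with a count as large in each case. By diet 1255 genes were called against 2 in the highest other split over all mice and 0 with diet permuted within strains, by strain 8901 against 2 and by both 1055 against 2. The splits for the count by both permuted diet alone against the fixed list by strain. That count therefore follows the count by diet and does not test the overlap, which would be 1020.5 for independent lists.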

How the results depend on the processing

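In this part, the settings without the CC059/TauUnc mouse nearest to CC035/Unc, without the CC071/TauUnc mouse of low *Xist* with the clock score as covariate and with eigengenes centred within diets were chosen only after the results were seen, as were the tests that use them.

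By diet, 2549 genes were called with strain as a fixed block, 2325 with strain as a random block, 2295 with the 22 strain mean differences as replicates and 284 with a 1.2-fold minimum, against 1255. The blocks take strain means out of the spread and the minimum removes small differences by construction. Under the other settings the count by diet ran from 978 without the expression filter to 1461 with array weights, and 1059 (without CC045/GeniUnc) to 1389 (without CC024/GeniUnc) with 1 strain left out. By strain, all settings over the 22 strains kept the count within 1.5 times 8901, with 8648 (without CC028/GeniUnc) to 9198 (without CC024/GeniUnc mouse 66) when 1 strain or mouse was left out, while single strains against CC001/Unc gave 1251 (CC059/TauUnc), 1291 (CC063/Unc), 1336 (CC041/TauUnc), 1363 (CC027/GeniUnc), 1444 (CC012/GeniUnc), 1484 (CC035/Unc), 1537 (CC037/TauUnc), 1548 (CC040/TauUnc), 1687 (CC030/GeniUnc), 1693 (CC036/Unc), 1713 (CC019/TauUnc), 1767 (CC002/Unc), 1837 (CC032/GeniUnc), 1838 (CC011/Unc), 1845 (CC006/TauUnc), 1926 (CC045/GeniUnc), 1927 (CC071/TauUnc), 1938 (CC008/GeniUnc), 2005 (CC024/GeniUnc), 2052 (CC028/GeniUnc) and 2313 (CC004/TauUnc), comparisons of 2 strains with fewer mice. By both, strain and diet in one model gave 2339 genes, and leaving out 1 strain 886 (without CC045/GeniUnc) to 1137 (without CC024/GeniUnc).

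The 2 interaction genes became 0 with quantile normalization repeated, with arrays centred on their median, with a trended and robust variance prior and without the CC071/TauUnc mouse of low *Xist* by limma (unadjusted p under 0.05 in 510, 549, 524 and 522 genes). Leaving out 1 strain gave 0 without CC001/Unc, CC002/Unc, CC006/TauUnc, CC019/TauUnc, CC027/GeniUnc, CC028/GeniUnc, CC030/GeniUnc, CC035/Unc, CC037/TauUnc, CC040/TauUnc, CC041/TauUnc, CC059/TauUnc or CC071/TauUnc, 1 without CC032/GeniUnc or CC045/GeniUnc and 3 without CC024/GeniUnc (unadjusted 492 to 596). Where no construction is named, here and for other values that moved, the cause was not tested.

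Without the expression filter, which adds dim genes by construction, the median *g*2 was 0.0634, the median diet intraclass correlation −0.000892 and the mean variance shares 18.2% for strain and 2.33% for diet. Moment estimates of the shares over all mice were 29.3%, 3.65% and, for the interaction, 2.75%, and with 1 strain left out they ran from 28.5 (without CC028/GeniUnc) to 29.6 (without CC059/TauUnc), 3.45 (without CC002/Unc) to 3.91 (without CC024/GeniUnc) and 2.65 (without CC037/TauUnc) to 3.01 (without CC024/GeniUnc). Of the 26 gene lists called by diet, 10 were called with an estimated correlation, 24 without the CC071/TauUnc mouse of low *Xist* (all but cell adhesion molecules and acute phase proteins, adjusted p = 0.051 for both) and all 26 with strain as a block. Of the 26, 21 were among the 36 lists not made of genes that the study chose on these mice. The 10 include the Fig. 2A genes and the genes named by diet only, both chosen by the study. Without the CC059/TauUnc mouse nearest to CC035/Unc or without the filter, all 26 and the *Atf4* targets were called (adjusted p = 0.047 and 0.024 for the latter), and the medians of all 26 kept their sign under centring, repeated normalization and the clock score. By strain, 3 lists were called on the coefficient of CC071/TauUnc alone, by genes called in either direction, against 8. The eigengenes of 9 modules differed by strain with power 6 and of 9 with a stricter filter, each with fewer modules than the 16 rebuilt, and of 15 with eigengenes centred within diets. The magenta difference by diet was −0.173 SD with the mean of standardized values, in which members that run against each other cancel by construction.

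Of 135 named genes called by diet, 22 lost the call with the clock score, 16 without the filter, 11 with centring, 1 to 13 without 1 strain and 4 with normalization repeated, and 0 reversed their direction. The clock score differed by diet, so as a covariate it can take out part of a difference by diet. The diet test called 24% of simulated differences of 0.1 (log2) and 76% of those of 0.2, so in the simulation small differences were missed. Those simulated genes had no strain differences, so the rates may be too high for real genes. No paired analysis was possible for single mice because each mouse was fed 1 diet and no number links a mouse on 1 diet to a mouse on the other, while the strain blocks and the 22 strain mean differences above match the diets by strain.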

Differences from the paper's values

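In this part, the tests without the CC059/TauUnc mouse nearest to CC035/Unc or the CC071/TauUnc mouse of low *Xist* were chosen only after the values were seen.

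For *g*2 on the HP against the HS diet, the Mann-Whitney p was 0.61 here and 0.098 is the paper's value. The paper's models also held the study week, which was not used here, and covered 11542 genes. Of the alternatives set before the data were examined, none closed the difference, with p = 0.0301 without the expression filter, 0.520 with a stricter one and 0.175 with quantile normalization repeated. Without the CC059/TauUnc mouse nearest to CC035/Unc, an omission chosen after seeing the values, p was 0.0939, within 1.5 times the paper's, and without the CC071/TauUnc mouse of low *Xist* it was 0.983. The paper used all 123 arrays, so leaving out a mouse does not account for the difference in p. This p concerns a distribution, so no called gene of the paper's is dropped by it. The Kolmogorov-Smirnov D was 0.0104 here and the paper's is 0.017. It came within 1.5 times the paper's value without the expression filter (0.0151) and with quantile normalization repeated (0.0150), both set before the data were examined, and not with the stricter filter (0.0106). Without the CC059/TauUnc mouse nearest to CC035/Unc, chosen after seeing the values, D was 0.0141, also within 1.5 times. The p of that test was 0.589 here and the paper's is 0.074, and it stayed apart without the filter (0.0126), with the stricter filter (0.63), with quantile normalization repeated (0.170) and without the CC059/TauUnc mouse nearest to CC035/Unc (0.227). Genes are the units of both tests here and in the paper.

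The highest share of genes by diet in a module was 96.7% here and the paper's is 49.5%, over modules that were built differently. With power 6, set before the data were examined, it was 73.3%, within 1.5 times the paper's value, and with merging above 0.85 (96.7%) or the stricter filter (96.1%) it was not.

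The paper names cell adhesion molecules first among the pathways of genes that differ by strain. The fixed list of cell adhesion molecules, which is not the paper's pathway, had a Fisher p of 0.028 and did not pass after adjustment over the lists (0.10), while ECM-receptor interaction, which the paper also names, passed. In single strains against CC001/Unc, genes of the cell adhesion list with higher expression were overrepresented in CC063/Unc (unadjusted p = 1.3e-05), CC036/Unc (2.2e-05), CC002/Unc (0.0039), CC024/GeniUnc (0.011), CC011/Unc (0.020), CC030/GeniUnc (0.023) and CC041/TauUnc (0.044). The paper states that few of the pathways by strain concern metabolism. Here 8 of 47 lists passed by strain, and 5 of these are metabolic (cytochrome P450s, fatty acid oxidation, bile acids, lipogenesis and glutathione S-transferases), among lists that were fixed mainly on liver metabolism.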

Other observations

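In this part, the tests without the CC071/TauUnc mouse of low *Xist* or the CC059/TauUnc mouse nearest to CC035/Unc and those with the clock score as covariate were chosen only after the result was seen, and all lists of this part other than those of the study were fixed from general knowledge.

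Of 16 markers of periportal hepatocytes, which handle most amino nitrogen, 6 were higher and 2 lower on the HP diet and 8 did not pass (8 higher and 2 lower when adjusted over the list alone), and camera called the list higher (adjusted p = 1.4e-05, and adjusted p = 0.018 with an estimated correlation). Besides *Gpt* and the urea cycle genes *Cps1* and *Arg1*, those that rose were *Aldh1b1* (0.45), *Gls2* and *Etnppl* (0.53), while *G6pc* and *Apoa4* (−0.30) were lower. Of 19 pericentral markers, 3 were higher and 2 lower (3 higher and 7 lower when adjusted over the list alone, 5 higher and 9 lower with strain as a block), with *Cyp1a2* (0.37), *Cyp2a5* and *Oat* higher and *Csad* and *Lect2* (−0.23) lower, and the list was not called (adjusted p = 0.45). Without the CC059/TauUnc mouse nearest to CC035/Unc, 3 pericentral markers were higher and 5 lower. Of 27 genes of one-carbon and methionine metabolism, 8 were higher and 3 lower (8 higher and 3 lower when adjusted over the list alone; adjusted p = 0.0053, and adjusted p = 0.13 with an estimated correlation). The folate enzymes *Aldh1l1* (0.33), *Ftcd* (0.17) and *Mthfd1* (0.10) and the sarcosine enzyme *Sardh* (0.20) rose, and *Gamt* (−0.18), which makes creatine, fell with *Bhmt* and *Amt*. Of 23 amino acid transporters, 7 were higher and 1 lower (7 higher and 5 lower when adjusted over the list alone, 8 higher and 6 lower with strain as a block; adjusted p = 0.017, and adjusted p = 0.25 with an estimated correlation), among them the cationic transporter *Slc7a2* (0.56), *Slc43a1* (0.43), *Slc16a10* (0.41), *Slc6a12* (0.24), *Slc6a6* (0.14) and *Slc38a3* (0.10), and *Slc7a8* (−0.33) was lower. The aminoacyl-tRNA synthetases, which charge tRNAs, went the other way: of 19, 0 were higher and 5 lower (0 higher and 5 lower when adjusted over the list alone, 1 higher and 8 lower with strain as a block, and 0 higher and 10 lower at an unadjusted p under 0.05; adjusted p = 0.0014, and adjusted p = 0.21 with an estimated correlation). With arrays centred on their median there were 0 higher and 2 lower and with the clock score 0 higher and 1 lower, at medians of −0.045 and −0.046 against −0.064. The 5 were *Cars* (−0.30), *Lars* (−0.14), *Aars*, *Mars1* (−0.13) and *Wars* (−0.12). The calls of *Lars*, *Aars* and *Mars1* ended with the clock score (adjusted p = 0.11, 0.11 and 0.074), those of *Lars* and *Aars* with arrays centred on their median (0.075 and 0.057), and that of *Lars* also without CC037/TauUnc (0.056) or without the expression filter (0.051). Of 28 targets of *Atf4*, a transcription factor of amino acid shortage, 2 were higher and 6 lower (3 higher and 7 lower when adjusted over the list alone, 4 higher and 9 lower with strain as a block). With arrays centred on their median 2 were higher and 3 lower, and with the clock score 2 and 3, at medians of −0.052 and −0.054 against −0.072. Camera did not call the list (adjusted p = 0.055, and adjusted p = 0.34 with an estimated correlation). The synthetases *Cars*, *Lars*, *Aars*, *Mars1* and *Wars* and *Sesn2* (−0.27) were lower, while *Trib3* (0.52) and *Vldlr* were higher. The values of *Arg1*, *G6pc*, *Bhmt*, *Amt*, *Etnppl*, *Apoa4*, *Lect2*, *Ftcd*, *Mthfd1*, *Sardh*, *Gamt*, *Slc43a1*, *Slc6a6*, *Slc38a3*, *Slc7a8*, *Wars* and *Sesn2* were seen before these genes were named.

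Genes of the interferon response were lower on the HP diet as a list (camera adjusted p = 0.0015, and adjusted p = 0.56 with an estimated correlation). Of 27, 0 were higher and 2 lower (0 higher and 2 lower when adjusted over the list alone, 0 higher and 10 lower with strain as a block, and 0 higher and 8 lower at an unadjusted p under 0.05), *Stat2* (−0.20) and *Ddx58* (−0.15), and the call of *Ddx58* ended without CC002/Unc, CC008/GeniUnc, CC012/GeniUnc, CC037/TauUnc or CC045/GeniUnc (adjusted p up to 0.083), with centring (0.076) and without the filter (0.069). Acute phase proteins were lower too (adjusted p = 0.044, and adjusted p = 0.62 with an estimated correlation; of 26, 2 were higher and 4 lower, 2 higher and 6 lower when adjusted over the list alone, 2 higher and 8 lower with strain as a block), a call that ended without the CC071/TauUnc mouse of low *Xist*. *Saa3* (−0.51), the complement genes *C4b* (−0.16) and *Cfb* (−0.11) and *Itih4* (−0.094) fell, and the metallothioneins *Mt1* (0.63) and *Mt2* (0.64) rose, with the call of *Mt1* ended without CC027/GeniUnc (adjusted p = 0.063) and both calls with the clock score (0.12 for *Mt1*), with which 0 higher and 3 lower of the list were called at a median of −0.038 against −0.079. Kupffer and stellate cell markers were lower on the same diet by camera, calls that ended with an estimated correlation (adjusted p = 0.25 and 0.37), and with the clock score 0 higher and 0 lower of 17 Kupffer markers were called, at a median of −0.20 against −0.24 without the score. Markers of other cells were not called by camera: endothelial cells (0 higher and 0 lower of 18 by limma, 0 higher and 2 lower at an unadjusted p under 0.05, camera adjusted p = 0.45), lymphocytes (0 and 0 of 11, 0 higher and 2 lower at an unadjusted p under 0.05, adjusted p = 0.15), antigen presentation (0 and 1 of 16, *Tap2* at −0.19, 0 higher and 1 lower at an unadjusted p under 0.05, adjusted p = 0.17), cholangiocytes (0 and 0 of 3, 0 higher and 0 lower at an unadjusted p under 0.05, adjusted p = 0.98), erythroid cells (0 and 0 of 3, 1 higher and 0 lower at an unadjusted p under 0.05, adjusted p = 0.39) and adipocytes (1 and 0 of 8, adjusted p = 0.62). Adjusted over the list alone, all 6 lists had the same counts. With strain as a block, 1 endothelial marker and 1 lymphocyte marker were lower, 1 erythroid marker was higher, and of the adipocyte markers 1 was higher and 2 lower. The adipocyte gene that rose was the fatty acid transporter *Cd36* (0.33), a call that ended without CC030/GeniUnc (0.056) or CC071/TauUnc (0.053).

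Fatty acid oxidation, lipogenesis and bile acids were not called by diet, unlike cholesterol biosynthesis (higher, adjusted p = 0.013, and adjusted p = 0.62 with an estimated correlation), and where no counts adjusted over the list alone are given they were equal to those over all genes. Of 30 genes of fatty acid oxidation, 2 were higher and 1 lower (3 higher and 6 lower with strain as a block; adjusted p = 0.37), with *Ehhadh* and *Cd36* higher and *Fabp1* (−0.14) lower. Of 24 genes of lipogenesis, 3 were higher and 2 lower (5 higher and 2 lower when adjusted over the list alone; adjusted p = 0.47). *Acss2* (0.60), *Scd1* (0.45) and *Fads1* (0.14), which make and desaturate fatty acids, rose, and the sugar enzymes *Pklr* and *Tkfc* of the same list fell. Of 24 genes of bile acid synthesis and transport, 0 were higher and 1 was lower (4 higher and 2 lower at an unadjusted p under 0.05, and 3 higher and 4 lower with strain as a block; adjusted p = 0.83), *Slco1a1*, with a median of 0.020 and a mean of −0.070. Of 49 cytochrome P450 genes, 3 were higher and 4 lower (14 higher and 13 lower with strain as a block; adjusted p = 0.98), with *Cyp2d40* (−0.47), *Cyp2d10* (−0.18), *Cyp4v3* (−0.18) and *Cyp2c54* lower and *Cyp17a1*, *Cyp1a2* and *Cyp2a5* higher, a median of −0.0082, a mean of 0.014 and an upward camera direction. The call of *Cyp2c54* ended without CC011/Unc, CC019/TauUnc or CC035/Unc (adjusted p up to 0.067), without the filter (0.062) and with the clock score (0.079). The median signs of the P450, cholangiocyte and hepatocyte lists turned with repeated normalization and with centring, that of the insulin genes the study names with centring, those of the cholangiocyte list, the circadian clock and the genes the study names by strain only with the clock score, and median, mean and camera direction also differed in sign for those insulin genes, the Fig. 3A genes and the named magenta genes, none of them called. Of 16 cell cycle genes, 2 were higher and 0 lower (2 higher and 1 lower at an unadjusted p under 0.05; adjusted p = 0.62), *Spc24* and *Tk1* (0.31), and the call of *Tk1* ended without CC001/Unc, CC004/TauUnc, CC028/GeniUnc or CC045/GeniUnc (adjusted p up to 0.052) and with the clock score (0.18). Of the genes the study names as differing by diet only, by both and by strain only (3 each, chosen on these mice), 3, 2 and 0 were higher and 0, 1 and 0 lower (adjusted p = 0.0050, 0.22 and 0.92, and 0 higher and 0 lower at an unadjusted p under 0.05 for the last). *Fads1*, *Cyp2d10*, *Cyp4v3*, *Saa3* and *Mt2* were named after their values were seen.

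Between CC071/TauUnc and CC001/Unc (6 mice each), the lists with more lower genes than the other tested genes, by Fisher's exact test, were the interferon response with 21 of 27 (adjusted p = 5.9e-17, and 19 with adjusted p = 7.5e-15 without the CC071/TauUnc mouse of low *Xist*), antigen presentation with 12 of 16 (adjusted p = 1.9e-09, and 12 with adjusted p = 5.0e-10 without that mouse), cholesterol biosynthesis with 7 of 20 (adjusted p = 0.0072, and 7 with adjusted p = 0.0036 without that mouse), lipogenesis with 7 of 24 (adjusted p = 0.017, and 8 with adjusted p = 0.0026 without that mouse), pericentral markers with 6 of 19 (adjusted p = 0.019, and 6 with adjusted p = 0.012 without that mouse) and lymphocytes with 4 of 11 (adjusted p = 0.044, and 4 with adjusted p = 0.033 without that mouse). Endothelial markers were higher, with 7 of 18 (adjusted p = 0.015, and 7 with adjusted p = 0.0081 without that mouse). Kupffer cell markers were lower, with 7 of 17 (adjusted p = 0.0030, and 3 with adjusted p = 0.41 without that mouse), so that call ended without that mouse. The cytochrome P450s were lower with 9 of 49 (adjusted p = 0.066, and 9 with adjusted p = 0.036 without that mouse). Some lists that the study chose on these mice also passed (genes of Fig. 1, Fig. 3A and the red module). These were 47 tests per direction between 2 strains.

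Among the rebuilt modules, further lists that were overrepresented by Fisher's exact test were fatty acid oxidation in module 7 (17 of 30, adjusted p = 7.5e-28), acute phase proteins in module 9 (9 of 26, 9.0e-14), endothelial markers in module 10 (7 of 18, 4.8e-11), and ECM-receptor interaction (6 of 37, 3.4e-08) and stellate cell markers (4 of 16, 4.1e-06) in module 15. Module 2 held 9 of 11 lymphocyte markers, 9 of 16 genes of antigen presentation, 12 of 43 cell adhesion molecules and 6 of 16 cell cycle genes.

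The paper names cell adhesion and ECM-receptor pathways first for strain although most tested genes differ by strain, and 2 hypotheses on how such an enrichment could arise were tested. Whether it rests on the last strain coefficient alone could not be decided. Genes higher in CC071/TauUnc than in CC001/Unc were not overrepresented in the cell adhesion list (Fisher p = 0.401). In some other single strains such genes were overrepresented, as given above. Which strain coefficients the paper's enrichment test used is not given in the sources used here. That the enrichment rests on genes that differ over all 22 strains also stays open, with p = 0.0284 before adjustment over the lists. The lists used here are not the paper's pathways.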
